# Microglia coordinate cellular interactions during spinal cord repair in mice

**DOI:** 10.1038/s41467-022-31797-0

**Published:** 2022-07-14

**Authors:** Faith H. Brennan, Yang Li, Cankun Wang, Anjun Ma, Qi Guo, Yi Li, Nicole Pukos, Warren A. Campbell, Kristina G. Witcher, Zhen Guan, Kristina A. Kigerl, Jodie C. E. Hall, Jonathan P. Godbout, Andy J. Fischer, Dana M. McTigue, Zhigang He, Qin Ma, Phillip G. Popovich

**Keywords:** Microglia, Neuroimmunology

## Abstract

Traumatic spinal cord injury (SCI) triggers a neuro-inflammatory response dominated by tissue-resident microglia and monocyte derived macrophages (MDMs). Since activated microglia and MDMs are morphologically identical and express similar phenotypic markers in vivo, identifying injury responses specifically coordinated by microglia has historically been challenging. Here, we pharmacologically depleted microglia and use anatomical, histopathological, tract tracing, bulk and single cell RNA sequencing to reveal the cellular and molecular responses to SCI controlled by microglia. We show that microglia are vital for SCI recovery and coordinate injury responses in CNS-resident glia and infiltrating leukocytes. Depleting microglia exacerbates tissue damage and worsens functional recovery. Conversely, restoring select microglia-dependent signaling axes, identified through sequencing data, in microglia depleted mice prevents secondary damage and promotes recovery. Additional bioinformatics analyses reveal that optimal repair after SCI might be achieved by co-opting key ligand-receptor interactions between microglia, astrocytes and MDMs.

## Abstract (web summary)

Here the authors show, using microglia-specific depletion techniques and single cell transcriptomics, that optimal repair after murine spinal cord injury (SCI) requires microglia.

## Introduction

Microglia are central nervous system (CNS)-resident macrophages and comprise ~10% of all CNS cells^1–3^. Microglia help maintains CNS homeostasis via constant interaction with both neuronal and nonneuronal cells^4,5^. In clinical and experimental CNS lesions, including spinal cord injury (SCI)^6–9^, microglia together with monocyte-derived macrophages (MDMs), are the predominant cell types initiating neuroinflammatory reactions and both cell types can repair damaged CNS tissue or cause bystander (secondary) injury to neurons, glia and endothelia^10–14^. Since microglia and MDMs adopt similar morphologies and share phenotypic markers in the pathological CNS, it has been difficult to ascribe distinct roles for either cell type in vivo. However, with the advent of new research tools including microglia-specific depletion techniques and advanced sequencing technologies, it is now possible to study how microglia control diverse cellular and molecular responses after SCI. Here, we apply these tools in three different SCI models and show that optimal repair after SCI and likely other forms of neurological disease, require microglia.

## Results

### Microglia are required to achieve optimal recovery of function and restore lesion homeostasis after SCI

To assess the effects of microglia on functional recovery after SCI, microglia were depleted by feeding mice chow laced with a CSF1R antagonist (PLX5622) beginning two weeks before receiving a 75 kdyne T9 contusion SCI, with feeding continuing until 35 days post-injury (dpi) (Fig. 1a). Quality control studies show that two weeks of continuous feeding is sufficient to deplete 99% of spinal cord microglia (Sup. Fig. 1a–h), and >95% depletion was still achieved by 35 dpi (Sup. Fig. 2)^15^. PLX5622 does not cause locomotor deficits in uninjured mice (Sup. Fig. 1i–o), nor does the drug deplete circulating myeloid-lineage cells or their ability to respond to inflammatory challenges (e.g., LPS) (Sup. Fig. 1 p–z’). These observations confirm published data^16–18^.

**Fig. 1:**
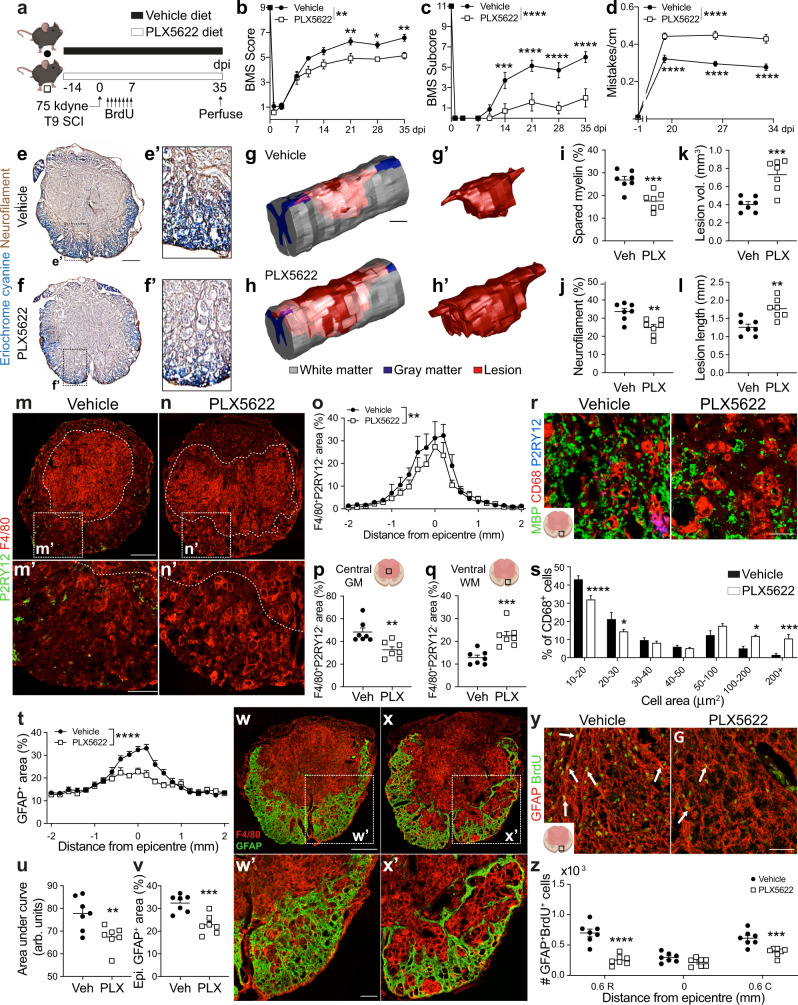
Microglia depletion worsens motor recovery and increases tissue pathology after 75 kdyne T9 contusion SCI. **a** Experimental timeline. **b**–**d** BMS scores (**b**), BMS subscores (**c**) and horizontal ladder (**d**) data. **e**, **f** Eriochrome cyanine (**e**) and neurofilament staining (**f**). Scale bar = 200 μm. **g**, **h** Three-dimensional reconstructions of the lesions. Scale bar = 200 μm. **i**–**l** Myelin sparing (**i**), axon sparing (**j**), lesion volume (**k**) and lesion length (**l**) quantification. **m, n** Representative lesion epicenters showing microglia (P2RY12^+^ cells) and MDMs (P2RY12^-^F4/80^+^ cells). Scale bar = 250 μm. **o**–**q** Microglia depletion reduces overall MDMs (**o**) but enables MDMs to migrate beyond the central GM (**p**) into spared tissue (**q**). **r** Representative epicenter ventromedial white matter phagocytic MDMs (CD68^+^P2RY12^-^ cells). Scale bar = 25 μm. **s** Microglia depletion increases the size of phagocytically active MDMs. **t**–**v** GFAP labeling along the spinal axis (**t, u**) and lesion epicenter (**v**). **w, x** Representative astroglial borders at the lesion epicenter Scale bar = 200 μm. **y** Representative ventromedial white matter showing proliferating astrocytes (arrows). Scale bar = 38 μm**. z** Astrocyte proliferation quantification. R, rostral, C, caudal. **b**–**d** Two-way repeated measures ANOVA with Bonferroni post hoc; **b** Group x Time effect: *p* = 0.0013, post hoc group effect: 21d: *p* = 0.008, 28d: *p* = 0.043, 35d: *p* = 0.0044; **c** Group x time effect *p* < 0.0001, post hoc group effect: 21d, 28d, 35: *p* < 0.0001; **d** Group x time effect *p* < 0.0001, post hoc group effect: 20d, 27d, 34d: *p* < 0.0001. **i**–**l**, **p**, **q**, **u**, **v** Student’s two-sided *t* tests; **i**, *p* = 0.001, **j**, *p* = 0.004, **k**, *p* = 0.0006, **l**, *p* = 0.002, **p**, *p* = 0.0045, **q**, *p* = 0.0009, **u**, *p* = 0.0095 **v**, *p* = 0.0007; **o**, **s**, **t**, **z** Two-Way ANOVA with Bonferroni post hoc, mean and SEM, *n* = 7 mice/group; **o** SS = 399.6, df = 13, F = 6.963, *p* = 0.0088; s: 10–20 μm, *p* < 0.0001; 20–30 μm, *p* = 0.025; 100–200 μm, *p* = 0.046; >200 μm, *p* = 0.0013; **t** SS = 459.4, df = 13, F = 38.21, *p* < 0.0001; **z** 0.6 mm rostral, *p* < 0.0001; 0.6 mm caudal, *p* = 0.0007; *p < 0.05; **p < 0.01, ***p < 0.001; ****p < 0.0001. Source data are provided as a Source Data file.

All mice, even those without microglia, display normal overground locomotion before SCI, but at 1 dpi, develop near-complete paralysis (Fig. 1b, c). In SCI mice-fed vehicle, locomotor recovery improved gradually but plateaued after 3 weeks (Fig. 1b–d). While mice fed PLX5622 diet recovered similarly to mice fed vehicle diet for 7 dpi, after that they performed worse than controls, with only 2/7 mice (29%) achieving consistent plantar stepping by 35 dpi compared to 100% of controls (Fig. 1b). These exacerbated locomotor deficits were accompanied by severe deficits in trunk stability and tail position from 14–35 dpi (Fig. 1c). Non-subjective behavioral analysis using the horizontal ladder test confirmed the essential role played by microglia in regulating spontaneous recovery of function after SCI. Microglia depletion did not affect baseline performance on this task, but, without microglia, the number of mistakes (i.e., missed ladder rungs) increased at 20, 27, and 34 dpi (*p* < 0.0001 vs. vehicle) (Fig. 1d). Impaired functional recovery was associated with exacerbated myelin and axon pathology (Fig. 1e–l).

Since microglia help maintain tissue homeostasis and coordinate local immune responses, we predicted that depleting microglia would affect the recruitment of monocyte-derived macrophages (MDMs), the predominant infiltrating leukocyte subpopulation after SCI. Consistent with published data^8,19^, reactive macrophages (mostly F4/80^+^P2ry12^−^ MDMs) were restricted to the lesion core in SCI mice fed vehicle (Fig. 1m). Conversely, in SCI mice without microglia, large, ectopic MDM clusters migrated into spared white matter (Fig. 1n–q). MDMs in these clusters were larger and reminiscent of the ‘foamy’ macrophages that have been linked to neurotoxicity and myelin pathology^20,21^ (Fig. 1r, s). Without microglia, the contiguous border of hypertrophied glia (“glial scar”) that normally separates the lesion core from spared white matter, was attenuated (Fig. 1t–x). Since the glial scar is achieved partly through proliferation of astrocytes^22^ and NG2 glia^23^, we quantified the number of proliferating (BrdU^+^GFAP^+^) astrocytes and NG2^+^BrdU^+^ cells in the injured spinal cord. Without microglia, astrocyte (Fig. 1y, z) and NG2 cell proliferation decreased (Sup. Fig. 3). The roles that microglia play in promoting optimal recovery of function and restoring tissue homeostasis through regulation of glial scarring, intraspinal inflammation and limiting axonal dieback, also were evident in more severe models of SCI, including complete forceps crush injuries at the T9 or L1 spinal levels (Sup. Fig. 4). Having replicated the microglia depletion phenotype in these models, we next performed gene sequencing in mice with a 75 kdyne T9 contusion SCI.

### Microglia coordinate the earliest phases of tissue repair after SCI by regulating the injured spinal cord transcriptome

To gain insight into how microglia influence tissue homeostasis after SCI, sham SCI spinal cords from mice-fed vehicle or PLX5622 were analyzed using bulk RNA sequencing. Since microglia are exquisitely sensitive to changes in tissue homeostasis^24^, we predicted that microglia-dependent effects on the injured spinal cord transcriptome would be evident by 7 dpi.

At 7 dpi, the main effect of SCI was to increase gene expression (Fig. 2a). Conversely, the main effect of microglia depletion was to decrease gene expression in injured spinal cord (Fig. 2b). The reduction in gene expression after microglia depletion cannot be explained by a loss of microglia intrinsic genes. Indeed, microglia-specific genes account for only 37.7% (320/849) of reduced genes in both sham and SCI groups (Fig. 2b–d). In contrast, 422 unique genes (~50% of all genes reduced by PLX) were reduced only in the SCI group; these are *microglia-dependent* genes (Fig. 2d).

**Fig. 2:**
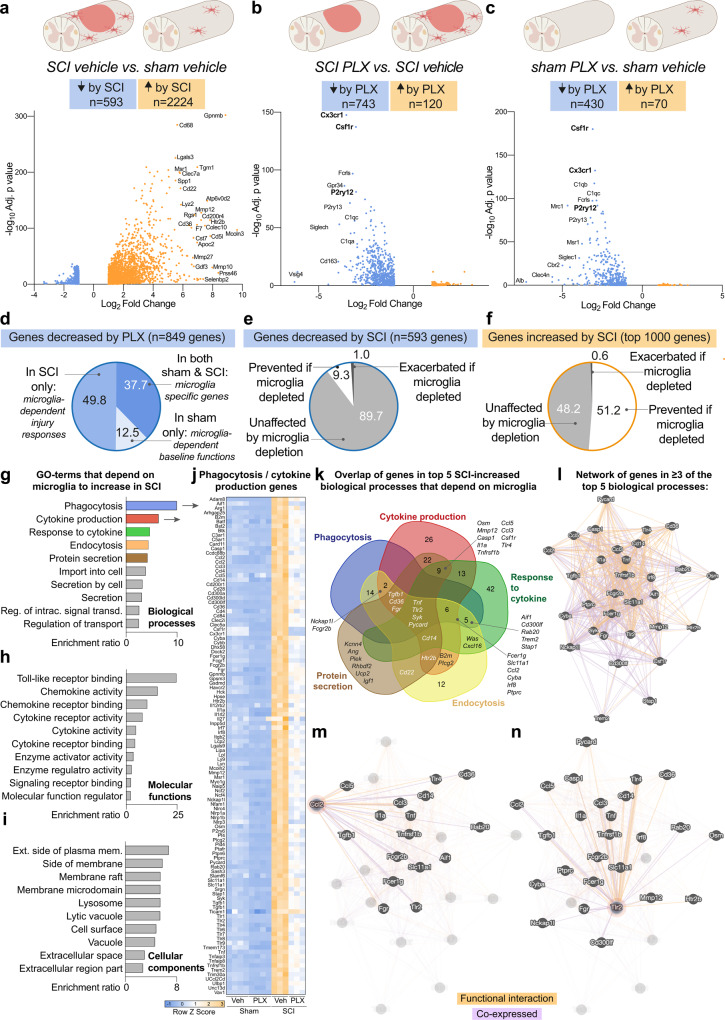
RNA sequencing shows microglia control immune responses to SCI. **a**–**c** Volcano plots showing SCI-dependent genes (**a**), microglia-dependent genes in SCI (**b**), and microglia-dependent genes at baseline (**c**). Selected genes that changed the most are labeled. The main effect of SCI was increased gene expression, and the main effect of microglia depletion was decreased gene expression. **a**–**c** Data generated from analysis performed In DeSeq2 (Wold test) and Gene Network Analyst. **d** Pie chart showing more genes were decreased by microglia depletion in the SCI condition than the sham condition. **e**, **f** Analysis of SCI-dependent genes shows microglia depletion only had a modest effect on SCI-decreased genes (**e**), but prevented an increase in most of the top (51.2%) SCI-increased genes (**f**). **g**–**i** The 512 genes increased by SCI that failed to increase when microglia were depleted were entered into pathway analysis for biological processes (**g**), molecular functions (**h**) and cellular components (**i**). **j** Heatmap showing specific genes involved in the biological processes ‘Phagocytosis’ and/or ‘Cytokine production’ (scale = Z scores of FPKM values). **k** Venn diagram showing overlap between genes in the top 5 biological process. **l** Network analysis showing co-expression (purple) and predicted functional interactions (orange) between genes that overlapped in ≥3 of the top 5 biological processes (*n* = 31). **m**, **n** Interactions between the Ccl2 edge node (**m**) and Tlr2 center node (**n**) with other genes in the network. *N* = 3-4 mice per group. Source data are provided as a Source Data file. See also Supplemental Tables 1–3.

Next, we determined the nature of the post-SCI transcriptional changes that are controlled by microglia. Although the main effect of SCI was to increase gene expression, 593 genes were downregulated after SCI, and most (538/593 or 89.7%) were unaffected by microglia depletion (Fig. 2e). In contrast, without microglia, 51.2% of genes that were normally increased after SCI (512 of the top 1000) were no longer increased (Fig. 2f). These microglia-dependent genes encode proteins required for: lipid transport/processing, cell cycle, complement, cytokines, pattern recognition receptors, interferons, interleukins, and other factors related to injury responses, proliferation, and tissue remodeling (Supplemental Table 1).

Next, using the GEne SeT AnaLysis Toolkit (WebGestalt)^25^, we determined that microglia-dependent genes control the following major biological processes after SCI: phagocytosis, cytokine production, response to cytokines, endocytosis and protein secretion (Fig. 2g, j). The main microglia-dependent molecular functions increased by SCI were toll-like receptor binding, chemokine activity, chemokine receptor binding, cytokine receptor activity, and cytokine activity (Fig. 2h). In line with this, the main cellular components affected by SCI and microglia depletion were membrane domains and structures involved in endocytosis (e.g., exterior side of plasma membrane, lysosome, vacuole) (Fig. 2i). Additional analysis using the Reactome pathway database^26^ confirmed that after SCI, microglia are important for activating signal transduction, immune responses, metabolism, metabolism of proteins, hemostasis and cell cycle (Supplemental Table 2). Gross and histopathological observation of spinal cords with and without microglia at 7, 14 and 21 dpi confirmed the predictions made from bulk RNAseq data, i.e., that microglial coordinate the cellular and molecular processes needed to achieve optimal hemostasis, preservation of myelin and axons, phagocytosis of myelin debris, controlled spatiotemporal recruitment of MDMs, and glial border formation (Sup. Fig. 5).

To understand if these microglia-dependent effects are encoded by a consistent genetic “signature”, a Venn diagram was created to visualize genes in the top 5 biological processes that were both increased after SCI and were also microglia-dependent (Fig. 2k). Although most genes (*n* = 140/171) were involved in only 1 or 2 processes, 31 genes were involved in ≥3 biological processes: 17 genes were involved in 3 processes; 10 genes were involved in 4 processes; and 4 genes (*Tnf*, *Tlr2*, *Syk*, and *Pycard*) were involved in all of the top 5 biological processes (Fig. 2k, Supplemental Table 3). Gene network analysis, with linkages of co-expression and predicted functional interactions, was performed to understand how these 31 genes were interrelated (Fig. 2l). Every gene connected to at least 8 others by co-expression and/or functional interaction, indicating that this gene network is a “core” transcriptional signature of microglia-dependent functions after SCI. Indeed, using GeneMANIA (https://genemania.org) to explore gene interactions, we found that a key SCI-dependent and microglia-dependent node positioned at the edge of the network was *Ccl2* (Fig. 2m), and a key node positioned at the center of the network was *Tlr2* (Fig. 2n).

### Restoring microglia-dependent signaling networks in microglia-depleted spinal cord promotes tissue healing and neurological recovery

If the “core” transcriptional signature of microglia-dependent functions identified above is required to achieve homeostatic neuroinflammation, gliosis, and vascular repair after SCI, then it should be possible to restore tissue homeostasis to the injured spinal cord and improve recovery of function in microglia-depleted mice by introducing into the injury site, key microglia-dependent signaling molecules. Notably, *Tlr2* and *Ccl2* were notably deficient in the injured spinal cord of microglia-depleted mice (Fig. 2k–n). Since CCL2 controls intraspinal MDM recruitment^27^, and TLR2 agonists confer neuroprotection after SCI^28–30^, we posited that injecting a combination of recombinant CCL2 (rCCl2) and PAM3CSK4, a TLR2 agonist (TLR2 ag) into the injury site would reverse the microglia depletion phenotype.

Mice were fed vehicle or PLX5622 starting two weeks before SCI, and then at 2 dpi, coinciding with the normal peak of endogenous CCL2 production^31^ and *Tlr2* expression^28,32^, vehicle or rCCL2 and TLR2 ag were injected into the injury site in an effort to recruit and then reprogram infiltrating MDM phenotypes. In these same mice, at 3 dpi, preceding peak MDM recruitment after experimental SCI^8^, TLR2 ag was injected (i.p.). Pilot studies revealed this to be the optimal paradigm for enhancing MDM recruitment and lipid phagocytosis in animals without microglia (Sup. Fig. 6). When this paradigm was applied in an independent replicate experiment with survival extended to 35 dpi (Fig. 3a), rCCL2 + TLR2 ag injections prevented the exacerbated pathology and functional impairment caused by microglia depletion (Fig. 3b–v). However, in SCI mice with microglia, the same treatment impaired neurological recovery (Fig. 3b–d) and exacerbated lesion pathology (Fig. 3e–z). When sections from each group were stained for GFAP and Oil Red O, it was evident that re-introduction of microglia-dependent signals, i.e., rCCL2 + TLR2 ag, restored lipid binding, phagocytosis, glial scarring, MDM corralling, i.e., cellular functions that were otherwise impaired in microglia-depleted injured spinal cords (Fig. 3w–z). Collectively, these data indicate that post-injury induction of CCL2 and TLR2 signaling, a “core” transcriptional signature of microglia-dependent functions revealed by bulk RNAseq, is needed to effectively coordinate the restorative/reparative effects of neuroinflammation and reactive astrogliosis after SCI. However, interfering with or amplifying this microglia-dependent signaling network worsens injury outcomes.

**Fig. 3:**
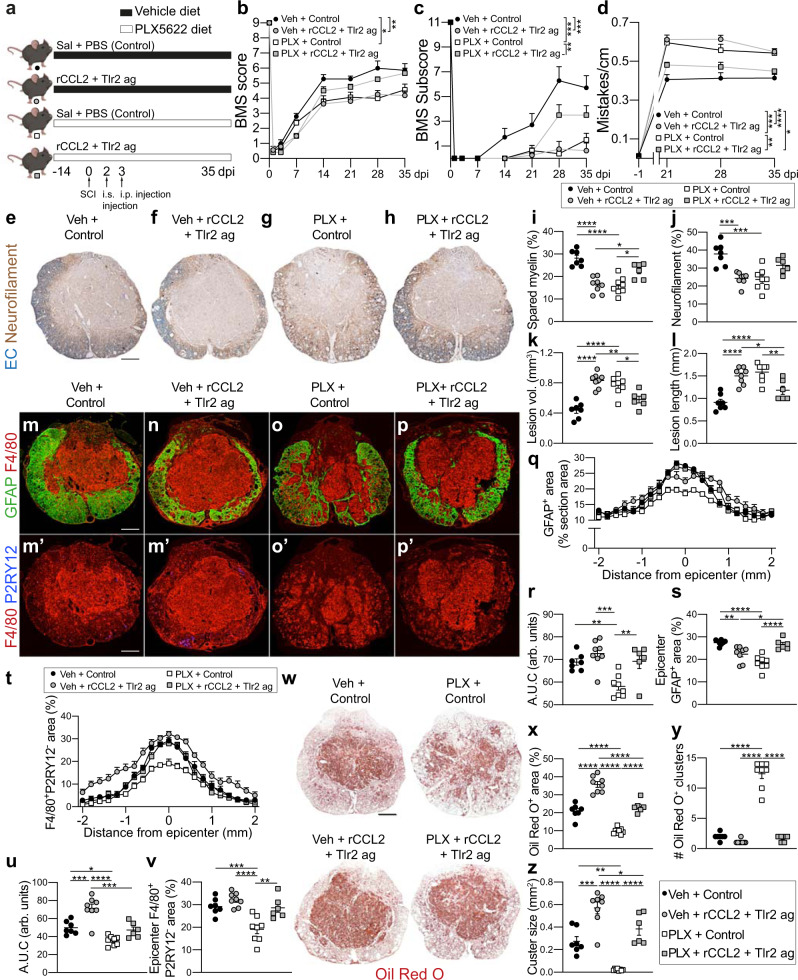
Treatment with rCCL2 and Tlr2 ag rescues the microglia depletion phenotype. **a** Experimental groups and timeline. Mice were continuously fed vehicle or PLX5622 (PLX) and microinjected intraspinally (i.s.) with rCCL2 (or saline) and a Tlr2 agonist (PAM2CSK4, Tlr2 ag) (or saline) at 2 dpi and i.p. with Tlr2 ag (or PBS) at 3 dpi. Behavior was monitored until the end point for tissue collection at 35 dpi. **b**–**d** Microglia depletion worsened SCI recovery based on BMS scores (**b**), subscores (**c**) and horizontal ladder (**d**); rCCl2 and Tlr2 ag improved motor recovery in mice with microglia depletion but worsened outcomes in mice with microglia. **e**–**l** Reprograming the MDM phenotype improved tissue sparing in microglia-depleted mice but worsened pathology in control mice. Scale bar, **e**–**h** = 200 μm. **m**–**s** Glial scarring (**m**–**p, q**–**s**) and MDM pathology (**m**–**p, r**–**v**) in microglia-depleted mice was rescued by rCCL2 and TLR2 ag. Scale bar, **m**–**p** = 220 μm. **w**–**z** Lipid phagocytosis as measured by Oil Red O showed rCCL2 and TLR2 ag improved lipid phagocytosis in microglia depleted mice. Scale bar (**w**) = 200 μm. **B**–**D**: Two-Way repeated measures ANOVA with Bonferroni post hoc; **i**–**l, r, s, u, v, x**–**z**: One-way ANOVA with Bonferroni post-hoc tests; **q, t** Left is rostral; Two-Way ANOVA with Bonferroni post-hoc tests; **q** SS = 1135, df = 28, F = 40.19, *p* < 0.0001; **T** SS = 6674, df=28, F = 143.7, *p* < 0.0001; **b-d, i-l, q, r-v, x-z**: *n* = 6–8 mice per group (*n* = 7 Veh + control, *n* = 8 Veh + rCCL2 + Tlr2 ag; *n* = 8 PLX + Control, *n* = 6 PLX + rCCL2 + Tlr2 ag); mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. A.U.C, Area under the curve. Source data are provided as a Source Data file.

### Single cell RNA sequencing (scRNA-seq) reveals time-dependent and cell-specific changes in the injured spinal cord transcriptome

To better understand how microglia coordinate interactions between various cell types to achieve optimal post-injury tissue homeostasis and recovery of function^33,34^, single-cell RNA sequencing (scRNA-seq) was used. RNA was prepared and barcoded from 21,016 single cells (16,003 genes) isolated from spinal cords pooled from sham, 7 dpi, or 28 dpi mice fed vehicle or PLX5622 (Fig. 4a). 

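The cells came from 6 libraries, of sham, 7 dpi and 28 dpi cords under each diet. Each library pooled the cords of 3 to 4 mice. The labels of both sham libraries give 7 and 28 days and no single day. The sham library of a diet is thus the 1 reference for both times. Mice were fed vehicle chow or chow with PLX5622 from 14 days before surgery. This drug inhibits the *Csf1* receptor and so removes microglia. The paper gives its dose as 1200 mg/kg, and the labels of the libraries give 1200 ppm. The paper's methods also state a lower ppm value. Injured mice received a 75 kdyne contusion, and 1 cm of cord was dissociated per mouse. The authors aligned the reads with Cell Ranger and counted unique molecular identifiers (UMIs), so that a count stands for 1 captured transcript. All values given here start from the authors' UMI counts per gene and cell, with the authors' cell filter and clusters. The sham, 7 dpi and 28 dpi vehicle libraries held 1795, 7439 and 9846 cells with a median of 3176, 3983 and 2268 UMIs per cell. Those of PLX5622-fed mice held 492, 504 and 940 cells with a median of 3448, 5127 and 2641 UMIs. Since each condition is 1 pool, and cells of a pool are not separate animals, no test between conditions was made and no gene is counted as changed. The UMIs of a gene were summed over the cells of a type in a library and divided by the total of that type in that library, and the result, brought to the same total everywhere, is given in CPM. A log2 ratio compares the CPM of 2 libraries. Ranges in parentheses are 95% intervals, exact Poisson for CPM and exact binomial for ratios and shares of cells. They cover counting error only, not the variation between mice or libraries.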

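Each cell carried 1 of 14 cluster numbers without a name, and the numbers were named here from 82 markers of the expected cell types, with 1 gene, *Dcn*, counted for 2 of them. Of these, 79 were detected and 71 had their highest CPM in the cluster that was given their name. The largest cluster held 7018 of the 21016 cells and the smallest held 134. The T cell cluster held 764 cells (3.64%) and the erythroid cluster 262 (1.25%).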

Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP)^35^ clustering and annotation revealed 14 cell types that have transcriptional profiles consistent with: microglia (33.4%), MDMs (32.3%), endothelial cells (5.1%), monocytes (5.1%), astrocytes (4.6%), T cells (3.7%), ependymal cells (3.4%), B cells (3.1%), intermediate progenitors (2.9%), neutrophils (2.5%), erythroid cells (1.3%), oligodendrocyte lineage (1.2%), pericytes (0.8%), and leptomeningeal cells (0.6%) (Fig. 4b). Cell types were confirmed by identifying the most significant differentially expressed genes (DEGs) for each cluster (Fig. 4c, Sup. Fig. 7) then cross-referencing DEG profiles with independent libraries^36,37^. 

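All detected markers were highest in their own cluster for endothelial cells, astrocytes, ependymal cells, oligodendrocyte lineage cells and pericytes (6 of 6 each). The same held for T cells and erythroid cells (5 of 5 each) and for neutrophils (4 of 4). The tally was 6 of 7 for monocytes, 5 of 6 for microglia and for MDMs, 4 of 5 for B cells and for intermediate progenitors, and 3 of 6 for leptomeningeal cells, where *Dcn*, also counted for pericytes, was 1 of the 3 others. *P2ry12* reached 691 CPM in the microglia cluster, and the next cluster was the erythroid one with 148 CPM. *Gpnmb* reached 5809 CPM in the MDM cluster and 1982 CPM in the erythroid one. The clusters were defined by expression in these same cells, so markers are high in them by construction.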

Microglia and MDM clusters were over-represented in our integrated library, likely a result of capture-bias and/or high tolerance of these cells to the dissociation process^38^. 

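Microglia and MDMs together made up 47.9% (45.5 to 50.2%) of the cells of sham vehicle cords, 69.6% (68.5 to 70.6%) at 7 dpi and 74.0% (73.1 to 74.9%) at 28 dpi. In PLX5622-fed mice the same sum was 7.72%, 31.9% and 30.5%. Oligodendrocyte lineage cells were 255 of all 21016 cells (1.21%).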

Monocle 3 was used to further assess microglia and MDM cluster robustness across pseudotime. When pseudotime information was extracted and reduced to one dimension, we found extensive separation between microglia and MDM peaks, with ~80% of cells uniquely identified as microglia and ~73% of cells uniquely identified as MDMs. Thus, only ~20% of microglia and ~27% of MDMs could be considered ambiguously clustered “CNS macrophages” located in the interface between microglia and MDMs.

**Fig. 4:**
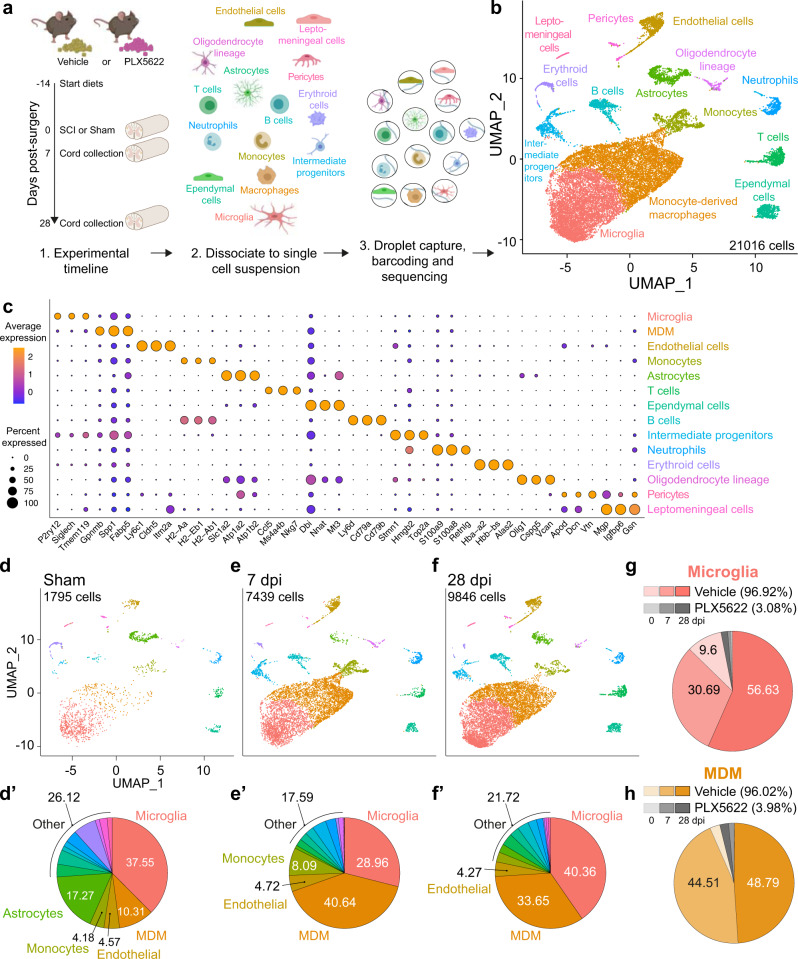
Single-cell RNA sequencing of the mouse spinal cord reveals changes in cell composition after SCI and microglia depletion. **a** Mice received either vehicle or PLX5622, starting 2 weeks before surgery, until 7 or 28 days post-surgery. At the end point, single-cell RNA sequencing was performed on fresh (un-perfused) mouse spinal cords by dissecting a 1 cm piece of fresh tissue (T4–T13), including the meninges, centered on the laminectomy site. This method optimizes cell viability, allows comparison of leukocyte profiles present in both sham and SCI conditions, and enriches for resident glia and peripheral immune cells. **b** UMAP plot showing fourteen major cell types pooled from all groups. Each dot represents a single cell. **c**: Dot Plot showing the top 3 DEGs in each cluster based on adjusted p values. The dot color indicates the average scaled RNA expression of that gene in the cell type, and the dot size represents the percentage of cells in the cluster that express that gene. **d**–**f** UMAP plots of vehicle-fed mice split by time point. **d’**–**f’** The percentage of cell types in **d**–**f**. **g**, **h** Pie chart showing that most of the microglia (**g**) and MDMs (**h**) were derived from samples in the vehicle group. Data for each condition were pooled from *n* = 3–4 mice. Source data are provided as a Source Data file. See also Sup. Fig. 7.

In vehicle and PLX5622 groups, SCI clearly affected the composition of spinal cord cells, including those in blood vessels and meninges (Fig. 4d–f). 

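In the PLX5622 libraries, astrocytes were 41.5% of the cells in sham cords, 7.74% at 7 dpi and 11.4% at 28 dpi. MDMs were 1.83%, 19.8% and 17.1% at the same stages, and microglia 5.89%, 12.1% and 13.4%. T cells made up 16.1% at 28 dpi. The share of endothelial cells was 4.57%, 4.72% and 4.27% in the vehicle libraries and 15.4%, 16.1% and 6.91% under PLX5622. The cluster named pericytes, with *Lum*, *Dcn* and *Col3a1* among its 10 genes of highest fold and without *Rgs5* among them, went from 2.28% (1.64 to 3.09%) of vehicle cells in sham cords to 0.269% and 0.670%, and leptomeningeal cells from 1.50% (0.994 to 2.18%) to 0.121% and 0.650%. Shares of 1 library add up to a fixed total, so a type can fall in share because another rose. Without microglia in the total, the MDM share under PLX5622 at 28 dpi was 19.8%, and among cells with at least 500 genes the astrocyte share there was 8.99%.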

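The sham vehicle library held 674 microglia, 37.5% (35.3 to 39.8%) of its cells, and 310 astrocytes, 17.3% (15.5 to 19.1%). Both types together reached 54.8% (52.5 to 57.1%). It also held 185 MDMs, 120 erythroid cells (6.69%), 82 endothelial cells, 76 ependymal cells, 75 monocytes, 67 T cells, 64 neutrophils and 23 B cells. With microglia left out of the total, astrocytes would be 27.7%.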

At baseline, >50% of cells were resident glia (37.55% microglia; 17.27% astrocytes), with fewer numbers of endothelial cells and vessel-associated leukocytes and MDMs (Fig. 4d, d**’**). However, after SCI, as MDMs infiltrate the injured tissue (MDMs, sham = 10.31%, 7 dpi = 40.64%, 28 dpi = 33.65%), the proportion of resident glia decreased (Fig. 4d’–f’). 

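MDMs were 3023 of 7439 cells at 7 dpi, 40.6% (39.5 to 41.8%), and 3313 of 9846 at 28 dpi, 33.6% (32.7 to 34.6%), against 10.3% (8.94 to 11.8%) in sham cords. The sum of microglia and astrocytes was 29.9% (28.8 to 30.9%) at 7 dpi and 42.8% (41.9 to 43.8%) at 28 dpi. Within that sum, microglia were 29.0% (27.9 to 30.0%) at 7 dpi and 40.4% (39.4 to 41.3%) at 28 dpi, and astrocytes 0.928% and 2.49%. Among cells other than microglia, MDMs rose from 16.5% to 57.2% and 56.4%.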

Overall, due to microglia depletion (Fig. 4g) and a decrease in MDM recruitment (Fig. 4h**;** Sup. Fig. 5g–j), fewer cells were isolated from spinal cords of mice fed PLX5622 compared to vehicle (PLX5622 = 1,936 vs. vehicle = 19,080).

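Of all cells, 9.21% came from PLX5622 libraries. The same share was 3.08% (2.69 to 3.51%, 216 of 7018 cells) among microglia and 3.98% (3.52 to 4.47%, 270 of 6791) among MDMs. It was 35.9% among astrocytes, 25.5% among T cells and 20.7% among endothelial cells. The paper states that microglia depletion and lower recruitment of MDMs left fewer cells to isolate, and for MDM recruitment it also cites Sup. Fig. 5. Lower numbers under PLX5622 were not confined to microglia and MDMs. There were 222 endothelial cells against 853 under vehicle, 183 ependymal cells against 524 and 55 neutrophils against 476. The number of cells in a library also depends on how many were loaded, which these counts cannot separate.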

### Functional heterogeneity of microglia in injured spinal cord revealed by scRNA-seq

Data in Fig. 1 and Sup. Fig. 5 indicates that after SCI, microglia become activated and coordinate intercellular communication to promote tissue repair. To determine how SCI affects the functional potential of microglia, we computationally selected the microglia cluster from SCI mice to reveal microglia-specific gene expression changes before and after SCI (Fig. 5a). Eleven major microglia subsets were identified (Fig. 5b, c, Sup. Fig. 8): (1) ‘Homeostatic 1’ and (2) ‘Homeostatic 2’ expressed high levels of *P2ry12* and *Csf1r;* (3) ‘Proliferating’ expressed ribosomal genes (e.g., Fau, Rps); (4) ‘Non-lipid phagocytosing’, high *Lgals1*;^39^ (5) ‘Lipid processing 1’, high *Lpl*; (6) ‘Patrolling’, high homeostatic-like markers (e.g., *Selplg*); (7) ‘Lipid processing 2’, high Ctsd; (8) ‘Antigen processing’, high Lyz2; (9) ‘Iron processing’, high Fth1; (10) ‘Interferon production’, high Ifit3; and (11) ‘Antigen binding’, high H2-Aa1.

**Fig. 5:**
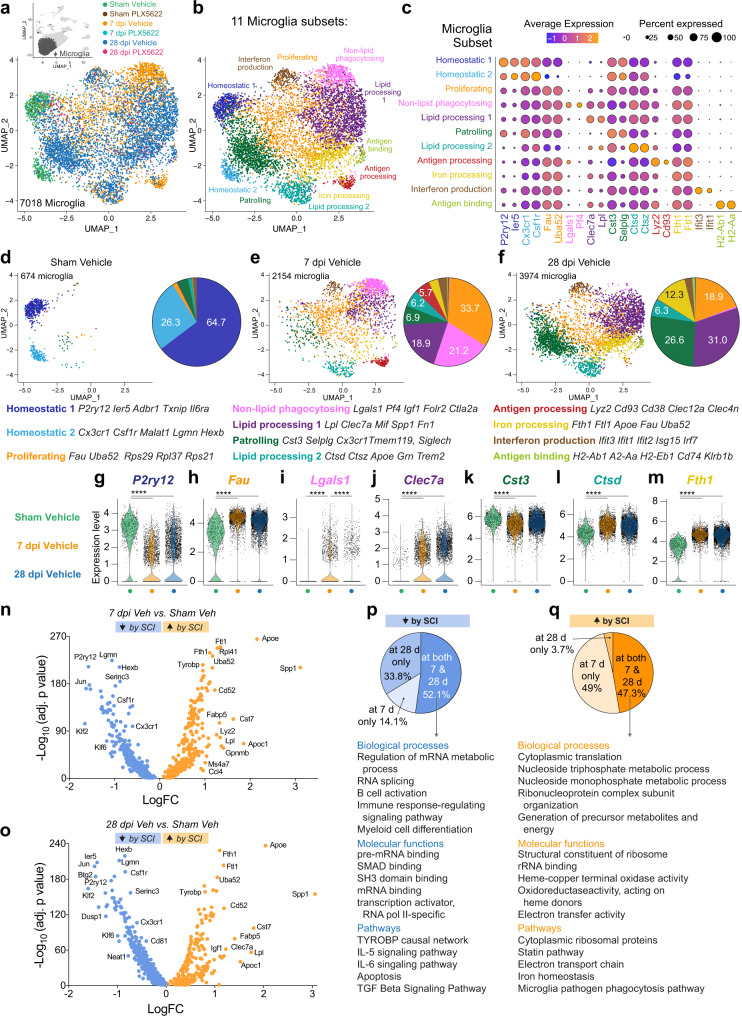
Microglia adopt diverse, the time-dependent transcriptional phenotype in response to SCI. **a** Microglia were computationally isolated for analysis between experimental conditions. **b**, **c** Microglia is subdivided into 11 subsets based on dominant gene expression. **d**–**f** UMAP plots showing the microglia subsets split by time post-SCI. Numbers in pie charts show major subsets as a percent of total microglia in each group. **g**–**m** Violin plots showing gene-level changes within individual microglia. Wilcox rank-sum tests, ****p < 0.0001. **n**, **o** Volcano plots showing increased genes (orange) and decreased genes (blue) in microglia following SCI at 7 dpi (**n**) or 28 dpi (**o**). **n**–**o** Wilcox rank-sum tests. Selected genes are labeled. **p** Most of the microglia genes decreased at 7 dpi remained decreased at 28 dpi; WebGestalt gene ontology and pathway analysis showed these genes control immune regulation and myeloid cell differentiation. **q** Less than half of the microglia genes increased at 7 dpi were also increased at 28 dpi; WebGestalt gene ontology and pathway analysis showed consistently increased genes control cell metabolism, translation, and response to heme, oxidants, and phagocytosis. Genes exclusively increased in microglia at 7 dpi control aspects of chemotaxis and cell metabolism. Data for each condition were pooled from *n* = 3-4 mice. Source data are provided as a Source Data file. See also Sup. Fig. 8.

To determine the predominant microglia phenotype before and after SCI, we quantified the proportion of each microglia subset in vehicle samples at baseline and also at 7 and 28 dpi (Fig. 5d–f). At baseline, Homeostatic 1 (64.7%) or Homeostatic 2 (26.3%) microglia predominate (Fig. 5d). However, by 7 dpi, homeostatic microglia are replaced by Proliferating (33.7%), Non-lipid phagocytosing (21.2%) and Lipid processing 1 microglia (18.9%) (Fig. 5e). 

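Subset names of single cells were not used here, so the gene given for each subset is reported over the whole microglia cluster. It held 674 sham, 2154 7 dpi and 3974 28 dpi cells of vehicle-fed mice, with a median of 3178, 2902 and 1686 UMIs. At 7 dpi, the log2 ratio over sham of the homeostatic gene *P2ry12* was -2.78 (-2.85 to -2.71). *Fau*, given for Proliferating microglia, rose by 1.03 (0.99 to 1.06), and *Lpl*, given for Lipid processing 1, by 3.37 (3.09 to 3.65). *Lgals1*, given for Non-lipid phagocytosing, had 3 UMIs in sham microglia and 1125 at 7 dpi, a log2 ratio of 6.86 (5.31 to 9.14). The choice of scaling matters for all genes in this cluster. Over 6623 genes the median log2 ratio was -0.54 at 7 dpi with CPM, and 0.089 with edgeR's TMM or 0.10 with DESeq2's size factors. At 28 dpi it was -0.44 over 7162 genes, and 0.058 or 0.052. DESeq2's factors moved *P2ry12* most, to -2.13.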

By 28 dpi, Non-lipid phagocytosing microglia were replaced by Lipid processing 1 microglia (31%), and also Patrolling (26.6%), Proliferating (18.9) and Iron processing (12.3%) microglia (Fig. 5f). 

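At 28 dpi, the ratio over sham of *Lgals1* was 5.41 (3.85 to 7.69), again against 3 UMIs in sham, and that of *Lpl* 4.04 (3.77 to 4.33). With each cell weighted alike, *Lgals1* was at 3.95. *Selplg*, given for Patrolling microglia, was at -1.14 (-1.20 to -1.08), *Fau* at 0.81 and *Fth1*, given for Iron processing, at 1.52 (1.49 to 1.55). The ratio of *P2ry12* was -2.24 (-2.30 to -2.18).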

Lipid processing 2 microglia also increased from baseline (from 1.5% to >6%) at both 7 and 28 dpi. 

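*Ctsd*, the gene given for Lipid processing 2, had a log2 ratio over sham of 1.28 (1.25 to 1.30) at 7 dpi and 1.22 (1.19 to 1.24) at 28 dpi across all microglia. *Lyz2*, given for Antigen processing, was at 2.94 and 2.89. *H2-Aa* had 3 UMIs in sham microglia, 134 at 7 dpi and 207 at 28 dpi, ratios of 3.79 (2.22 to 6.09) and 4.19 (2.62 to 6.48). *Ifit3*, given for Interferon production, was at -1.02 and -0.97, and at -0.39 and -0.47 with TMM.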

When microglial gene expression was analyzed on a per-cell basis, representative microglia homeostatic genes decreased after SCI (Fig. 5g), whereas proliferating (Fig. 5h), lipid processing (Fig. 5j, l) and iron processing **(**Fig. 5m) genes increased; non-lipid phagocytosing genes increased transiently at 7 dpi (Fig. 5i).

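*P2ry12* went from 2409.8 (2344 to 2477) CPM in sham microglia to 351 (337 to 365) at 7 dpi and 509.7 (494 to 526) at 28 dpi. Summed over Rpl and Rps genes, the log2 ratio over sham was 0.85 at 7 dpi and 0.66 at 28 dpi. *Lgals1* stood at 1.43 (0.295 to 4.18) CPM in sham, 167 (157 to 177) at 7 dpi and 60.8 (55.5 to 66.5) at 28 dpi. Its level thus fell between 7 and 28 dpi and stayed above that of sham, where it rests on 3 UMIs.

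**Figure D1:**
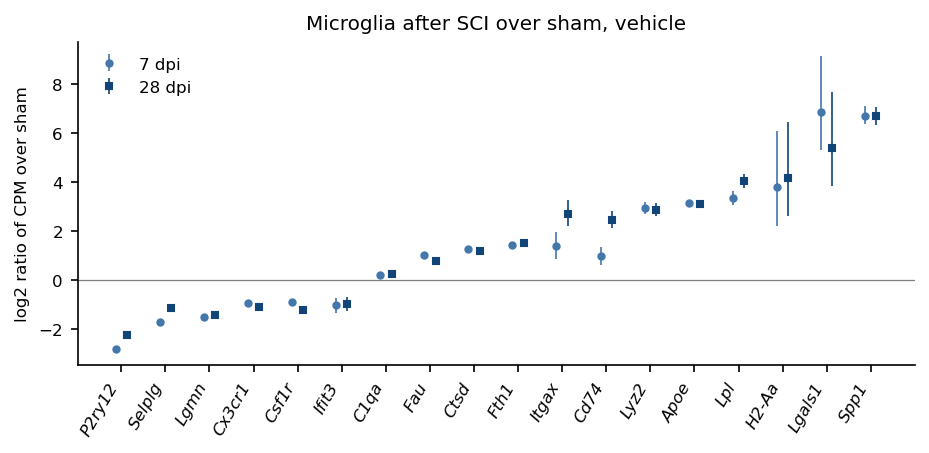
Log2 ratio of CPM over sham in the microglia cluster of vehicle-fed mice for 18 genes, at 7 dpi (circles) and 28 dpi (squares), with 95% intervals for counting error as bars. Each point compares 1 library with the same sham library. P2ry12 lies lowest at both times, and Spp1 and Lgals1 lie highest, Lgals1 with wide bars.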

Over half (52.1%) of microglia genes that were decreased at 7 dpi were also decreased at 28 dpi (Fig. 5n–p). 

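Besides *P2ry12*, the study named *Lgmn*, *Csf1r* and *Cx3cr1* from these same libraries. The log2 ratio over sham of *Lgmn* was -1.49 (-1.53 to -1.45) at 7 dpi and -1.41 (-1.45 to -1.37) at 28 dpi. *Csf1r* was at -0.89 (-0.93 to -0.85) and -1.19 (-1.23 to -1.15), and *Cx3cr1* at -0.90 (-0.93 to -0.87) and -1.07 (-1.11 to -1.04). Scaling moved these genes most at 7 dpi, to -0.85 for *Lgmn*, -0.24 for *Csf1r* and -0.25 for *Cx3cr1* with DESeq2's factors. All 4 genes stayed below 0 at both times under every other choice. Both times share 1 sham library, so an error in it would move both ratios together.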

Consistently decreased genes (e.g., *P2ry12, Hexb, Lgmn, Csf1r, Cx3cr1*) are those that regulate mRNA metabolism, immune signaling, differentiation, and apoptosis (Fig. 5p**)**. When we explored microglia genes that were increased by SCI, 47.3% were increased at both 7 and 28 dpi (Fig. 5n, o, q). 

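*Apoe* had a log2 ratio over sham of 3.15 (3.13 to 3.17) at 7 dpi and 3.12 (3.10 to 3.14) at 28 dpi. *Spp1* was at 6.73 (6.38 to 7.10) and 6.71 (6.36 to 7.08). *Fth1* was lower, at 1.46 at 7 dpi. The median of these 3 genes lay above that of at least 99.9% of random lists at both times. In the astrocyte cluster of the same libraries, *Spp1* had ratios of 6.76 (6.37 to 7.17) and 6.71 (6.33 to 7.12). Its rise was thus not confined to microglia. Apart from leaving out called doublets, MDM transcripts were not tested as a source of its ratio in microglia.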

Consistently increased genes (e.g., *Apoe, Spp1, Fth1*) were those that enhance translation, transcription, cell metabolism, proliferation, response to heme and oxidants, lipid processing (statin) pathways, and pathogen phagocytosis (Fig. 5q). Almost half (49.0%) of the genes increased in microglia were only increased at 7 dpi. These were also related to enhancing metabolic activity and immune function. 

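A list of 17 genes, *C1qa*, *Ly6e*, *Ccl12*, *Rgs1*, *B2m*, *Ccnd1*, *Cacybp*, *Itgax*, *Sf3b6*, *Lasp1*, *Jtb*, *Kcmf1*, *Ccl6*, *Cd74*, *Btf3l4*, *Ube2d3* and *Kdelr2*, had a median log2 ratio over sham of -0.32 (-0.42 to -0.21) at 7 dpi and -0.16 (-0.22 to -0.029) at 28 dpi. With CPM, 5 of 17 were above 0 at 7 dpi and 6 of 17 at 28 dpi. With TMM these were 15 and 17, and with each cell weighted alike 6 and 17. The medians became 0.31 and 0.34 with TMM, so their direction depends on the scaling. *Itgax* went from 1.42 (0.89 to 1.98) at 7 dpi to 2.72 (2.22 to 3.27) at 28 dpi, *Ccl6* from 0.60 to 1.80 and *Cd74* from 0.98 to 2.48. *C1qa* was at 0.21 (0.19 to 0.23) and 0.28 (0.26 to 0.30).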

Few (3.7%) genes were increased only at 28 dpi: *C1qa, Ly6e, Ccl12, Rgs1, B2m, Ccnd1, Cacybp, Itgax, Sf3b6, Lasp1, Jtb, Kcmf1, Ccl6, Cd74, Btf3l4, Ube2d3, and Kdelr2* (Fig. 5q). Together, these data validate the bulk RNA seq data (Fig. 2) and also show that the main response of microglia to SCI is increased transcription of genes that control proliferation, protein translation, metabolic activity, iron and lipid processing, and immune responses.

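Among genes with at least 100 UMIs in both libraries together and 10 in each, the highest log2 ratios over sham at 7 dpi were those of *Spp1*, *Apoc1* (6.72), *Gm1673* (4.87), *Wfdc17* (4.70) and *Fn1* (4.43). Among the lowest were those of *Il7r* (-3.61), *Rnase6* (-3.44), *Il1a* (-3.01) and *Klf2* (-2.98). At 28 dpi the highest belonged to *Spp1*, *Apoc1* (6.23), *Gm1673* (4.96), *Fn1* (4.74) and *Fabp5* (4.58), and the lowest to *Fosb* (-3.32), *Hba-a2* (-3.27), *Klf2* (-3.13), *Socs3* (-3.10) and *Ccr1* (-3.00). *Hba-a2* encodes hemoglobin, and erythroid cells were a larger share of the sham library than of the 28 dpi library. Apart from leaving out called doublets, MDM transcripts were not tested as a source of the highest ratios. From the genes that rose and fell after SCI, the paper concludes that microglia mainly respond by transcribing genes of proliferation, translation, metabolism, iron and lipid processing, and immunity.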

### Microglia control the recruitment and function of MDMs after SCI

Next, to understand how MDMs respond to SCI and also how microglia regulate MDM functions, we computationally selected the MDM cluster (Fig. 6a). Injury and time-dependent differences in MDM gene expression were noted (Fig. 6a), with 10 major MDM subsets identified (Fig. 6b, c, Sup. Fig. 9). These subsets were: (1) ‘Patrolling’ - high *Siglech*; (2) ‘Cholesterol processing’ - high Lpl; (3) ‘Antigen binding’ - high Fcrls; (4) ‘Lipid processing’ - high Ctsd; (5) ‘Cathepsin inhibition’ - high Cst3; (6) ‘Matrix remodeling’ - high Mmp12; (7) ‘Interferon production’ - high Ifi*t3*; (8) MDMs transiently recruited that are high in ‘CNS border associated genes’ (e.g., Ms4a7)^40^, termed ‘Border recruited’ MDMs; (9) ‘Lipid binding’ - high Gpnmb; and (10) ‘Calcium binding’ - high S100a4. Although few MDMs could be collected from uninjured spinal cords, Patrolling (50.3%) and Cholesterol processing (24.3%) MDM subsets predominated at baseline (sham vehicle, Fig. 6d). 

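The sham vehicle library held 185 MDMs with a median of 5769 UMIs, so ratios over sham rest on few cells in this cluster. Over all of them, *Siglech* was at 319 (291 to 350.2) CPM and *Lpl* at 1481 (1419 to 1546) CPM. Weighting each cell alike moved *Siglech* most, to 431 CPM. *Siglech* was also a marker of the microglia cluster here, at 516.6 CPM over all 6 libraries. The sham MDMs held 584 UMIs of another microglia marker, *P2ry12*. Whether the cluster held the same kind of cells in sham and after SCI was not tested. A lower ratio of such genes thus need not be a change within MDMs. As for microglia, subset names of single cells were not used here.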

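In the whole MDM cluster at 7 dpi, the log2 ratio over sham of *Siglech* was -3.89 (-4.08 to -3.70) and that of *Lpl* -1.03 (-1.10 to -0.97). *Gpnmb* was at 1.57 (1.52 to 1.62), *Ms4a7* at 1.94 (1.76 to 2.12) and *S100a4* at 2.96 (2.08 to 4.03). *Fcrls* was at -0.42 (-0.50 to -0.34), and at -0.064 with TMM. Of these, *S100a4* moved most under another choice, to 1.50 with every cell thinned to 1000 UMIs. The median log2 ratio over 8303 genes was -0.25 at 7 dpi, and over 7714 genes -0.25 at 28 dpi. With TMM these medians were 0.10 and 0.075, and with DESeq2's factors 0.099 and 0.071.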

By 7dpi, these subsets were replaced by Lipid binding (34.4%), Antigen binding (22.9%), Border recruited (22.8%) and Calcium-binding MDMs (7%). 

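At 28 dpi, *Lpl* was at a log2 ratio of 0.16 (0.095 to 0.22) over sham and *Mmp12* at 3.02 (2.64 to 3.42). At 7 dpi *Mmp12* had been at -0.31 (-0.71 to 0.10), and at 0.042 with TMM. *Cst3* was at -1.48 (-1.50 to -1.46) at 7 dpi and -0.069 (-0.092 to -0.046) at 28 dpi, where TMM gave 0.25 and DESeq2's factors 0.25. *S100a4* fell to -1.44 (-2.48 to -0.27), and *Ms4a7* was at 0.75. *Fcrls* was at -0.097 (-0.17 to -0.019), and at 0.23 with TMM.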

By 28 dpi, Cholesterol processing MDMs again comprise a major subset (33.7%), and different MDM subsets emerge, including Cathepsin inhibition (27.6%) and Matrix remodeling MDMs (27.2%).

**Fig. 6:**
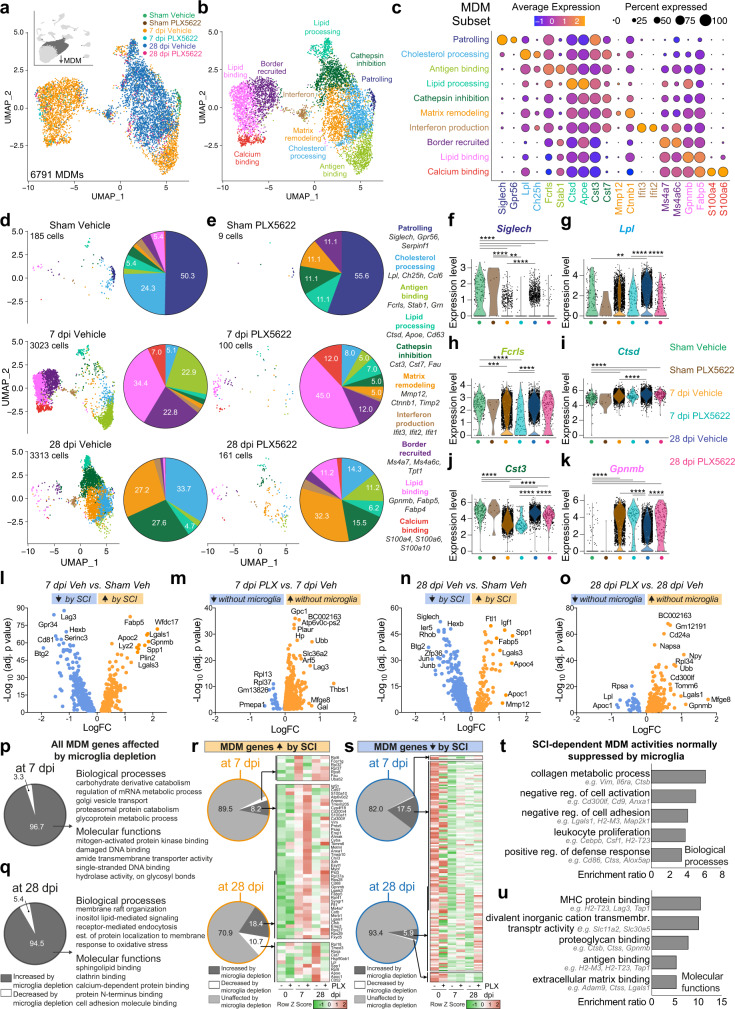
Monocyte-derived macrophages (MDMs) adopt diverse, time-dependent transcriptional phenotype in response to SCI. **a** MDMs were computationally isolated for analysis between experimental conditions. **b**, **c** MDMs subdivided into 10 subsets based on dominant gene expression. **d**, **e** UMAP plots showing MDM subsets split by diet group and time post-SCI. Numbers in pie charts show major subsets as a percent of total MDMs in each group. **f**–**k** Violin plots showing gene-level changes within individual MDMs. Wilcox rank-sum tests, **p < 0.01, ***p < 0.0001, ****p < 0.0001. **l**–**o** Volcano plots showing increased genes (orange) and decreased genes (blue) in following SCI and microglia depletion. Selected genes are labeled. Wilcox rank-sum tests. **p**, **q** Pie charts of data in **m** and **o** showing that microglia depleti**o**n mostly caused an increase in MDM genes. Gene ontology shows these increased genes carbohydrate metabolism, calcium signaling and cell adhesion. **r**, **s** The effect of microglia depletion on MDM genes that were increased (**r**) or decreased (**s**) by SCI (see Sup. Fig. 10 for gene names in **s**). **t**, **u** Pathway analysis of all MDM genes affected by SCI and 7 or 28 dpi and also increased by microglia depletion, showing that microglia normally suppress several biological processes (**t**) and molecular functions (**u**) in intraspinal MDMs after inj**u**ry. Data for each condition were pooled from *n* = 3–4 mice. Source data are provided as a Source Data file. See also Sup. Figs. 9 and 10.

Microglia depletion limited the number of MDMs present, and also skewed the phenotype of MDMs in the injured spinal cord at 7 and 28 dpi (Fig. 6e). Indeed, at 7 dpi without microglia, Lipid binding (45% vs. 34.4%), Calcium-binding (12% vs. 7%) and Lipid processing (7% vs. 2%) MDMs predominated, with fewer Antigen binding (5% vs. 22.9%) and Border recruited MDMs (12% vs. 22.8%) present (Fig. 6e). 

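In the whole MDM cluster at 7 dpi, PLX5622 over vehicle gave a log2 ratio of 0.16 (0.14 to 0.19) for *Gpnmb* and 1.19 (0.97 to 1.40) for *S100a4*. *Ctsd* was at -0.075 (-0.091 to -0.059), and at 0.048 with each cell weighted alike. *Fcrls* was at -0.95 (-1.06 to -0.84) and *Ms4a7* at -0.23 (-0.32 to -0.14). Of these 5 genes, *Fcrls* moved most under another choice, to -0.63 with each cell weighted alike. The PLX5622 library held 100 MDMs and the vehicle library 3023.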

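At 28 dpi, 161 MDMs of PLX5622-fed mice were compared with 3313 of vehicle-fed mice. *Mmp12* had a log2 ratio of -0.57 (-0.75 to -0.40) and *Ctsd* of -0.10 (-0.12 to -0.084). *Cst3* was at -0.59 (-0.62 to -0.56) and *Lpl* at -1.20 (-1.29 to -1.10).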

At 28 dpi without microglia, Matrix remodeling (32.3% vs. 27.2%) and Lipid processing (6.2 vs. 4.7%) MDMs predominated, and fewer Cathepsin inhibition (15.5% vs. 27.6%) and Cholesterol processing MDMs (14.3% vs. 33.7%) were present (Fig. 6e). The SCI and microglia-dependent effects on MDM clusters were also assessed by analyzing gene expression on a per-cell basis. 

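*Siglech* was at a log2 ratio of -2.06 (-2.22 to -1.89) over sham at 28 dpi in MDMs of vehicle-fed mice. *Ctsd* was at 0.29 (0.27 to 0.31) at 7 dpi and 0.59 (0.57 to 0.60) at 28 dpi. *Gpnmb* was at -0.017 (-0.066 to 0.032) at 28 dpi, and at 1.22 with each cell weighted alike.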

Figure 6f–k shows selected gene changes from 6 predominant MDM subsets, with Patrolling genes decreased after SCI (Fig. 6f) but Cholesterol processing (Fig. 6g), Lipid processing (Fig. 6i) and Lipid binding (Fig. 6k) genes increased at 7 and/or 28 dpi. 

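*Gpnmb* stood at 2591 (2564 to 2618) CPM in MDMs of vehicle-fed mice at 28 dpi and 9815 (9645 to 9988) CPM in those of PLX5622-fed mice, a log2 ratio of 1.92 (1.89 to 1.95). Thinning every cell to 1000 UMIs gave 1.47.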

Microglia depletion decreased Cholesterol processing (Fig. 6g) and Cathepsin inhibition genes (Fig. 6j) but increased Lipid binding genes (Fig. 6k) at 28 dpi.

At 7 and 28 dpi, the main effect of SCI on MDMs was to increase their expression of genes related to inflammation and lipid processing (e.g., *Cd68*, *Spp1*, *Lgals3*, *Vim*, *Ctsd*, *Cstb*, *Gpnmb*, *Cd63*, *Lyz2*, *Apoe*, and *Igf1*), although genes controlling antigen processing and chemotaxis (e.g., *Cd38*, *Cd28*, *Lrp1*, *Cxcr4*, *Cd36*, *Il7r*, *Lrp1*, *Clec12a)* and matrix remodeling (e.g., *Mmp12*, *Fn1*, *Cspg,* and *Timp2*) were also increased in MDMs at 7 or 28 dpi, respectively (Fig. 6l, n).

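For the 11 inflammation and lipid genes, the median log2 ratio over sham was 0.87 (0.76 to 0.98) at 7 dpi, with 11 of 11 above 0, and 0.47 (0.42 to 0.55) at 28 dpi, with 9 of 11. One of the other two at 28 dpi was *Vim*, at -0.20 (-0.32 to -0.088), and at 0.12 with TMM. Under TMM all 11 were above 0 at both times. The 28 dpi median moved most with every cell thinned to 1000 UMIs, to 1.08. The median lay above that of 99.8% of random lists at 28 dpi. The 7 antigen processing and chemotaxis genes had a median of 2.28 (1.85 to 2.64) at 7 dpi, with 7 of 7 above 0, and 1.71 in thinned cells. Of the matrix remodeling genes, Cspg is no gene symbol, and *Mmp12*, *Fn1* and *Timp2* had a median of 1.06 (0.91 to 1.23) at 28 dpi, with 3 of 3 above 0. *Fn1* gave that median and *Timp2* was at 0.86. The study named these genes from the same libraries.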

The main effect of microglia depletion was to increase overall gene expression in MDMs (Fig. 6m, o). 

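How many genes were higher under PLX5622 depends on the scale. CPM and thinning bring totals to the same level, so their shares cannot show whether overall expression rose. As a log2 ratio of CPM, PLX5622 over vehicle had a median of 0.0036 over 8295 genes at 7 dpi, with 50.4% of genes above 0. At 28 dpi the median was 0.013 over 7635 genes, with 51.5% above 0. MDMs of PLX5622-fed mice had a median of 15945 UMIs per cell at 7 dpi against 5777 in vehicle-fed mice, and 6843 against 3875 at 28 dpi. Most other types were deeper under PLX5622 at 7 dpi too, such as monocytes with 9405 against 2990. Astrocytes, oligodendrocyte lineage cells and erythroid cells were not. Without any scaling for depth, 99.2% of genes were above 0 at 7 dpi and 96.9% at 28 dpi. The mean over cells of ln(1 + counts per 10000), the scaling the methods state, was higher under PLX5622 for 76.2% of genes at 7 dpi and 72.1% at 28 dpi. With every cell thinned to 1000 UMIs, that mean was higher for 48.7% of 3161 genes and 50.1% of 3440. The scales other than CPM were chosen after the CPM values were seen.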

At 7 dpi, these genes were mainly related to carbohydrate metabolism and vesicle transport (Fig. 6p). At 28 dpi, MDM genes increased by microglia depletion were mostly related to cell adhesion and cell membrane reorganization (Fig. 6q).

Next, we identified those MDM genes that were increased (Fig. 6r) or decreased (Fig. 6s) by SCI and were also affected by microglia depletion. As predicted from Fig. 6p**, q**, the main effect of microglia depletion on SCI-dependent MDM genes was increased gene expression (Fig. 6r, s, Sup. Fig. 10 for gene names). GO term analyses of all MDM genes affected by SCI and also increased without microglia showed that microglia normally inhibit several functionally relevant pathways in MDMs including collagen metabolism, antigen and extracellular matrix protein binding, and negative regulation of cell activation and cell adhesion (Fig. 6t, u). Thus, microglia control both the intraspinal recruitment of MDMs and their functional potential upon entry into the lesion site. 

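Among genes with at least 100 UMIs in both libraries together and 10 in each, the highest MDM ratios over sham at 7 dpi were those of *Pf4* (4.07), *F13a1* (3.79), *Wfdc17* (3.43), *Thbs1* (3.18) and *Cd38* (3.11), and the lowest those of *Siglech*, *Slamf8* (-3.87), *Socs3* (-3.56), *Btg2* (-3.38) and *Siglec5* (-3.36). At 28 dpi they were those of *Apoc4* (3.42), *Mmp12*, *Gm1673* (1.93), *Pianp* (1.93) and *S100a9* (1.92), and of *Cd24a* (-3.90), *Ahnak* (-3.49), *Socs3* (-3.40), *Cd93* (-2.91) and *P2ry12* (-2.63). For PLX5622 over vehicle at 7 dpi, the highest were *Gal* (3.69), *Rgcc* (3.21), *Slc36a2* (3.19), *Hp* (3.14) and *Ccl5* (3.04) and the lowest *Cd5l* (-3.47), *Apoc1* (-2.12), *Ctla2a* (-1.95), *Apoc4* (-1.78) and *Sall3* (-1.77). *Sall3* was at 0.73 after thinning, so its direction is not settled. At 28 dpi the highest were *Orm1* (6.34), *Npy* (6.16), *Cd24a* (4.59), *Mfge8* (4.41) and *Hba-a2* (4.20), and the lowest *Postn* (-3.25), *S100a9* (-2.41), *Klf2* (-2.10), *Ccl9* (-1.84) and *Fscn1* (-1.77). The paper concludes, from MDM numbers and from genes that differ without microglia, that microglia control both the entry of MDMs and what they can do in the lesion.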

Without microglia, MDM recruitment is impaired, MDMs fail to adhere to and migrate within the primary lesion zone, and those that do are poised for unchecked matrix degradation.

### scRNA-seq reveals SCI- and microglia-dependent effects on astrocyte transcriptional profiles

Because microglia depletion disrupts the stereotypical formation of a delimiting astroglial border at the injury site (Fig. 1, Sup. Figs. 4 and 5), a phenotype that is associated with the spreading of MDMs into spared tissue, we next evaluated the effects of microglia depletion on the astrocyte transcriptome after SCI. Computational isolation of the astrocyte cluster revealed three major astrocyte subsets based on DEGs broadly related to: 1) solute Transporter, (e.g., *Slc1a2, Atp1a2*), 2) Metabolism, (e.g., *Gng11, Adk*), and 3) innate immune Inflammation, (e.g., Fc*er1g, C1qc*) (Fig. 7a-c). 

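The sham vehicle library held 310 astrocytes with a median of 2024 UMIs. Over all of them, the transporter gene *Slc1a2* was at 6357 CPM. The metabolism genes *Gng11* and *Adk* were at 241 and 227 CPM, and the inflammation genes *Fcer1g* and *C1qc* at 93.6 (73.4 to 118) and 250.1 (216 to 288) CPM. *Fcer1g* and *C1qc* belong to a list of 12 genes of microglia and macrophages, here called the myeloid list, as do *C1qa*, *C1qb*, *Tyrobp*, *Ctss*, *Laptm5*, *Csf1r*, *Cx3cr1*, *Cd68* and *Aif1*. In 26 of the 310 sham astrocytes (8.39%) at least 3 UMIs of this list were counted. Leaving these cells out moved the inflammation genes most, to 10.3 CPM for *Fcer1g* and 17.6 CPM for *C1qc*. As both are on the list, that filter lowers them by construction.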

Separation of the UMAP plot by experimental condition revealed that in control spinal cords (sham vehicle), Metabolism (52.9%) and Transporter (44.2%) astrocytes predominate (Fig. 7d). However, at 7 and 28 dpi, Metabolism astrocytes are replaced by Transporter and Inflammation astrocytes (Fig. 7d). 

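Over the whole astrocyte cluster, *Gng11* had 4 UMIs in 69 astrocytes at 7 dpi against 188 in sham, a log2 ratio of -3.47 (-5.36 to -2.09), and -2.18 (-2.89 to -1.54) in 245 astrocytes at 28 dpi. *Adk* was at -1.29 (-2.11 to -0.57) and -1.65 (-2.26 to -1.08). *Slc1a2* was at 0.31 (0.22 to 0.39) and -0.21 (-0.28 to -0.14). *Fcer1g* was at 4.50 (4.13 to 4.88) and 4.31 (3.96 to 4.67), and *C1qc* at 3.44 and 3.48. At least 3 UMIs of the myeloid list were found in 46 of 69 astrocytes at 7 dpi and 130 of 245 at 28 dpi. Without these cells, *Fcer1g* moved most, to 1.67 at 7 dpi and 3.26 at 28 dpi. *Adk* then had ratios of 0.023 and -0.97, and *Slc1a2* of 1.30 and 0.74.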

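At 28 dpi, the genes *C1qb*, *Fau*, *Tmsb4x*, *Apoe*, *H2-D1*, *Fth1* and *Ctsd* had a median log2 ratio over sham of 3.22 (3.07 to 3.30) in astrocytes, with 7 of 7 above 0, and the sum of Rpl and Rps genes was at 2.51. The ratios went from 2.15 for *Apoe* to 3.65 for *Ctsd*. Without the cells with at least 3 myeloid list UMIs, the median was 1.43, again with 7 of 7 above 0, and Rpl and Rps genes were at 1.17. The genes *Ntm*, *Neat1*, *Vegfa*, *Nfix* and *Kcna2* had a median of -1.75 (-1.98 to -1.48), with 5 of 5 below 0, and -0.94 without those cells. The study named both lists from these libraries. Over all 1891 genes the median was -0.35 with CPM and -0.16 with TMM. At 7 dpi it was -0.44 and -0.34 over 1496 genes.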

At 28 dpi, a time corresponding with the formation of a “mature” astroglial border in vivo^41^ 101 astrocyte genes increased (e.g., *C1qb, Fau, Tmsb4x, Rps genes, ApoE, H2-D1, Fth1,* and *Ctsd*), and 225 genes decreased (e.g., *Ntm, Neat1, Vegfa, Nfix,* and *Kcna2*) relative to sham (Fig. 7f). 

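With each cell thinned to 1000 UMIs, *C1qb* was detected in 4.89% (2.47 to 8.58%) of sham vehicle astrocytes, 52.9% (38.5 to 67.1%) at 7 dpi and 53.1% (44.7 to 61.3%) at 28 dpi. Under PLX5622 the share was 16.7% (4.74 to 37.4%) at 7 dpi and 8.93% (2.96 to 19.6%) at 28 dpi. Thinning set aside 98 of 245 vehicle astrocytes at 28 dpi that had under 1000 UMIs, and without thinning the shares at 28 dpi were 49.4% and 7.48%. The median depth at 28 dpi was 1149 UMIs for vehicle and 1054 for PLX5622 astrocytes. Thinning to 500 UMIs moved the 28 dpi vehicle share most, to 37.1%. In T cells at 28 dpi, which should lack *C1qb*, it was detected in 45.2% (38.8 to 51.7%) under vehicle (median 1233 UMIs) and 4.05% under PLX5622 (median 2507 UMIs). It was also detected in 37.6% (32.1 to 43.3%) of endothelial and 28.1% (22.5 to 34.2%) of ependymal cells of vehicle-fed mice at 28 dpi, clusters in which the paper describes macrophage subsets. At least 3 UMIs of the whole myeloid list were counted in 2.67% of sham, 54.9% of 7 dpi and 55.8% of 28 dpi vehicle astrocytes, and in 12.5% and 3.57% under PLX5622. The same shares at 28 dpi were 43.9% and 3.77% in endothelial and 36.8% and 11.4% in ependymal cells.

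**Figure D2:**
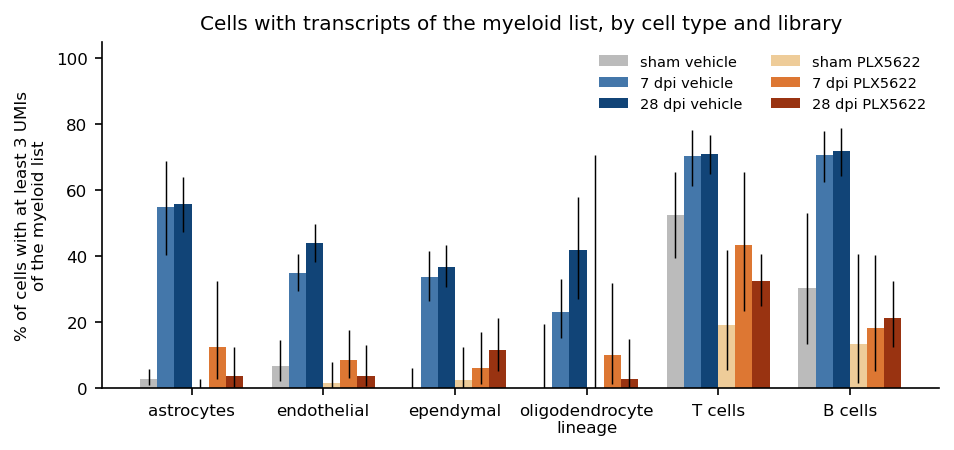
Percent of cells with at least 3 UMIs of the 12-gene myeloid list, after thinning each cell to 1000 UMIs, for 6 cell types (groups of bars) and the 6 libraries (bars), with 95% binomial intervals. In vehicle-fed mice the share rose after SCI in all 6 types, and at 28 dpi it was lower under PLX5622 than under vehicle in all 6.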

Notably, regardless of time post-injury, the SCI-dependent increase in Inflammation astrocytes was microglia-dependent; few Inflammation astrocytes were found in spinal cords without microglia (Fig. 7e). 

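Under PLX5622, 107 astrocytes at 28 dpi were compared with 204 of sham mice. The genes *C1qb*, *Fau*, *Tmsb4x*, *Apoe*, *H2-D1*, *Fth1* and *Ctsd* had a median log2 ratio over sham of 1.06 (0.70 to 1.34), with 7 of 7 above 0. Without cells carrying at least 3 myeloid list UMIs it was 0.68, with 6 of 7 above 0. Directly between the diets at 28 dpi, PLX5622 over vehicle had a median of -2.63 (-2.92 to -2.45), with 7 of 7 below 0, and -0.98 without those cells.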

Of all genes that were increased in astrocytes at 28 dpi, 55% failed to increase without microglia (Fig. 7g, i). These genes control cell proliferation (e.g., *Rpl-*, *Rps-*, *Fau*), lipid processing (e.g., *Apoe, Ctsz, Ctsd*), and antigen presentation (*B2m*)^42^ (Fig. 7g–l). 

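The log2 ratio of 28 dpi over sham was 3.16 (2.98 to 3.34) for *Fau* in vehicle-fed mice and 0.96 (0.56 to 1.35) in PLX5622-fed mice. For *Apoe* it was 0.55 (0.49 to 0.61) in PLX5622-fed mice, for *Ctsz* 3.13 and 0.81, for *Ctsd* 1.50 in PLX5622-fed mice, and for *B2m* 2.49 and 1.06. Rpl and Rps genes together were at 0.54 in PLX5622-fed mice. Each of these thus rose less under PLX5622 and stayed above 0. The paper's rule for an increased gene had a minimum fold change and an adjusted p-value, so a ratio above 0 is a looser measure. In vehicle-fed mice, leaving out cells with at least 3 myeloid list UMIs gave 1.62 for *Fau*, 0.99 for *Apoe*, 1.22 for *Ctsz*, 1.43 for *Ctsd* and 1.06 for *B2m*, against 0.68, 0.51, 0.29, 0.82 and 0.99 in PLX5622-fed mice. Without thinning, *Tmsb4x* was detected in 69.7% and 92.2% of sham and 28 dpi vehicle astrocytes and in 50.5% and 60.7% under PLX5622, which match the percentages printed in Fig. 7 after rounding. After thinning to 1000 UMIs, the shares were 48% and 92.5%, and 35.4% and 60.7%. As a background, *Apoe* was detected in 96.3% of thinned T cells at 28 dpi (median 1233 UMIs), and in 100% of astrocytes.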

A few (5%) astrocyte genes that were normally decreased after SCI, (including the cell adhesion genes *Ntm, Nfasc, Cadm4*, and also *Neat1, Atp1b2, Tsix, Lrig1, Wsb1, Tcf25, Rapgef3, Ttyh1*, and *Appl2*), did not decrease if microglia were depleted (Fig. 7h, i). 

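The 12 genes had a median log2 ratio over sham of -1.10 (-1.34 to -0.98) at 28 dpi in vehicle-fed mice, with 12 of 12 below 0, and of 0.47 (0.29 to 0.62) in PLX5622-fed mice, with 12 of 12 above 0. With TMM, 9 of 12 were above 0 in PLX5622-fed mice. PLX5622 over vehicle at 28 dpi had a median of 1.77 (1.56 to 2.00). Leaving out cells with at least 3 myeloid list UMIs moved these medians most, to -0.44 in vehicle-fed mice, where 3 of 12 were then above 0, and to 0.98 between the diets. *Ntm* was at -2.23 (-2.50 to -1.97) in vehicle-fed and 0.0061 (-0.21 to 0.22) in PLX5622-fed mice, where TMM gave -0.23.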

GO term analyses revealed that depleting microglia prevents the biological processes and molecular functions, and cellular components that control in astrocytes, among other things, cytoplasmic translation, response to IL-4, RNA binding, and tau protein binding (Fig. 7m–o). Together these data show that many stereotypical astrocyte-specific functions triggered by SCI, particularly inflammatory gene upregulation, lipid processing, cell adhesion, and proliferation, are controlled by microglia.

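At 7 dpi the highest log2 ratios over sham in astrocytes of vehicle-fed mice were those of *Gpnmb* (7.19), *Spp1* (6.76), *Lyz2* (6.50), *Cd52* (5.04) and *Nnat* (4.88), and the lowest those of *F3* (-3.86), *Msmo1* (-3.43), *Kcnk1* (-3.39), *Tlcd1* (-3.38) and *Mfsd2a* (-3.16). At 28 dpi they were those of *Spp1* (6.71), *Gpnmb* (6.06), *Cd52* (5.76), *Lyz2* (5.26) and *Cyba* (4.80), and of *Epha5* (-2.53), *Bpgm* (-2.40), *Snx32* (-2.33), *Fam181b* (-2.33) and *Utp14b* (-2.32). For PLX5622 over vehicle at 28 dpi, the highest were *Gfap* (2.97), *C4b* (2.85), *S100a6* (2.71), *Dhrs1* (2.68) and *Neat1* (2.59), and the lowest *Ctss* (-5.32), *C1qb* (-5.20), *Spp1* (-5.03), *C1qc* (-4.82) and *Fcer1g* (-4.68). Without cells carrying at least 3 myeloid list UMIs, *Gfap* was at 2.06 and *C1qc* at -2.29. The paper concludes from its astrocyte data together that microglia control inflammatory, lipid processing, adhesion and proliferation functions of astrocytes.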

**Fig. 7:**
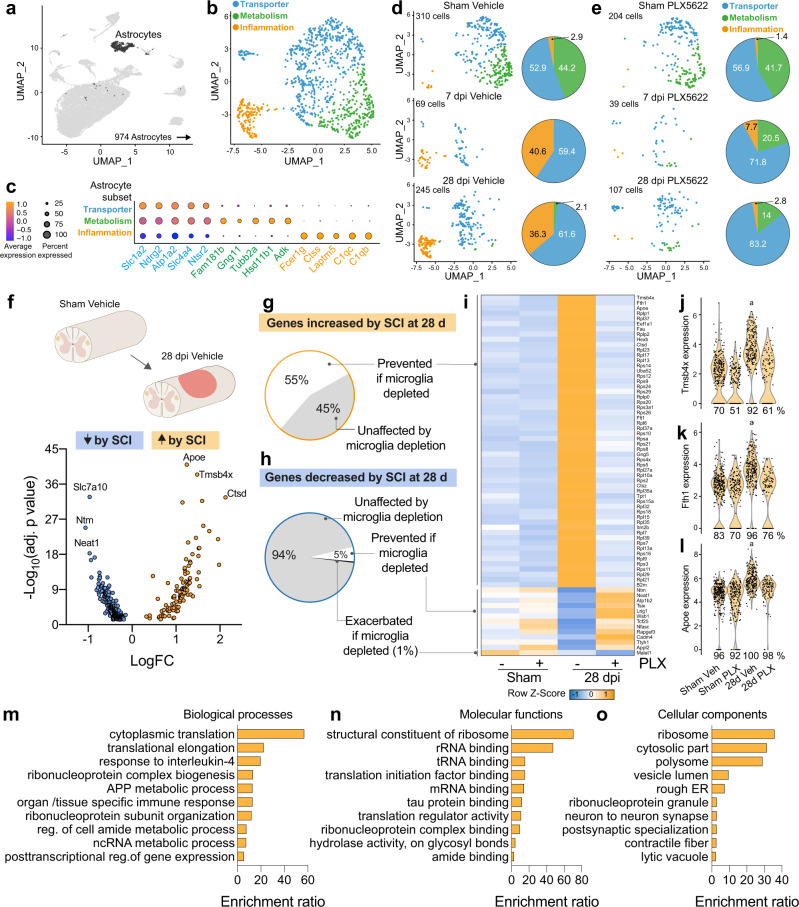
Microglia depletion impairs SCI-induced transcriptional changes in astrocytes. **a** Astrocytes were computationally isolated for analysis between experimental conditions. **b** Astrocytes were divided into three clusters based on dominant gene expression, and were characterized as: Transporter (green), Metabolism (blue), and Inflammation (orange). **c** Dot Plot showing the top DEGs in each cluster. **d**, **e** UMAP plots showing astrocytes in the vehicle (**d**) and PLX5622 (**e**) conditions. The Inflammation astrocyte subset increases proportion over time post-SCI only when microglia are present. Numbers in pie charts show each subset as a percent of total astrocytes in each group. **f** To determine how microglia depletion affected long-term SCI-induced changes in astrocytes, we compared 28 dpi astrocytes to sham vehicle astrocytes. Select genes are labeled. **g** Of all the genes increased in astrocytes at 28 dpi, 55% failed to increase if microglia are absent. **h** Of all the genes decreased in astrocytes at 28 dpi, 5% failed to decrease if microglia are absent. **i**: Heatmap showing SCI-dependent and microglia-dependent astrocyte genes. **j**–**l** Violin plots showing the first 3 genes in **h**. The percentages under each violin indicate the percent of cells in the group that express the gene^a^. *p*_adj_ < 0.0001 compared to other groups, Wilcox rank-sum test, *n* = 107–310 astrocytes per group pooled from 3–4 mice per group. **m**–**o** Astrocyte genes increased by SCI and reversed by microglia depletion were entered into gene ontology (GO) term analysis using WebGestalt. Astrocyte biological processes (**l**), molecu**l**ar functions (**m**), and cellular components (**n**) related to translation, cell proliferation, metabolism, and inflammation were impaired by microglia depletion. Source data are provided as a Source Data file.

Although microglia exert major effects on MDMs and astrocytes, scRNA-seq also revealed microglia-dependent effects on other cell types that help to explain anatomical and functional outcomes after SCI in mice depleted of microglia. For example, the persistence of blood in injured spinal cords without microglia (Sup. Fig. 5) could indicate an increase in hemorrhage due to a failure of Homeostatic endothelial cells to shift toward Differentiating and Neovascularizing endothelial phenotypes or impaired clearance/phagocytosis of blood from the lesion site (Sup. Fig. 11a–e). 

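In 420 endothelial cells of vehicle-fed mice at 28 dpi, against 82 of sham mice, the log2 ratio over sham was 3.46 (3.35 to 3.57) for *Apoe*, 4.09 (3.80 to 4.39) for *Ctsd* and 0.98 (0.88 to 1.07) for *Fth1*. The paper's legend on endothelial cells prints fth2, which was read here as *Fth1*. *C1qb* was at 2.72 and *Tyrobp* at 3.69. In PLX5622-fed mice, with 65 cells, the ratio over vehicle at 28 dpi was -2.67 for *Apoe*, -2.01 for *Ctsd*, -1.06 for *Fth1*, -3.36 for *C1qb* and -2.53 for *Tyrobp*. *C1qb* and *Tyrobp* are on the myeloid list, and 228 of 420 endothelial cells at 28 dpi had at least 3 UMIs of that list. Leaving such cells out moved *Apoe* and *Ctsd* most over sham, to 1.50 and 2.13. *Fth1* was at 0.28 without them, and at 0.12 without cells that Scrublet calls doublets.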

Microglia control the expression of endothelial cell genes that are essential for vascular repair, including those controlling proliferation, vessel remodeling, solute transport, and responsiveness to inflammatory molecules (Sup. Fig. 11f–l). 

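In ependymal cells of vehicle-fed mice at 28 dpi, the log2 ratio over sham was 3.15 for *Apoe* and 4.91 for *Ctsd*. *Tyrobp* went from 3 to 864 UMIs, a ratio of 7.21 (5.65 to 9.49). PLX5622 over vehicle gave -2.42, -1.92 and -3.15 for the same genes. Leaving out cells with at least 3 myeloid list UMIs moved *Ctsd* over sham to 2.35. At 7 dpi, *Arl6* was at -2.06 over sham and 1.56 for PLX5622 over vehicle, *Pnrc2* at -1.43 and 0.66, and *Id4* at -1.19 and 0.98. In oligodendrocyte lineage cells at 28 dpi, *Tmsb4x* was at 1.76 over sham and -1.65 for PLX5622 over vehicle, and *Ntm* at -2.20 and 1.97. Cells with myeloid transcripts were frequent here too, and without them *Tmsb4x* was at 1.03 over sham. In neutrophils at 28 dpi, *Cxcr4*, *Pram1* and *Ier3* were at -1.01, -1.34 and -1.30 over sham, and at 1.85, 2.14 and 2.43 for PLX5622 over vehicle. Monocytes at 7 dpi had ratios over sham of -1.11 for *Ccnd3* and -0.95 for *H2-T23*. PLX5622 over vehicle gave 1.13 and 1.10, where thinning reversed *Ccnd3* to -0.18.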

SCI- and microglia-dependent effects were also observed in: ependymal cells (particularly lipid processing genes; e.g., *Apoe*, *Ctsd*, *Tyrobp*, *Arl6*, *Prnc2*, and *Id4*; Sup. Fig. 12), oligodendrocyte lineage cells (e.g., *Tmsb4x*, *Ntm*; Sup. Fig. 13), neutrophils (e.g. *Cxcr4*, *Pram1*, *Ier3*; Sup Fig. 14), and immature monocytes (differentiation and antigen-presenting genes e.g., Rpl/Rps genes, *Ccnd3*, *H2-T23*; Sup Fig. 15).

### Microglia-dependent signaling networks in the injured spinal cord

To quantitatively infer and analyze microglia-dependent communication networks after SCI, we computationally isolated the microglia, MDM, and astrocyte clusters from the scRNAseq datasets, then used CellChat^43^ to extract complex signaling patterns involving soluble and membrane-bound ligand-receptor interactions. Unlike other methods (e.g., NicheNet, iTALK), CellChat uses systematically curated classifications of ligand-receptor pairs with functionally related signaling pathways, does not exclude receptors that function as multi-subunit complexes, and considers signaling cofactors and co-receptors that can act as agonists and antagonists. “Chord plots” in Fig. 8 show autocrine and paracrine signaling interactions with color-coded ligand-receptor interaction scores, and the number of significant interactions in each condition.

**Fig. 8:**
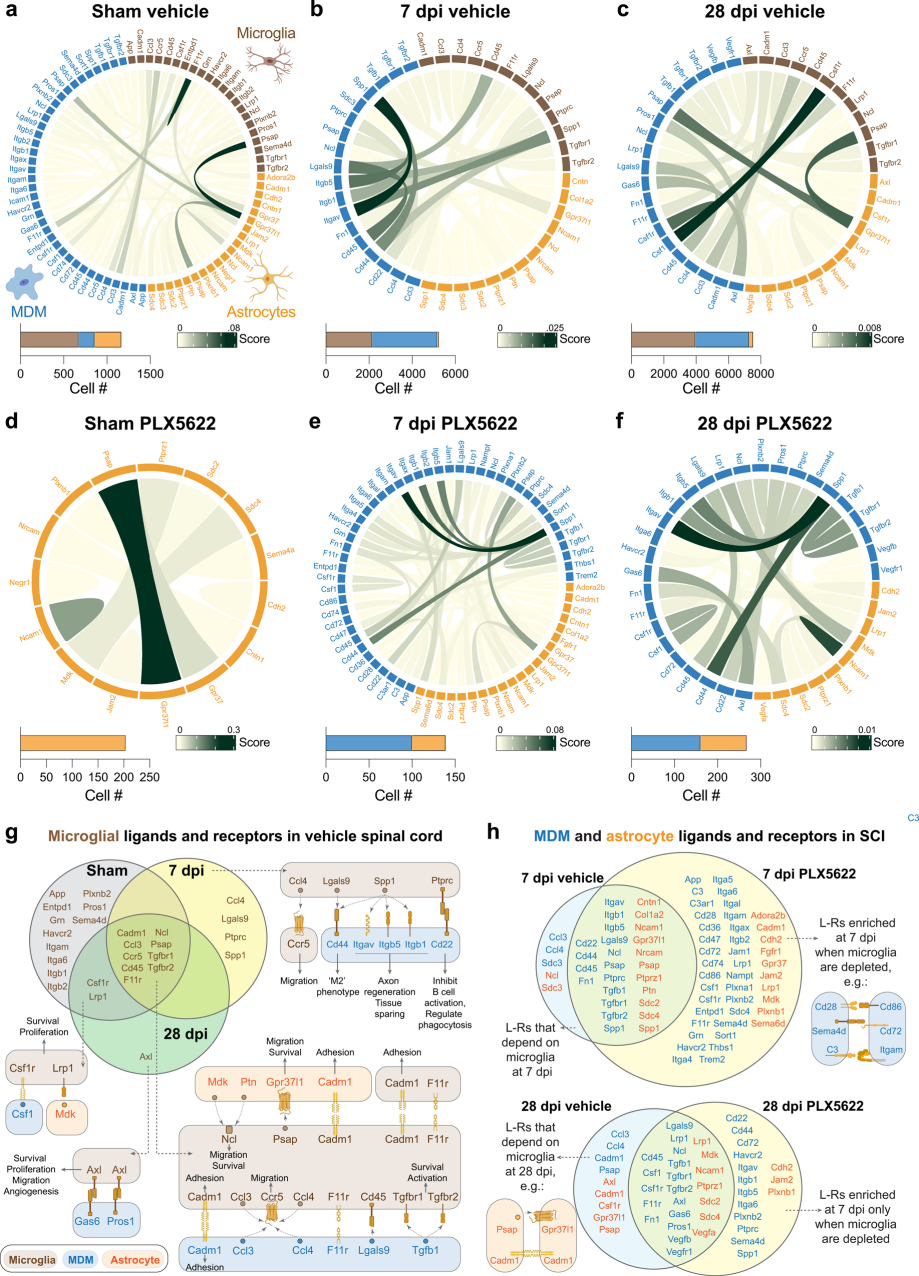
CellChat analysis reveals that microglia-dependent cell-cell communication (CCC) and disruption of MDM and astrocyte CCC following microglia depletion. **a**–**f** Chord plots showing interactions between microglia (brown), MDMs (blue) and astrocytes (orange) in sham, 7 dpi, and 28 dpi spinal cords from vehicle (**a**–**c**) and microglia depleted (**d**–**f**) animals. Note the disorganization in astrocyte/MDM interactions in **e** and **f** vs. **b** and **c**. The strength of the interaction is indicated by the CCC score. The score is defined as the probability of CCCs by integrating gene expression data with prior database knowledge^43^ of the interactions between signaling ligands, receptors, and their cofactors. Each chord plot has been scaled to appreciate the edges depicting CCCs with smaller probabilities. The cell number of each cell type is indicated in the stacked bar graph under each chord plot. **g** Venn diagram showing enriched microglial ligands and receptors (L-R) in sham, 7 dpi and 28 dpi spinal cords. Schematics show how they interact with microglial, MDMs and astrocyte L-Rs in SCI conditions and their functional implications (where known). **h** Venn diagram showing MDM and astrocyte L-Rs enriched in SCI, and the effect of microglia depletion on these interactions. Note the number of additional enriched MDM L-Rs, and alteration of several astrocyte signaling axes, in the absence of microglia. Source data are provided as a Source Data file.

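The interaction scores were not recomputed here, and levels of ligand and receptor genes are given in their place. In sham vehicle cords, *Psap* was at 2356 (2291 to 2423) CPM in microglia and *Gpr37l1* at 4811 (4658 to 4967) CPM in astrocytes. With each cell weighted alike, *Psap* was at 2727 CPM. The 29 microglia of sham PLX5622-fed mice had 2852 (2581 to 3145) CPM of *Psap*.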

In the intact spinal cord, a highly scored interaction is microglia Psap (Prosaposin) with astrocyte Gpr37l1 (Fig. 8a, g). Psap signaling via Gpr37l1 protects astrocytes from oxidative stress and death^44^. When microglia are depleted in the intact spinal cord, reduced microglia-dependent Gpr37l1 crosstalk is compensated for in an autocrine manner by Astrocyte Psap (Fig. 8d).

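Astrocytes of sham PLX5622-fed mice had 1339.6 CPM of *Psap* against 1152 in vehicle-fed mice, a log2 ratio of 0.22 (0.078 to 0.36). *Gpr37l1* was at 4979.6 CPM, a ratio of 0.050 (-0.020 to 0.12) over vehicle. In cells thinned to 1000 UMIs the ratios were 0.056 and -0.22.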

At 7 dpi, prominent signaling networks include microglial Spp1, which interacts with MDM receptors Cd44, Cd45, and the integrins Itgb5, Itgb1, Itgav (Fig. 8b, g). 

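At 7 dpi in vehicle-fed mice, *Spp1* was at 3290.3 (3247 to 3334) CPM in microglia. Over all 6 libraries *Spp1* was highest in the MDM cluster, at 18883 CPM. How far MDM transcripts add to its level in microglia was not tested. In MDMs of the same library, *Cd44* was at 83.9, *Ptprc* (Cd45) at 205, *Itgb5* at 657, *Itgb1* at 190.0 and *Itgav* at 100.5 CPM.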

Spp1 encodes for osteopontin, which limits inflammation and can promote axon regeneration^45,46^. At 28 dpi, enriched microglial ligand-receptor (L-R) interactions include Csf1r with MDM Csf1, an axis known to promote SCI recovery^16^ (Fig. 8c, g). 

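At 28 dpi in vehicle-fed mice, *Csf1r* was at 1695 (1666 to 1724) CPM in microglia, below the 3862 CPM of sham, and *Csf1* was at 144 (138 to 150.3) CPM in MDMs.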

The microglial L-Rs consistently enriched in sham, 7, and 28 dpi include cytokines (Ccl3, Ccr5, Tgfbr1/2) that coordinate MDM recruitment, microglial Psap, which activates the neuroprotective and glioprotective astrocyte receptor Gpr37l1, and microglial cell adhesion molecule 1 (Cadm1), which binds astrocyte and MDM Cadm1 to promote cell adhesion (Fig. 8a–c, g). 

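Across sham, 7 dpi and 28 dpi microglia of vehicle-fed mice, *Ccl3* was at 362, 468 and 585 CPM. *Tgfbr1* was at 1020.0, 449.7 and 639, and *Tgfbr2* at 279, 229.6 and 273. *Psap* stood at 2176 CPM at 7 dpi and 2223 at 28 dpi. *Cadm1* was at 174, 171 and 211 in microglia, and at 28 dpi at 163 in MDMs and 316 in astrocytes.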

Figure 8g. shows the microglial L-Rs enriched at specific time points after SCI, with schematics showing how they interact with microglial, MDMs, and astrocyte L-Rs in SCI conditions and their functional implications (where known). Interestingly, several of these L-Rs (Ccl4, Ccl3, Csf1r, Ptprc, Tgfbr2, Lgals9) were detected in our bulk RNAseq data as being increased in SCI and failing to increase without microglia present (Fig. 2, Supplemental Table 1).

Figure 8h shows MDM and astrocyte L-Rs enriched in SCI and the effect of microglia depletion on these interactions. 

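In MDMs at 7 dpi, PLX5622 over vehicle gave a log2 ratio of 0.69 (0.40 to 0.96) for *Sema4d* and -0.84 (-1.20 to -0.49) for *Cd72*. *Cd28* was at 0.45 (0.095 to 0.78), *Cd86* at 0.34 (-0.060 to 0.71) and *Itgam* at 0.11 (-0.043 to 0.25). Thinning to 1000 UMIs moved *Cd86* to 1.76 and reversed *Cd72* to 0.59 and *Cd28* to -0.060. Interaction scores rest on ligand and receptor together, and ratios of single genes do not give them.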

At 7 dpi, with microglia depleted, there are dozens of additional MDM L-Rs that are known to promote secondary injury, including: Sema4d-Cd72/integrin, which induces axon growth cone collapse^47^, CD28/CD86 interactions^10^, and CR3/Itgam (Mac-1)^48^ (Fig. 8b, e, h). 

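In astrocytes at 28 dpi, PLX5622 over vehicle gave a log2 ratio of 0.084 (-0.095 to 0.26) for *Psap*, 1.15 (0.99 to 1.31) for *Gpr37l1* and -0.26 (-0.81 to 0.26) for *Cadm1*. TMM put *Psap* at -0.41, and thinning put *Cadm1* at 0.070. The levels behind the ratio of *Gpr37l1* were 1811 CPM under vehicle and 4018 CPM under PLX5622. Leaving out cells with at least 3 myeloid list UMIs moved *Gpr37l1* most, to 0.19. In vehicle-fed mice, *Gpr37l1* was at -1.41 over sham, and at -0.45 without those cells.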

At 28 dpi, in addition to abolishing microglia Psap interactions with astrocyte Gpr37l1, microglia depletion also disrupts astrocyte autocrine Psap-Gpr37l1 interactions and cadherin-cadherin (Cadm1) interactions important for astrogliosis and cell-cell adhesion (Fig. 8c, f, h). Considered with the scRNA-seq data, these communication maps reveal discrete microglia-dependent signaling networks that are required for tissue repair and homeostasis post-SCI.

## Discussion

Using reporter mice or antibodies that distinguish microglia from MDMs^49,50^ and microglia-specific depletion techniques^51–56^, both beneficial^16,18,57,58^ and detrimental^59,60^ roles for microglia in SCI have been observed. Data herein extend those reports and show that microglia are essential for restoring tissue homeostasis and achieving optimal recovery after SCI. Microglia exert these beneficial effects by regulating the transcriptional fate, function, and intercellular crosstalk between various non-neuronal cell types.

SCI triggers the recruitment of monocytes, which differentiate into MDMs^61^. Infiltrating MDMs persist indefinitely as part of a central fibrotic lesion “core” that is sequestered from surrounding healthy tissue by a reactive glial border. We show a core microglial transcriptional signature or “sensome”, controls this neuroinflammatory cascade after SCI; without microglia, MDM recruitment is delayed and when MDMs finally enter the injured spinal cord, they fail to adhere to or be corralled within the primary lesion. Instead, MDMs invade adjacent white matter where they propagate secondary injury.

Building on recent observations^21,62,63^, we show that functionally heterogeneous intraspinal microglia regulate the production of MDM chemoattractants (e.g., CCL2) and also the expression of MDM genes that control the recognition of DAMPs (e.g., TLR2), lipid-binding, lipid processing, calcium-binding and extracellular matrix proteases (e.g. Mmp12)^64^. Without microglia, a degradative MDM phenotype predominates and exacerbates tissue pathology.

Although we did not try to manipulate all aspects of the microglia-MDM axis to effect more efficient repair, nearly complete rescue of the microglia depletion phenotype was achieved by reconstituting microglia-depleted spinal cords with TLR2 ag and rCCL2. CellChat data revealed that microglia-MDM CCL3/CCL4-CCR5 interactions are key in the acute post-injury period. However, amplifying  chemokine signaling in injured spinal cords with microglia present exacerbates pathology and worsened functional recovery, indicating that hyper-activation of normal microglia-MDM cross-talk can cause pathology. Interestingly, delayed microglia depletion was reported to improve SCI recovery^59,60^, suggesting that excessive or prolonged activation of microglia subsets may be detrimental, although sex-specific effects and use of different CSF1R inhibitors could also explain these observations.

Microglia per se form a border around necrotic tissue^16^. Our data show that microglia also control astroglial border formation around SCI lesions, presumably by regulating the expression of genes that control astrocyte survival, actin polymerization, proliferation and adhesion, and gliosis (e.g. *Apoe*^65^, *Tmsb4x*). Microglia modulate astrocyte fate and function through e.g. Psap-Gpr37l1 and Cadm1-Cadm1, which protect against oxidative stress^44^ and promote proliferation and adhesion to ECM proteins, respectively. Gene changes in astrocyte and NG2 cells that are microglia-dependent (e.g., *Tmsb4x, Il4, and Ntm*) could also control cell proliferation and endogenous repair mechanisms in these cells^23^. CellChat data also revealed that microglia normally produce ligands like osteopontin (Spp1), that can promote CNS regeneration and neuroprotection^45,46,66^.

Potential limitations of our study include the use of only female mice aged 10–12 weeks and possible off-target effects of PLX5622. Young female mice were used exclusively to eliminate morbidity and other logistical challenges associated with performing SCI in male and aged mice^67^. However, since microglia are sexually dimorphic^68^ and their transcriptional phenotype changes with age^69^, male vs. female and young vs. old cohorts should be compared in future studies. Such comparative studies might also have translational value since the SCI population is predominantly male and the median age at the time of injury has increased from 29 in the 1970s to 43 more recently^70^. Also, even though PLX5622 predominantly affects microglia (see Sup. Fig. 2), the drug could have “off-target” effects, including on monocyte-derived macrophages^71^. Despite these limitations, our results provide a robust foundational dataset for examining how biological factors (age, sex, injury level, and severity), environmental variables (diet, enrichment, stress), and potential experimental therapeutics, affect microglia-dependent repair mechanisms after contusion SCI.

In summary, our data reveal a central role for microglia in controlling SCI pathobiology and functional recovery and identify molecules and interactions that should be manipulated in future studies to repair the injured spinal cord.

## Methods

### Mice

All surgical and postoperative care procedures were performed in accordance with The Ohio State University Institutional Animal Care and Use Committee. Adult female (8–10 week old) female C57BL/6 J (WT) mice were purchased from Jackson Laboratories (RRID: ISMR_JAX:000664). Mice were age and weight-matched within experiments. Animals were housed under conventional ventilation conditions on a 12 h light-dark cycle with *ad libitum* access to food and water. Room temperature was between 20–26 °C and humidity was between 30–70%.

### Pharmacological microglia depletion

A colony-stimulating factor 1 receptor (Csf1R) antagonist, PLX5622 (formulated at 1200 mg/kg chow p.o; 290 ppm, Plexxikon) was used to pharmacologically deplete microglia. PLX5622 is an orally bioavailable, blood-brain barrier permeable compound that specifically inhibits Csf1R tyrosine kinase activity with 50-fold selectivity over four related kinases^51^. For all experiments using PLX5622, animals were randomly assigned to cages then cages were randomly assigned to a diet group using QuickCalcs (GraphPad software). Animals within a cage received the same diet. For dosing studies (Sup. Fig. 1a–e, h), uninjured mice received PLX5622 chow continuously for 3, 7, 14, or 21 days. For drug washout studies (Sup. Fig. 1f, g, h), mice received PLX5622 diet for 14 days, followed by 3 or 7 days of vehicle diet. Control mice received vehicle diet for 21 days. For initial contusion SCI studies (35 days post-injury (dpi) endpoint) (Fig. 1, Sup. Fig. 2, Sup. Fig. 3), mice continuously received either vehicle or PLX5622 diet from −14 dpi to 35 dpi. For crush SCI experiments, mice were continuously fed vehicle or PLX5622 from −14 to 14 dpi (L1 crush, Sup. Fig. 4a–r) or −14 to 28 dpi (T9 crush, Sup. Fig. 4s–v). For bulk RNAseq studies (7 dpi endpoint) (Fig. 2), mice received continuous PLX5622 or vehicle diet from −14 to 7 dpi. For SCI timeline studies (7, 14, or 21 dpi endpoint) (Sup. Fig. 5), mice were continuously fed PLX5622 or vehicle diet from −14 to 7 dpi, 14 dpi, or 21 dpi. For single-cell RNAseq studies (7 or 28 dpi endpoint) (Figs. 4–6, Sup. Figs. 6–14), mice were continuously fed PLX5622 or vehicle diet from −14 until the endpoint. For experiments using intraspinal injections, mice were continuously fed vehicle or PLX5622 from −14 to 7 dpi (Sup. Fig. 6) or 35 dpi (Fig. 3). To ensure experimenters were blinded to diet groups, mice were acclimated to diet-free cages before testing, and these cages were coded (e.g. ‘A’, ‘B’ ‘C’) prior to testing. Experimenters were also blinded to diet group for histology, tissue processing, image acquisition, and data analysis by coding the animals and tissue.

### LPS administration

To determine whether PLX5622 affected myeloid lineage cells other than microglia at baseline or following immune challenge, mice were fed vehicle or PLX5622 chow starting two weeks before receiving four consecutive daily i.p. injections of 1 mg/kg LPS (*E. coli*, serotype 055:B5, Sigma) or 0.1 M PBS^72,73^. Body weight was measured before and during LPS challenge to confirm bioactivity of LPS in each treatment group (Sup. Fig. 1p–z’). Mice were anesthetized using 1.5x the surgical dose of anesthetic (see above) 24 h after the last injection for flow cytometry or MethoCult assay (see below).

### Flow cytometry

#### Blood

Blood was collected via cardiac puncture with a 25 G syringe and transferred to blood collection tubes coated with EDTA. A 50 μl sample of whole blood per mouse was used for flow cytometry Sup. Fig. 1q–t).

#### Spleen

The spleen was rapidly dissected, weighed, and placed in a small volume of DMEM (Sup. Fig. 1r, u–w’). Spleens were minced with sterile dissection scissors and mashed through a 40 μm sterile cell filter using the plunger of a 3 ml syringe and rinsed with 10 ml of IMDM.

#### Bone marrow (BM)

Both femurs from each mouse were removed, cleaned, and placed in a small volume of DMEM. Pictures of representative bones were captured using an iPhone 6 s and pseudocolored in ImageJ (Sup. Fig. 1r, x–z**’**). Bone marrow cells were isolated by flushing bones with 10 ml of DMEM through a 40 μm sterile cell filter.

#### Sample processing

Samples were processed as described previously^74^. Briefly, blood, BM, and spleen samples were diluted 1:5 with NH_4_Cl red blood cell lysis buffer (StemCell Technologies, # 7850) and incubated for 5 mins at RT. Cells were centrifuged (300 x g for 4 mins) and resuspended in 0.1 M PBS. Cells were then incubated with 1:100 zombie green viability dye (BioLegend, 423112) for the exclusion of dead cells. Cells were washed then resuspended in flow buffer (0.1 M PBS with 2% FBS) containing rat anti-CD16/32 (1:200; BD Bioscience) for 10 mins on ice to block F_c_ receptors. Cells were then incubated with flow cytometry antibodies (**see Key Resources Table**) for 30 mins on ice, washed, and resuspended in flow buffer. 10 μl of liquid counting beads (BD Biosciences, 335925) were added to allow for quantification of absolute cell numbers (Sup. Fig. 1s, t, v, w, y, z). Samples were processed on a BD Fortessa flow cytometer (BD Biosciences) running FACS Diva software (v9.0) (BD) and analyzed using FlowJo (v10.8.1) (BD). OneComp ebeads (ThermoFisher, #01-1111-41) were used to set voltage intensities and compensation thresholds to remove spectral overlap. Unstained controls, isotype controls, and fluorescence minus one controls were used to identify background staining levels and determine gate placement. Doublets were excluded based on linearity of FSC-A and FSC-H. From singlets, live cells were identified as the Zombie-FITC^lo/-^ population. Neutrophils were designated Ly6G^+^Ly6C^+^ cells and monocytes were designated Ly6G^-^Ly6C^+^ cells. The gating strategy for blood samples (using the Veh + PBS mouse in Sup. Fig. 1r) is shown in Sup. Fig. 1q. This gating strategy was the same for spleen and bone marrow, but using tissue-specific controls to set the gates. CD11b and CD11c staining were also used to confirm cell identity.

### Methocult assay

The MethoCultTM 430 GF M3434 ex vivo culture assay (StemCell Technologies) was used to determine whether treatment with PLX5622 affected the ability of BM and spleen stem cells to differentiate into myeloid lineage cells under baseline conditions and during the immune challenge (Sup. Fig. 1w’, z’). This assay consists of a methocellulose media containing cytokines and growth factors to support the development of cell colonies from single hematopoietic stem/progenitor cells (HSPCs)^74^. After administering 1.5x surgical dose of anesthesia and preparing single-cell suspensions (as described above for flow cytometry), cells were counted with a hemocytometer and 7 500 BM cells were plated, and 200 000 splenocytes were plated. Each sample was cultured in a meniscus-free 6-well SmartDishTM 433 (StemCell Technologies) and placed in an incubator at 37 °C and 5% CO_2_. At 10 days after plating, colonies were quantified by standard inverted light microscopy using a StemGridTM 435 counting underlay (StemCell Technologies). Colonies were classified as blast forming unit-erythrocyte (BFU-E), granulocyte (CFU-G), monocyte (CFU-M), granulocyte/monocyte (CFU-GM), or granulocyte/erythrocyte/monocyte/ megakaryocyte (CFU-GEMM), based on colony composition and cell morphology.

### Spinal cord injury and post-operative care

#### T9 contusion

Mice were anesthetized using a cocktail of ketamine (80 mg/kg; i.p.) and xylazine (10 mg/kg; i.p.). For spinal contusion injuries, the ninth thoracic vertebra (T9) was identified based on anatomical landmarks and the lamina removed. Mice received a moderate (75 kdyne) contusion SCI using the Infinite Horizons impactor (Precision Systems and Instrumentation, LLC.)^75^. There were no differences in injury parameters between experimental groups.

#### L1 crush and T9 crush

For L1 crush, the T11 lamina was removed. A bilateral crush injury was performed at the first lumbar (L1) spinal level by inserting #4 Dumont forceps (Fine Science Tools #11241-30, with tip width narrowing from 0.4–0.2 mm) 2 mm ventrally into the vertebral column on both sides of the spinal cord then laterally compressing the spinal cord for 2 s without breaking the dura^41,76^. Injury level and dura integrity were confirmed at post-mortem dissection and using histology. The same method was applied to crush the spinal cord under vertebral level T9, except here the T9 lamina was removed.

#### Post-operative care

After SCI, the muscle was closed with 5.0 polyglactin dissolvable sutures, and the skin was closed with wound clips. Animals were injected with saline (2 ml, s.q.) and then placed into warmed cages (35 °C) until they recovered from anesthesia. To prevent dehydration and infection, mice were supplemented with daily saline (1-2 ml s.q.) and Gentocin (1 mg/kg s.q.) for the first 5 dpi. Because acutely spinal injured mice cannot rear to reach the food hopper in conventional cages, Vehicle or PLX5622 pellets were also placed in the cages for easy access. Bladders were manually voided twice daily for the duration of the experiments. Body weight and urinary pH were monitored weekly.

### Axon tracing

To trace corticospinal (CST) axons in mice with a T9 crush SCI (Sup. Fig. 4s–v’), mice were anesthetized with ketamine (80 mg/kg; i.p.) and xylazine (10 mg/kg; i.p.). A rectangular cranial opening (1.5 mm × 1 mm) was created above the sensorimotor cortex (Bregma: −0.3 to −1.8 mm, lateral: 1 mm to 2 mm) using a pneumatic drill and fine forceps. 1 μl (total) of biotinylated dextran amine (BDA; 10%) was injected at a depth of 0.6 mm into the sensorimotor cortex at three sites in the window area using a Nanoliter 2000 system. BDA injections were performed at 14 dpi, a time when CST axons are undergoing axon dieback and activated macrophages are evident in the degenerating CST^29^. After injection, the head was sutured closed and animals received 2 ml of saline s.c. and were kept on warmers (37 °C) until anesthesia recovery.

### BrdU

To label proliferating cells, mice were injected with the thymidine analog, 5-bromo-2′-deoxyuridine (BrdU) (50 mg/kg i.p. in 0.9% saline; Sigma-Aldrich #10280879001) daily from 1–7 dpi.

### Behavior

#### Open field locomotion

Two investigators, blind to the experimental condition, assessed mouse hindlimb function in open-field using the Basso Mouse Scale (BMS) for locomotion^77^. BMS testing was performed at −1 (baseline), 1, 3, 7, 10, and 14 dpi, and weekly thereafter until the experimental endpoint. BMS subscores were also assigned to quantify finer aspects of locomotion.

#### Horizontal ladder task

Three days before SCI, mice were trained to walk along a horizontal ladder as described previously^78^. This task requires mice to navigate across a horizontal ladder with rungs spaced 1.25 cm apart for 40 cm with a mirror below. Mice were video recorded from the side view and the underside view during the task. Mice were motivated to walk along the ladder by placing home cage bedding at the end. A paw falling below the rungs of the ladder during a step in the forward direction was counted as one mistake. The total number of mistakes was averaged across three trials per mouse. Baseline data were recorded beginning 2 d pre-SCI. SCI mice were tested on the horizontal ladder task at 3 weeks post-SCI, and then weekly thereafter until the experimental endpoint.

#### Mechanical allodynia

Mechanical sensitivity was assessed by measuring threshold responses to a calibrated von Frey rigid tip (IITC Life Science) as described previously^79^ (Sup. Fig. 1m). Mice were placed on a mesh platform in a clear compartment (8 cm × 12 cm × 5.5 cm) that allows unrestrained exploration, locomotion, and grooming. Animals acclimated to the testing environment for 30 mins before testing. The mid-line of the plantar surface of the left and right hind paws was probed three times with progressively increasing force intensities to determine the force that repeatedly elicits withdrawal of the hind paw from the calibrated rigid tip. The log_10_stimulus intensity (mg*10) was the force required to elicit consistent withdrawal of the hind paw. Measurements were taken on three different days and the data averaged over the three trials.

#### Thermal sensitivity

A hot plate task was used to assess thermal sensitivity^80^ (Sup. Fig. 1n, o). Briefly, mice were placed in a clear compartment (8 cm × 12 cm × 5.5 cm) that allows unrestrained exploration, locomotion, and grooming on a hot plate set to 25 °C. Mice were allowed to acclimate for 30 mins. The heat was set to increase to 50 °C over a period of 4 mins. The time and temperature at which mice reflexively raised one or both hind paws was recorded, at which time the mice were removed from the hot plate.

### Tissue processing

Mice were anesthetized with a lethal mixture of ketamine/xylazine (1.5 x surgical dose) then transcardially perfused with 0.1 M PBS followed by 4% paraformaldehyde. Spinal cords were removed, post-fixed in 4% PFA for 2 h then transferred to 0.1 M PBS overnight before being cryoprotected by incubation in 30% sucrose for 48 h. Images of representative spinal cords were captured on an iPhone 6 s (Sup. Fig. 5a). Spinal cords were blocked into 10 mm segments centered on the impact site with the dorsal columns facing up, then embedded in Tissue-Tek optimal cutting temperature medium (VWR International), and rapidly frozen on dry ice. Tissue sections were cut in series (10 μm thick, 10 slides per series) using a Microm cryostat (HM 505 E) and collected on SuperFrost Plus slides (Thermo Fisher Scientific). Contused thoracic spinal cord segments were cut along the coronal (rostral-caudal) axis. Crushed thoracolumbar spinal cord segments were cut along the horizontal (dorsal-ventral) axis. Slides were stored at −20 °C until immunostaining.

### Immunostaining

#### Fluorescence immunolabeling

Slides were dried at room temperature (RT) for 2 h, rinsed (0.1 M PBS) then blocked with 4% bovine serum albumin (BSA) and 0.3% Triton X-100 (BP^3+^) in PBS for 1 h at RT. Sections were incubated overnight with primary antibodies (**Key Resources Table**) at 4 °C in humidified chambers. After washing in 0.1 M PBS (3 ×4 mins), sections were incubated with secondary antibodies (**Key Resources Table**) diluted in 4% bovine serum albumin and 0.1% Triton X-100 (BP^+^) in PBS. Sections were washed again in PBS (3 × 4 mins), then coverslipped with Immumount (Thermo Fisher Scientific). For BrdU labeling, after the initial rinse but before blocking, slides were incubated with 2 N HCl for 25 mins at 37 °C.

#### Immunoperoxidase labeling

After the initial rinse slides were incubated at RT in methanol containing 6% H_2_O_2_ for 30 mins to quench endogenous peroxidase activity. After washing in 0.1 M PBS (3 ×4 mins), blocking and primary antibody incubations were performed as above. Sections were then incubated with biotinylated secondary antibodies for 1 h at RT. Bound antibody was visualized using Elite-ABC reagent (Vector laboratories) with ImPACT diaminobenzidine as a substrate (Vector Laboratories Cat #SK-4105). Sections were dehydrated through sequential 2 min incubations in 70%, 70%, 90%, and 100% ethanol solutions, followed by 3 ×2 min incubations in Histoclear. Slides were coverslipped with Permount (Thermo Fisher Scientific).

To visualize myelin, following immunoperoxidase development of neurofilament, slides were rinsed in dH_2_O and immersed in acetone for 8 mins. Samples were then rinsed in dH_2_O before incubation in eriochrome cyanine (EC) for 30 min at RT. Slides were washed in dH_2_O and differentiated in 5% iron alum and borax ferricyanide for 5–10 mins before dehydration and coverslipping. The injury epicenter in contusion SCI was defined visually as the section with the smallest visible rim of spared myelin.

### Pathology

#### General pathology

EC/neurofilament stained sections were digitized using a ScanScope XT scanner (Aperio; OSU Comparative Pathology and Mouse Phenotyping Shared Resource; College of Veterinary Medicine) and ImageScope software (Leica Biosystems). Lesion analysis was performed in ImageJ by inspecting sections 0.2 mm apart across a 4 mm segment extending from 2 mm rostral to 2 mm caudal from the lesion epicenter. Lesioned tissue within this region, delineated by neurofilament staining, was outlined in ImageJ using the polygon selection tool. Lesion volume was calculated by: Σ (area of lesioned tissue per section x distance between sections). Lesion length was the rostral-caudal distance spanned by sections containing lesioned tissue. Three-dimensional reconstructions of contusion SCI lesions were generated with M3D from MCID Elite Software. For lesion analysis in contusion SCI, spared myelin and/or spared neurofilament were outlined in ImageJ using the polygon selection tool, and expressed as a percentage of the section area. For crush SCI, the epicenter was defined as the horizontal section at the level of the central canal; the area of spared myelin was expressed as a percentage of EC^+^ tissue in a 2 mm-length area of tissue centered on the crush site.

#### Microglia

For contusion SCI, sections 0.2 mm apart extending from 2 mm rostral to 2 mm caudal to the epicenter were stained for P2RY12 and developed using immunoperoxidase staining. Sections were digitized using a ScanScope XT scanner (Aperio) and ImageScope (Leica Biosystems). For contusion SCI, the number of P2RY12^+^ cells was counted using Imaris and expressed as a percentage of the section area, which was outlined in ImageJ. For crush SCI, the area of microglia was expressed as a percentage of P2RY12^+^ tissue in a 2 mm-length area of tissue centered on the crush site.

#### MDMs

For contusion SCI, spinal sections 0.2 mm apart extending from 2 mm rostral to 2 mm caudal to the epicenter were stained for P2RY12 and the pan macrophage marker F4/80. Sections were imaged using a Leica TCS SP8 confocal microscope. Because MDMs are difficult to individually differentiate within the central lesion core at 35 dpi, the abundance of intraspinal P2RY12^-^F4/80^+^ MDMs in whole spinal cord sections was expressed as a percentage of the section area. For epicenter region of interest (ROI) analysis, 0.1 mm^2^ boxes were placed in the center of the section and over the ventromedial white matter. The area of P2RY12^-^F4/80^+^ staining in each ROI was selected using the threshold tool in ImageJ and expressed as a percentage of the ROI area. To assess the size of phagocytically active MDMs in remaining ventral white matter, sections were immunostained with P2RY12, CD68, and myelin basic protein (MBP). Images were captured using a Leica TCS SP8 confocal microscope. The spared ventral white matter was manually outlined as accurately as possible, and the surface area of individual P2RY12^-^CD68^+^ cells in this region were quantified using Imaris (total of 177–395 cells per animal). The average cell area in this region was calculated for each animal. For crush SCI, the area of F4/80^+^ cells in horizontal sections at the lesion epicenter were manually outlined in ImageJ, and expressed as a percentage of F8/80^+^ tissue in a 2 mm-length area of tissue centered on the crush site.

#### Cell proliferation

Sections were immunostained for GFAP, NG2 and BrdU then imaged using a Leica TCS SP8 confocal microscope. GFAP^+^BrdU^+^ and NG2^+^Brdu^+^ double-labeled cells were counted 0.6 mm rostral and caudal to the epicenter and at the epicenter using Imaris v8.0 (Bitplane Scientific Software), or only at the epicenter section for crush SCI. For this, GFAP/BrdU and NG2/BrdU co-localization channels were built based on absolute staining intensity, and touching objects were split. The channel was converted into a surface and thresholds set based on cell area and encapsulation of a BrdU^+^ cell nucleus by GFAP or NG2. NG2^+^ macrophages were excluded using morphological criteria^81^.

#### GFAP intensity analysis

To quantify the intensity of GFAP labeling, horizontal sections from mice with crush SCI were immunostained for GFAP. Sections were imaged using a Leica TCS SP8 confocal microscope and converted to 8-bit format. With the rostral side oriented left, a rectangular box centered over the crush site was drawn on the image. The box was 1.5 mm wide along the rostral-caudal axis and as high as the pia mater; care was taken not to include background pixels. The grayscale profile along the horizontal axis was plotted in ImageJ and the data was exported to Microsoft Excel.

#### Neurons

To estimate the number of neurons in horizontal sections of crushed spinal cords, sections were immunostained for neuronal nuclei (NeuN). Four, 500 μm wide regions of interest (ROI) were overlaid on the section (ROI #1–4), with ROI 1 starting at the lesion edge which was delimited by dense astrogliosis. ROI #2–4 started at the end of the previous ROI, covering a total distance of 2 mm from the lesion edge. NeuN^+^ cell bodies in each ROI were manually counted.

#### Lipid phagocytosis

Oil Red O stain was used to measure phagocytosed lipid debris. Sections were rinsed in dH_2_O and 70% ethanol each for 2 min before being placed in a saturated solution of Oil Red O (catalog # O0625-25G; Sigma-Aldrich) dissolved in 70% ethanol at 60 °C for 30 min. The tissue was differentiated in ethanol, washed in distilled water, and then coverslipped with Immumount (Thermo Fisher Scientific). The area and number of phagocytosed lipid clusters were manually quantified in ImageJ.

#### Axon dieback

Tiled montages of horizontal sections stained for BDA, GFAP, and F4/80 (depth of ~280 μm) were captured using a Leica TCS SP8 confocal microscope. Retraction of BDA^+^ dorsal CST axons from the T9 crush lesion edge (identified by GFAP labeling), was measured in one horizontal section per mouse in ImageJ. Higher magnification images of BDA + axons were also captured.

### MDM reprograming

Pilot studies were performed to optimize the dose and route of administration of MDM-reprograming factors that yields a robust MDM response in the microglia-depleted injured spinal cord. At 2 dpi, mice were injected intraspinally with 1 μl of sterile saline containing 50 ng of recombinant mouse Ccl2 (rCcl2, R&D systems, 479-JE-05) and/or 500 ng of a Tlr2 agonist (Pam2CSK4, tlrl-pm2s-1 InvivoGen; Tlr2 ag)^29^ at a rate of 300 nl/min using a Nanoliter 2000 system. These times were chosen based on the peaks of endogenous intraspinal Ccl2^27^ and Tlr2 expression^28^. To target the central gray matter, stereotaxic injections were made at a depth of ~0.6 mm at the midline in the center of the injury. After microinjection, muscle layers were sutured with 4-0 nylon suture and the skin was closed with surgical staples. Post-operatively, animals received 1 ml of subcutaneous saline, were kept warm on a heating plate during recovery from anesthesia, with free access to food and water. At 3 dpi, mice were also injected i.p. with Tlr2 ag (50 μg/kg i.p.) or sterile PBS. Pilot animals were perfused at 7 dpi. Pilot studies determined that injections of rCCL2 i.s., Tlr2 ag i.s. and i.p. elicit an immune response in microglia depleted animals that is the most similar to the normal inflammatory response (compare column 1 vs. column 7 in Sup. Fig. 6b, c), so this combination was chosen for the 35 dpi study.

For the 35 dpi study, mice received vehicle or PLX5622 diet from −14–35 dpi and either rCCL2 and Tlr2 ag i.s. (or saline) at 2 dpi and Tlr2 ag i.p. (or PBS) at 3 dpi. Mice received a 75 kdyne contusion SCI as described above. Post-operative care, behavioral analysis (BMS and horizontal ladder), and pathology were performed as described above.

### Bulk RNA sequencing

#### Groups

Female mice (*n* = 34 per group) were fed Vehicle or PLX5622 (1200 mg/kg chow) from −14 to 7 days post-surgery. Mice in each diet group received either a T9 laminectomy (sham) or 75 kdyne T9 contusion SCI.

#### Tissue dissociation

Mice were euthanized with 1.5x the surgical dose of ketamine and xylazine then perfused transcardially with DEPC buffer until the liver and blood were cleared. A 1 cm piece of spinal cord (centered on the T9 laminectomy site) was quickly dissected and homogenized in 1 ml of TRIzol reagent (ThermoFisher). RNA was extracted according to the manufacturers instructions. Briefly, the tissue lysate was centrifuged at 4 °C for 5 mins at 12,000 g. The supernatant was incubated for 5 mins to dissociate nucleoproteins. Samples were incubated with 0.2 ml of chloroform for 2.5 mins then shaken vigorously for 15 sec. Samples were centrifuged at 4 °C for 15 mins at 12 000 g. The aqueous phase was collected and mixed with 0.5 ml of isopropanol with 2 ul of glycogen then stored at −20 °C. Samples were centrifuged (4 °C, 5 mins, 12,000 g) and the pellet was resuspended in 75% ethanol. The sample was vortexed, centrifuged (4 °C, 5 mins, 7500 g), the supernatant removed and pellet dried for 5–10 mins. The pellet was resuspended in 20 μl RNAse-free water and warmed to 55 °C. RNA yield was determined using Nanodrop. RNA was purified using the QIAGEN RNeasy spin column steps according to manufacturers instructions. RNA quality and final yield was then measured using a RNA 6000 NanoAssay by Chip. Samples with RIN > 7 were included for analysis (average RIN = 8.6). Samples were stored at −80 °C until sequencing.

#### Sequencing and analysis

RNA-seq was carried out by the UCLA Technology Center for Genomics and Bioinformatics. In brief, the library was prepared using Nugen Ovation RNA Ultra Low Input (500 pg) + Kapa Hyper. The quantity and quality of cDNA were assessed using an Agilent 2100 Expert High Sensitivity DNA Assay. cDNA samples were sequenced at UCLA Technology Center for Genomics and Bioinformatics. Reads were aligned to the mouse GRCm38 reference genome using STAR (v.2.4.0). Read counts for RefSeq genes (mm10) were generated by HTSeq v.0.6.1. Low-count genes were filtered and fragments per kilobase per million mapped reads (FPKM) values were generated. In total, 17,939 genes were identified. Differentially expressed genes were identified using the DESeq2 package in R Studio (v3.6.3) and verified using Gene Network Analyst 3.0^82^. Significantly increased or decreased genes had an adjusted *p* value of <0.05 and a LogFC cutoff of < −1 (decreased) or >1 (increased) (https://www.networkanalyst.ca/). GO analysis was performed separately for up- and downregulated gene lists using Web-based Gene Set Analysis Toolkit (WebGestalt), with the Gene Ontology Reference Genome set as the reference gene list^25^. The Bioinformatics and Evolutionary Genomics server (http://bioinformatics.psb.ugent.be/webtools/Venn/, Ghent University) was used to create gene Venn diagram in Fig. 2k. Genemania was used to construct the network diagrams (Fig. 2l–n), with co-expression and predicted functional interactions selected as linkages.

### Single-cell RNA sequencing

#### Groups

Mice were fed Vehicle or PLX5622 (1200 mg/kg chow) from two weeks before surgery until the experimental endpoint of 7 or 28 days post-surgery. Mice received either a T9 laminectomy (sham) or 75 kdyne T9 contusion SCI. Samples from 3-4 mice in the same group were pooled to yield data representative of the group.

#### Tissue dissociation

Mice were euthanized with 1.5x the surgical dose of ketamine and xylazine. A 1 cm piece of unperfused, fresh spinal cords (centered on the T9 laminectomy site) was quickly dissected. Tissue was dissociated to a single cell suspension using a gentleMACS dissociator (Miltenyi) and mouse adult brain dissociation kit (Miltenyi, 130-107-677). Dissociated cells were passed through a sterile 70 μm filter to remove large particulate debris. Myelin debris was removed using myelin removal beads (Miltenyi, 130-096-733). Dead cells were removed using Viahance dead cell removal (BioPAL, #CP-50VQ02). Cells were diluted to 1000 cells/μl. This method optimized cell viability, allows comparison of leukocyte profiles present in both sham and SCI conditions, and enriches for resident glia and peripheral immune cells but does not enrich for neuronal populations^83^.

#### Sequencing

The single-cell suspension and Chromium Single Cell 3’ V3 reagents (10X Genomics) were loaded into chips to collect individual cells encapsulated by gel beads in emulsion (GEMs) using the 10X Chromium Controller. cDNA and library amplification for an optimal signal was 13–16 cycles. Sequencing was conducted on HiSeq4000 (Novogene). Fastq sequence files were de-multiplexed, aligned, and annotated using the mouse ENSMBL database and Cell Ranger v3.0 software. Gene expression was counted using unique molecular identifier barcodes, and gene-cell matrices were constructed.

#### Analysis

Data processing and visualizations of the scRNA-seq data were performed using the Seurat package (v.3.2.0) in R (3.6.3)^84^. 

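The 6 libraries hold 21270 barcodes with 24062 features each, and none of the features is a mitochondrial gene. The sham, 7 dpi and 28 dpi libraries hold 1916, 7439 and 9848 barcodes for vehicle and 594, 533 and 940 for PLX5622.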

Our initial dataset contained 23,696 cells with data for 24,062 genes in total. For the initial quality control filtering, we removed individual cells that having greater than 20% mitochondrial RNA, cells detecting less than 200 genes or more than 3,000 genes, and genes that were detected in less than three cells. 

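The 254 barcodes that are in the libraries and not in the count table are the 254 with fewer than 200 genes. The count table still holds 718 cells with more than 3000 genes, 3.42% of its cells, and 20298 with 3000 or fewer. With no mitochondrial gene among the features, the share of mitochondrial RNA per cell was not recomputed here.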

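The count table holds whole UMI numbers for 21016 cells and 16003 genes. They equal those of the library files except for 7551 entries that are lower in the table, by 9153 UMIs in all.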

After applying the quality control criteria, 21,016 single cells and 16,003 genes remained and were included in downstream analyses. Data were scaled to 10,000 transcripts per cell, and transformed to log space. The canonical correlation analysis (CCA) integration method of Seurat was used to correct batch effects. Highly variable genes in the dataset were computed based on dispersion and mean. Principal component analysis (PCA) was performed on the top 2000 variable genes. The top 30 PCs were used to build a k-nearest-neighbors cell–cell graph with k = 20 neighbors. Clusters were identified by the use of the Louvain graph-clustering algorithm with a resolution set to 0.15. The entire dataset was projected onto the two-dimensional space using uniform manifold approximation and projection (UMAP) dimensionality reduction on the top 30 principal components. For each cell cluster, we assigned the cell-type labels using statistical enrichment for sets of marker genes, and manual evaluation of gene expression for small sets of known marker genes. For example, the major cluster designated “microglia” had enriched expression of *P2ry12, Siglech, and Tmem119*, whereas the major cluster designated “MDMs” was enriched for *Gpnmb, Spp1, and Fabp5*^49,83,85–90^. The sub-clustering within cell types was performed based on standard scree plot methods to determine the variability accounted for by each PC. Although some cell clusters (e.g. astrocytes, endothelial cells) contained relatively few cells, a bootstrap analysis, extrapolating to 10,000 cells, confirmed the robustness of clustering and our conclusions. We computationally selected individual cell types for between-group analysis. Significance of difference in violin/scatter plots was determined using a Wilcoxon Rank Sum test with Bonferroni correction. Significantly increased or decreased genes had an adjusted p value of < 0.05 and the Seurat command “logfcthreshold” was 0.176 (1.5-fold change). DEG lists esported as.csv files were entered into GraphPad Prism for creation of volcano plots. Functional gene set enrichment analysis to identify gene ontology terms was performed using Web-based Gene Set Analysis Toolkit (WebGestalt), with the Gene Ontology Reference Genome set as the reference gene list^25^.

### Prediction and quantification of cell-cell communications using CellChat

The cell-cell communications were predicted using the R package CellChat v 1.0.0^43^. Specifically, we isolated the microglia, MDM, and astrocyte clusters from our scRNA-seq datasets within each of the six experimental conditions, i.e., Control Sham, Control 7 dpi, Control 28 dpi, PLX5622 Sham, PLX5622 7 dpi, and PLX5622 28 dpi. Library-size normalization and log-transformation with a pseudocount 1 were performed on each gene expression matrix by the normalizeData function in CellChat. We then loaded a gene expression matrix and its associated cell meta data to create a CellChat object for each of the six experimental conditions using the createCellChat function. We set the ligand-receptor interaction database as CellChatDB.mouse and filtered genes in each CellChat object by retaining the signaling genes to reduce computational load. Overexpressed genes and overexpressed ligand-receptor interactions were identified using the identifyOverExpressedGenes and identifyOverExpressedInteractions functions. Then, we calculated the cell-cell communication probability by the computeCommunProb function. Finally, we filtered out the cell-cell communications if only a few cells (10 by default in CellChat) were in certain cell types. The cell-cell communications among different cell types within each experimental condition were visualized using the Chord diagrams.

### Trajectory inference

To better understand the trajectory of microglia and MDMs after SCI, these objects were extracted then merged in Seurat v4.1.1. Based on the expression matrix and metadata in the Seurat object, a new Monocle object was created in Monocle 3 v 1.0.0^91^. PCA dimension reduction and batch effect removal were performed. UMAP embeddings were generated, with the minimum distance set to 0.1 and 20 set as the number of neighbors. Cells were clustered and the trajectory graph learned. Root cells were determined, and all cells were ordered based on the root cells. Trajectory plots were generated with labels pseudotime, cell types, samples, and marker genes. For prediction of ‘intermediate cells’ (CNS macrophages), the pseudotime value was extracted for each cell, and density curves were generated in ggpubr v0.4.0 for microglia and MDMs, respectively, in the same plot. Based on density curves, we regard pseudotime with the lowest density between 10 and 20 as intermediate cells. Please note that values of the y-axis in the density plot indicate the estimated density instead of the occupied proportion of the two cell types. Data, code and plots are available at https://github.com/OSU-BMBL/Spinal-cord-scRNAseq.

### Statistics and reproducibility

GraphPad Prism (v 8.0.2) was used for general data visualization and statistical analyses. BMS and horizontal ladder data were analyzed using two-way repeated-measures ANOVA with Bonferroni post-hoc tests. Two-sided Student’s t-tests were used to compare differences in one variable between two groups, One-way ANOVA with Bonferroni post-hoc tests were used to compare one variable between three or more groups. Two-way ANOVA with Bonferroni post-hoc tests was used to compare two variables between two or more groups. Linear regression was used to determine the relationship between tissue pathology and functional recovery. All data are shown as mean and SEM, with statistical significance, determined at *p* < 0.05. Sample sizes were determined a priori from historical data using behavioral measures as the primary outcome, with power (1-β) set to 0.8 and α = 0.05. Bulk and single-cell RNA sequencing experiments used groups of mice with sample sizes determined to be sufficient by previous studies^18^. Data in Fig. 1 were successfully reproduced in Fig. 3 and in Sup. Fig. 5, and in two different SCI models in Sup. Fig. 4. Data in Fig. 3 (rCCL2 and TLR2 ag) were successfully reproduced in Sup. Fig.`Yyyyy 6. Microglia depletion data **in** Sup. Figs. 1, 2, and 5 were successfully reproduced twice in quality control experiments for each batch of PLX5622 diet received. Data in Sup. Fig. 2 were successfully reproduced in Sup. Fig. 5. Bulk and single-cell RNA sequencing experiments in Figs. 2, 4–8 and Sup. Figs. 7–15 used 3-4 mice per group and were not replicated due to cost and logistics. Figures were prepared in Adobe Illustrator (v 25.2.3) and graphical images created with Biorender.com.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data are provided with this paper and deposited to the Open Data Commons for Spinal Cord Injury (ODC-SCI) Accession: 695, 10.34945/F5B012, Gene expression data for bulk and single-cell RNA sequencing experiments are available on Gene Expression Omnibus (GEO) (GSE196928).

## Source data

Source Data

# Supplementary material for: Microglia coordinate cellular interactions during spinal cord repair in mice
**Source:** Nat Commun. 2022 Jul 14;13:4096. doi: 10.1038/s41467-022-31797-0
**Supplement:** Supplementary file 1 — Supplementary Information

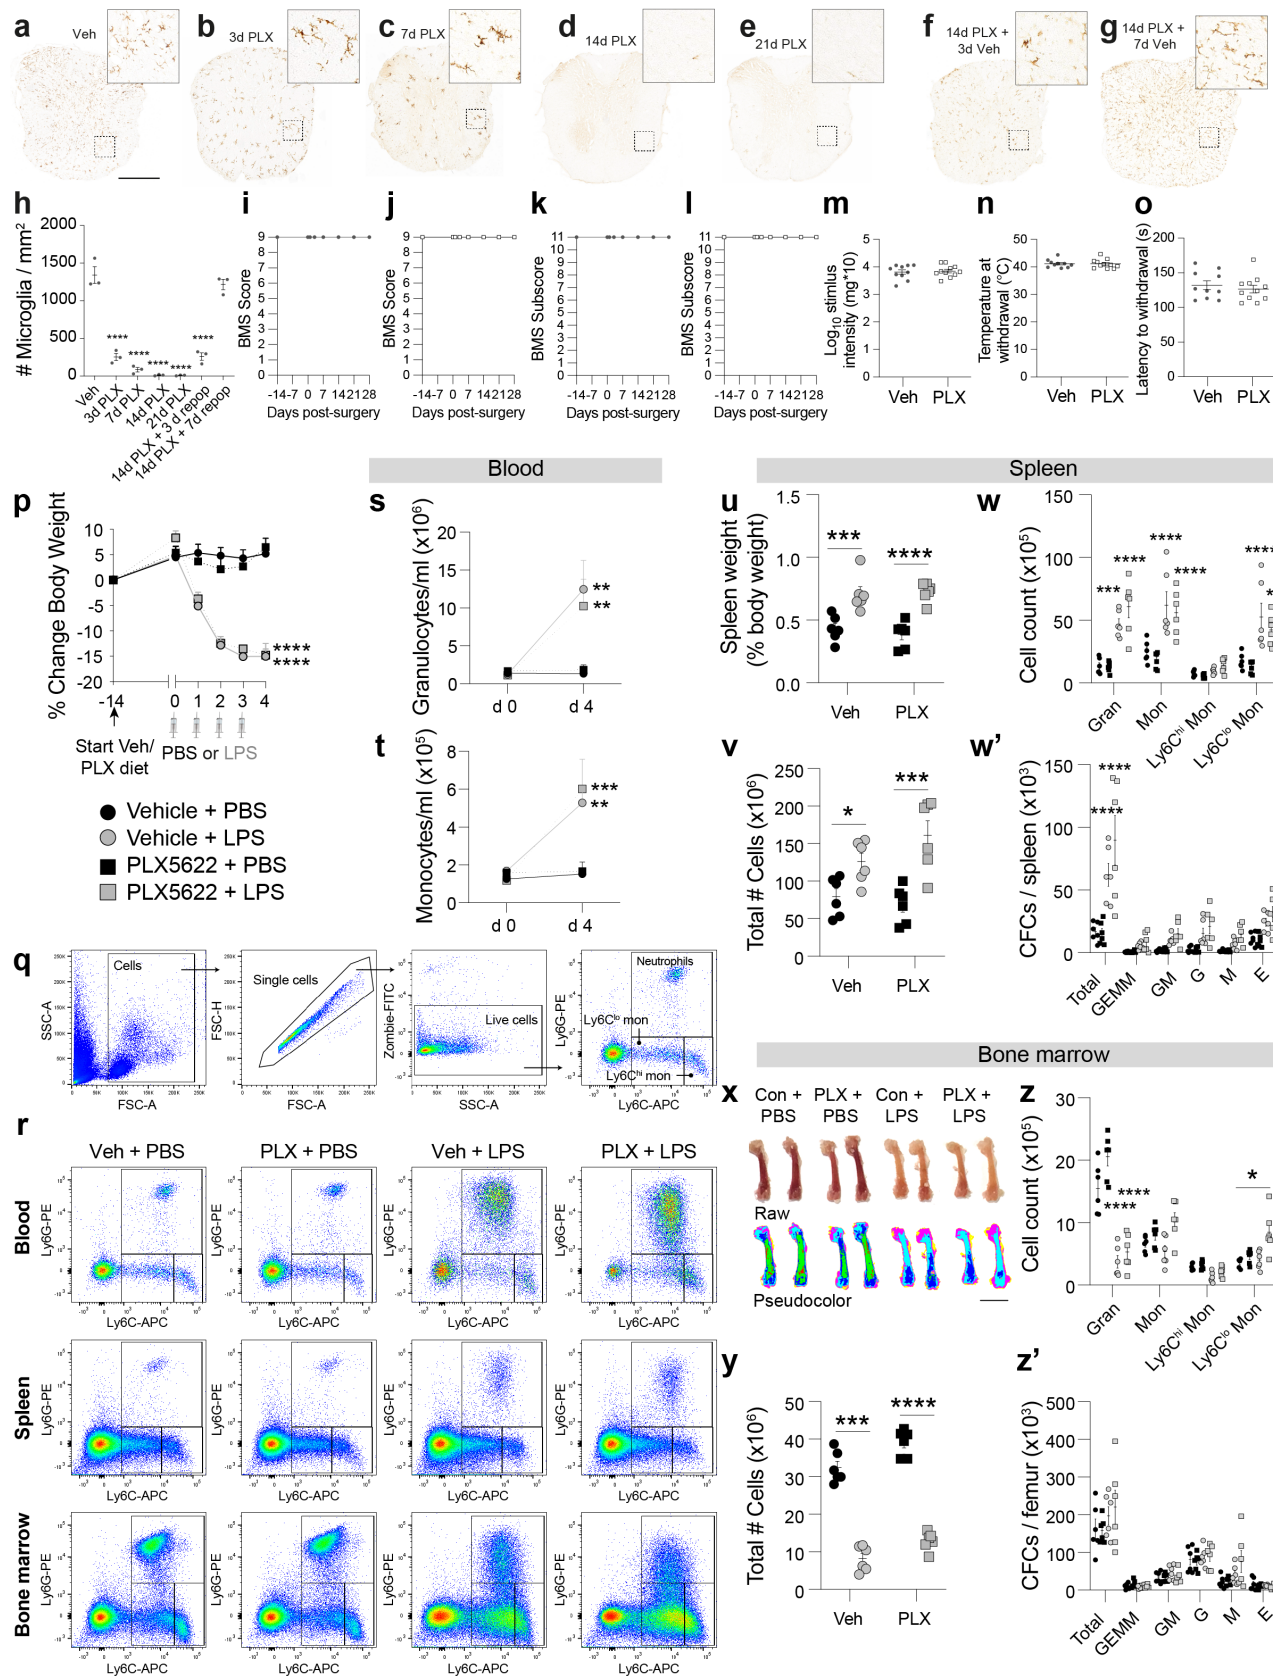

**Supplemental Figure 1: PLX5622 depletes microglia.** **a-e:** Representative thoracic (T7) spinal cord sections stained for P2RY12 after feeding vehicle diet (**a**), PLX5622 for 3 d (**b**), 7 d (**c**), 14 d (**d**), or 21 d (**e**) and microglia quantification (**h**). Scale bar (in **a**) = 500  $\mu$ m. **h:** One-Way ANOVA with Bonferroni post-hoc tests comparing each group to the Vehicle group; n=3 mice per group; mean  $\pm$  SEM \*\*\*\*p<0.0001. **i-o:** Continuous feeding of PLX5622 chow for six weeks (-14-28d) does not impair motor function or sensory function in sham-operated mice as measured by open field (BMS) testing (**i-l**), Von Frey hair testing (p=0.73) (**m**) and hot plate testing (**n**, p=0.46, **o**, p=0.96) **i-l:** Two-Way ANOVA, n=6 mice/group. **m-o:** Student's two-sided t tests, n=9-11 mice/group; mean  $\pm$  SEM. **p-z:** PLX5622 diet does not affect innate immune cells at rest or in response to LPS. **p:** Mice were continuously fed vehicle or PLX5622 diet for two weeks then challenged with 4 consecutive daily doses of LPS (LPSx4) or PBS. All LPS-injected mice lost ~15% body weight. Blood was collected prior to injections and after the fourth injection. **q, r:** Gating strategy (**q**) and representative plots (**r**) for data in **s, t, v, w, y, z**. Mobilization of granulocytes (**s**) and monocytes (**t**) into the blood after LPSx4. **u-w:** Mice have splenomegaly (**U**), increased total splenocytes (**v**) and blood leukocytes (**w**) after LPSx4 regardless of diet. **w':** The colony-forming cell (CFC) assay showed that splenic hematopoiesis is unaffected by PLX5622. **x, y:** LPSx4 reduces bone marrow cellularity regardless of diet. Scale bar (**x**) = 0.5 cm. **z, z':** PLX5622 increases the number of Ly6c<sup>lo</sup> monocytes retained in the BM following LPSx4 challenge (**z**) but does not affect bone marrow hematopoiesis in CFC assay (**z'**). **p, s, t:** Two-way repeated measures ANOVA with Tukey post-hoc tests; **u-w', x-z':** Two-way ANOVA with Tukey post-hoc tests; n=6 mice/group, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001, mean  $\pm$  SEM. **w', z':** E=Burst-forming unit-erythroid; G=Colony-forming unit-granulocyte; GEMM=Colony-forming unit-granulocyte, erythrocyte, macrophage, megakaryocyte; GM=Colony-forming unit-granulocyte-macrophage. **Related to Figures 1-8.**

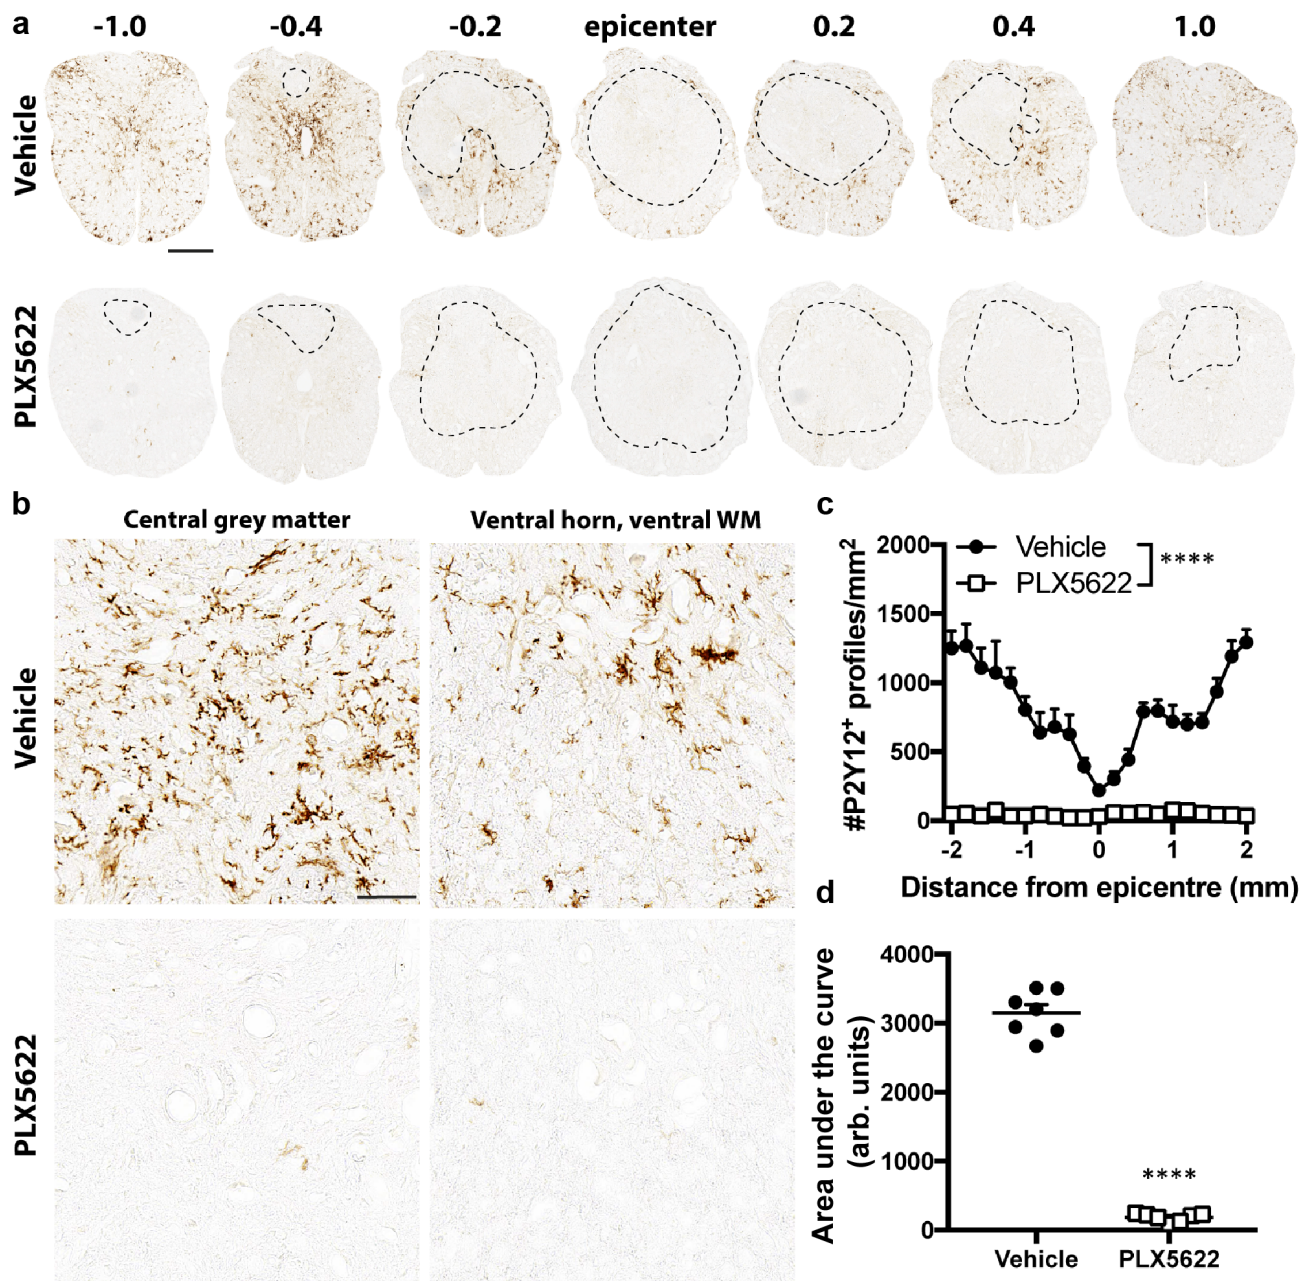

**Supplemental Figure 2: PLX5622 depletes microglia in SCI.** **a:** At 35 dpi, intraspinal microglia were identified by immunostaining for P2RY12 (brown). Rostral is left. The frank lesion core is lineated by a black dotted line. In mice fed vehicle (top row), P2RY12<sup>+</sup> cells were observed at the lesion margins and in the spared white matter, decreasing in abundance toward the epicenter. In mice fed PLX5622 (bottom row), P2RY12<sup>+</sup> cells were rarely observed. Scale bar = 300  $\mu$ m. **b:** High power magnification showing the morphology of P2RY12<sup>+</sup> cells 2 mm rostral to the lesion epicenter in each group. Microglia within 2 mm of the lesion epicenter adopt an amoeboid-shaped morphology. Scale bar = 50  $\mu$ m. **c, d:** Quantification (**c**) and area under the curve analysis (**d**) confirmed robust depletion of microglia in mice fed PLX5622. **c:** Two-way ANOVA with Bonferroni post-hoc tests; **d:** Student's two-sided t test; n=7 mice per group; mean + SEM; \*\*\*\*p<0.0001. **Related to Figure 1.**

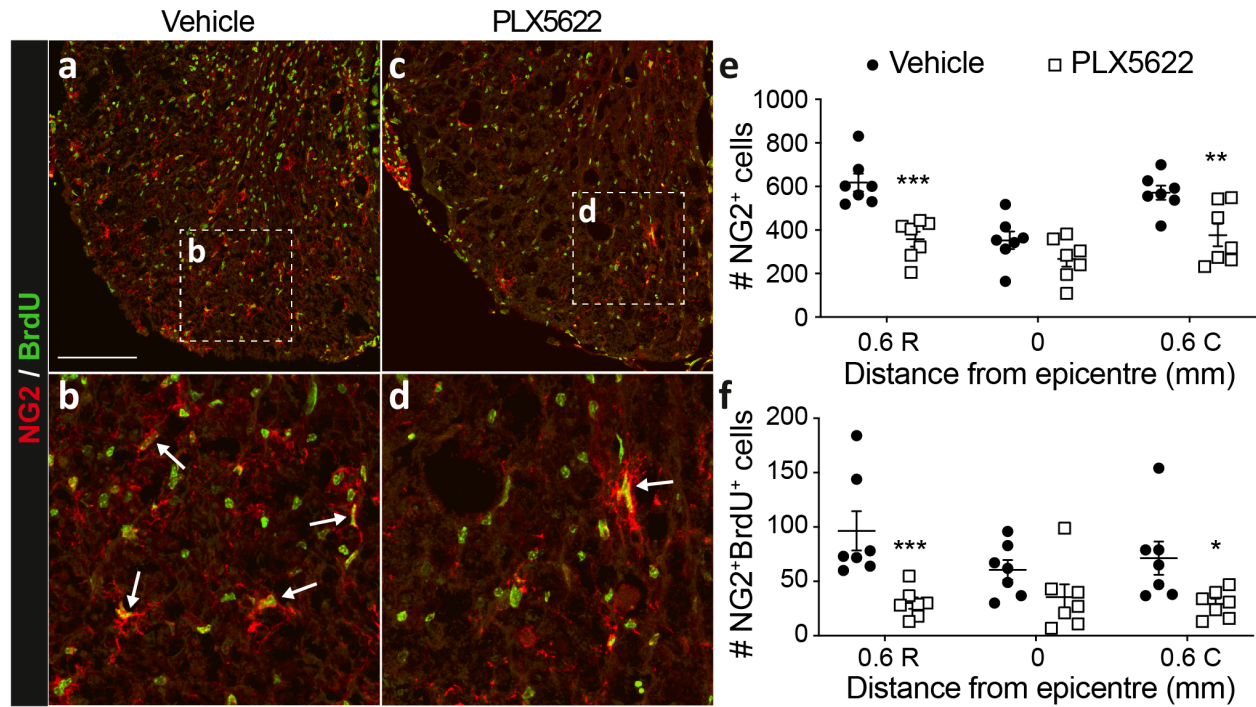

**Supplemental Figure 3: Microglia depletion reduces NG2<sup>+</sup> glia presence and proliferation.** **a-d:** Representative images of NG2 and BrdU co-staining in the white matter 0.6 mm rostral to the lesion epicenter. White arrows point to examples of proliferating NG2 glia. Scale bar = 100  $\mu$ m. **e, f:** Quantification of total NG2<sup>+</sup> cell counts per section (**e**) and NG2<sup>+</sup>BrdU<sup>+</sup> cell counts per section (**f**) shows fewer numbers of total and proliferating NG2 glia rostral and caudal to the lesion epicenter in mice with no microglia. R, rostral, C, caudal. **e, f:** Two-way ANOVA with Bonferroni post-hoc tests; n=7 per group; mean  $\pm$  SEM; \* $p$ <0.05; \*\* $p$ <0.01; \*\*\* $p$ <0.001. **e:** 0.6 mm Rostral,  $p$ =0.0001, 0.6 mm caudal,  $p$ =0.0043, **f:** 0.6 mm rostral,  $p$ =0.0009, 0.6mm caudal,  $p$ =0.0487. **Related to Figure 1.**

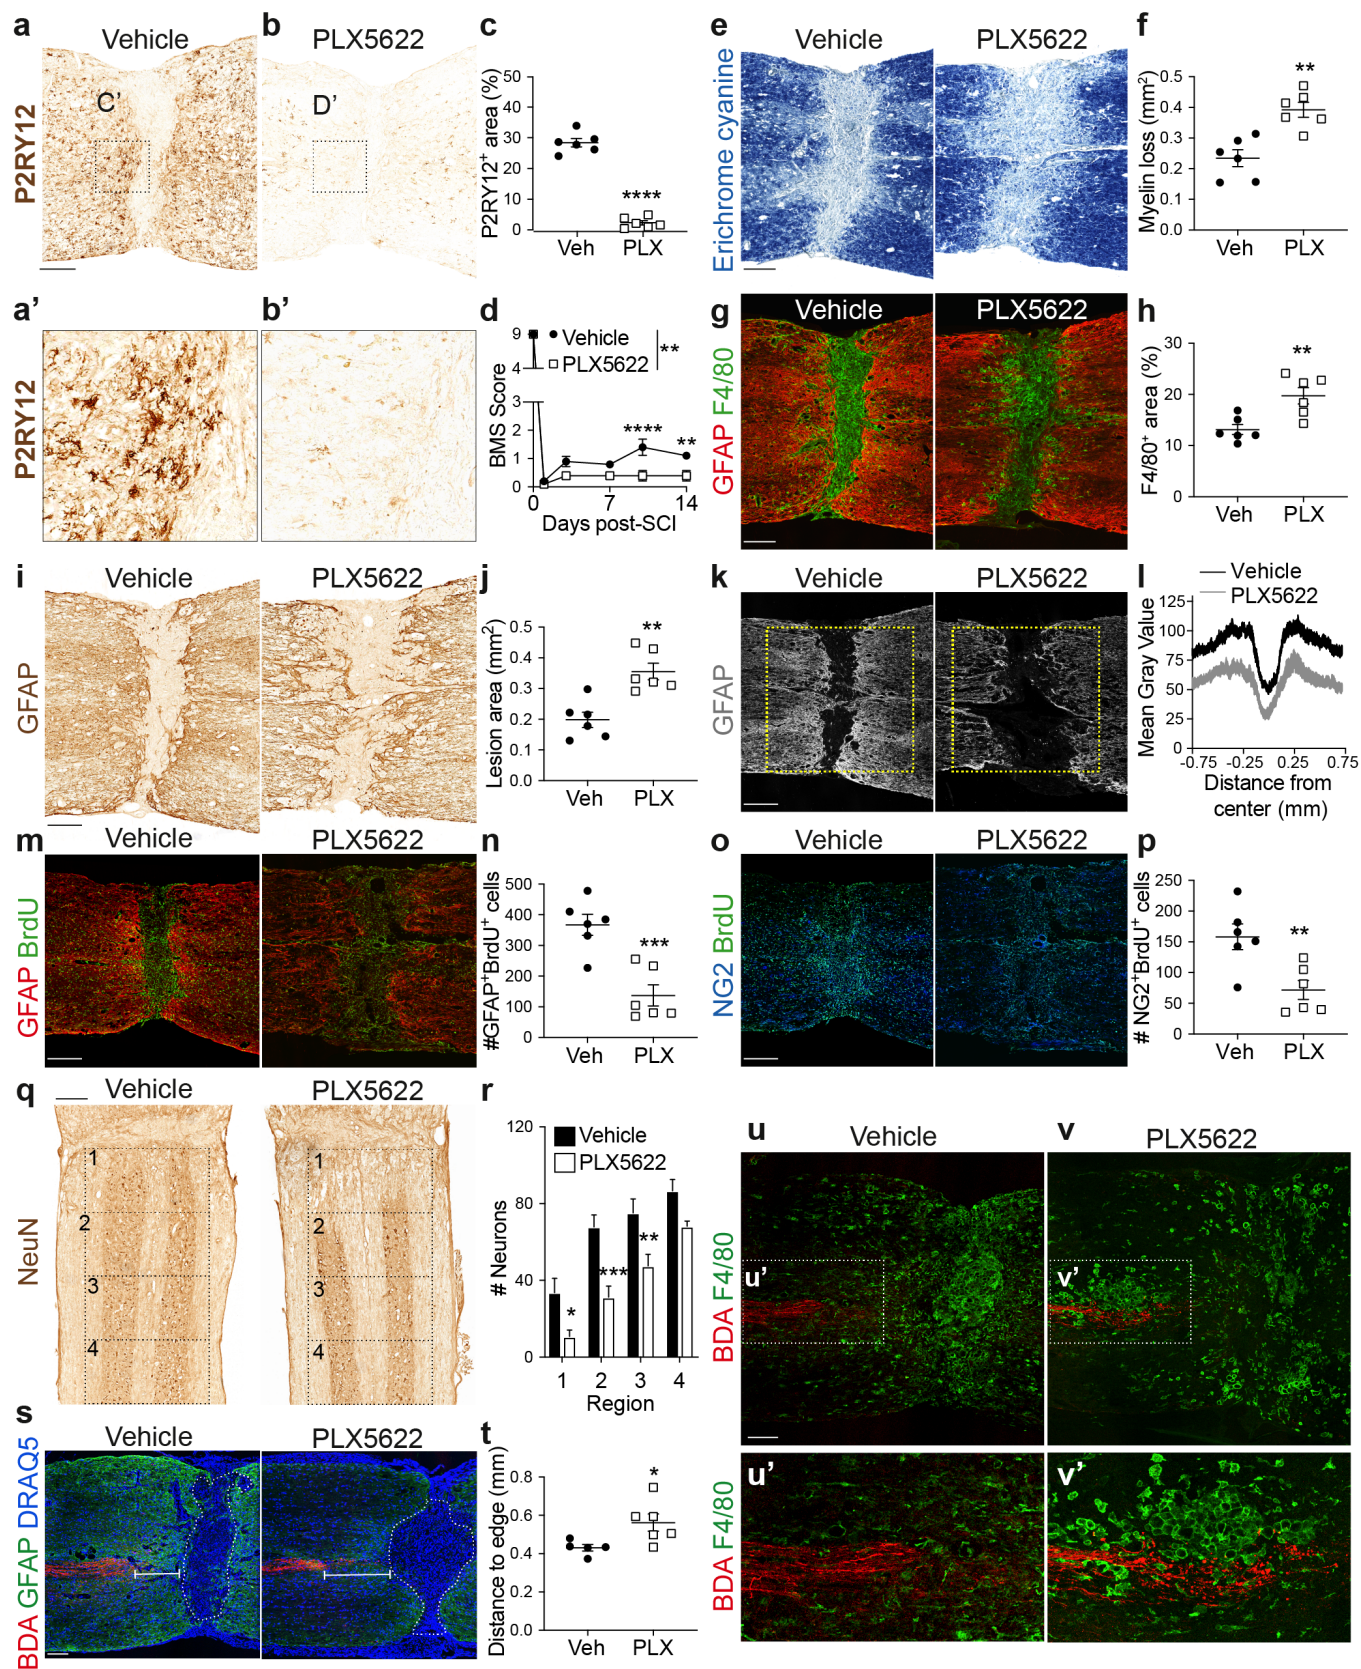

**Supplemental Figure 4: Microglia depletion worsens outcomes from crush SCI.** Mice were fed vehicle or PLX5622 from 14 d before injury until 14 d post L1 forceps-crush SCI. **a-c**: Representative horizontal sections (**a**, **b**) and quantification (**c**) showing PLX5622 depletes spinal cord microglia. Scale bar = 250  $\mu$ m. **d**: BMS scoring shows worse recovery in mice with microglia depletion. **e**, **f**: Representative horizontal sections (**e**) and quantification (**f**) showing increased demyelination in spinal cords without microglia. Scale bar = 225  $\mu$ m. **g**, **h**: Representative images (**g**) and quantification (**h**) showing spinal cords without microglia have more widespread area of F4/80<sup>+</sup> cells beyond the lesion margins. Scale bar = 200  $\mu$ m. **i-l**: Microglia depletion impairs astroglial border formation and increases lesion area based on GFAP immunoperoxidase staining (**i**, **j**) and immunofluorescent staining (**k**, **l**). Scale bar (**i**) = 225  $\mu$ m, (**k**) = 345  $\mu$ m. **m-p**: Microglia depletion is associated with reduced astrocyte proliferation (**m**, **n**) and NG2 cell proliferation (**o**, **p**). Scale bar (**m**, **o**) = 320  $\mu$ m. **q**: Representative images showing staining for NeuN at 14 dpi. Scale bar = 250  $\mu$ m. **r**: Quantification of NeuN<sup>+</sup> cell bodies shows reduced numbers of NeuN<sup>+</sup> cells near the lesion in the injured spinal cord without microglia. **s-v**: In a separate experiment, mice received a T9 forceps-crush SCI, injected with an anterograde tracer (biotinylated dextran amine, BDA) into the motor cortex at 14 dpi and perfused at 28 dpi. **s**, **t**: Representative images (**s**) and quantification (**t**) showing increased BDA<sup>+</sup> corticospinal tract axon dieback from the lesion edge when microglia are absent. Scale bar = 167  $\mu$ m. **u**, **v**: F8/80<sup>+</sup> macrophages were often observed away from the lesion core and clustering around degenerating BDA<sup>+</sup> corticospinal axons in spinal cords without microglia. Scale bar = 186  $\mu$ m. **c**, **f**, **h**, **j**, **n**, **p**, **t**: Student's two-sided t-test; **d**: Two-way repeated measures ANOVA with Bonferroni post hoc tests; **r**: Two-way ANOVA with Bonferroni post hoc tests; n=6 mice per group; **t**: Student's two-sided t-test; n=5-6 mice/group; all data are mean and SEM; \*p<0.05; \*\*p<0.01; \*\*\*p<0.001. \*\*\*\*p<0.001. **Related to Figure 1.**

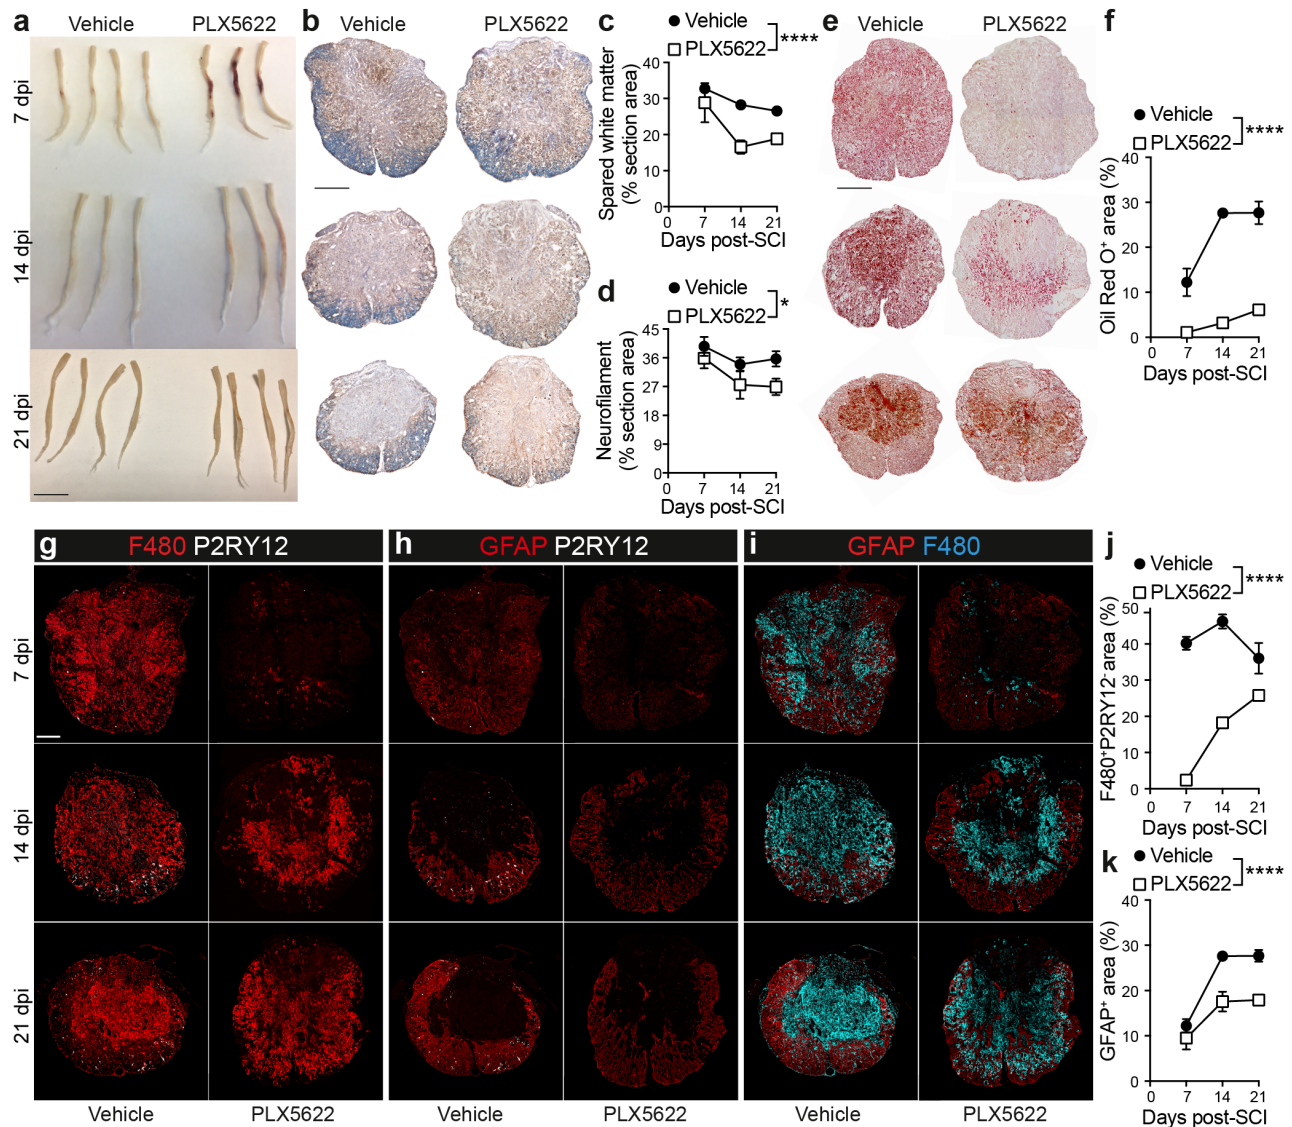

**Supplemental Figure 5: Microglia depletion increases tissue pathology in subacute SCI.** **a:** Gross spinal cord images at 7, 14 and 21 dpi. Scale bar = 1 cm. **b-d:** EC (blue) and neurofilament (brown) staining (**b**) and quantification of spared white matter (**c**) and neurofilament (**d**) at the lesion epicenter. **b, e:** Scale bar = 300  $\mu$ m. **e, f:** Images of Oil Red O staining (**e**) and quantification (**f**) showing impaired lipid clearance in the absence of microglia. **g-k:** Microglia depletion delays recruitment of MDMs (F4/80<sup>+</sup>P2RY12<sup>+</sup> cells) and delays astroglial border formation. Scale bar **g-i** (in **g**, top left) = 200  $\mu$ m **c, d, f, j, k:** Two-way ANOVA with Bonferroni post-hoc tests, n=3-4 mice per group (n=4 Vehicle 7d, n=3 Vehicle 14d, n=4 Vehicle 21d, n=3 PLX5622 7d, n=3 PLX5622 14d, n=4 PLX5622 21d); mean  $\pm$  SEM; \*p<0.05; \*\*\*\*p<0.001. Related to Figure 1.

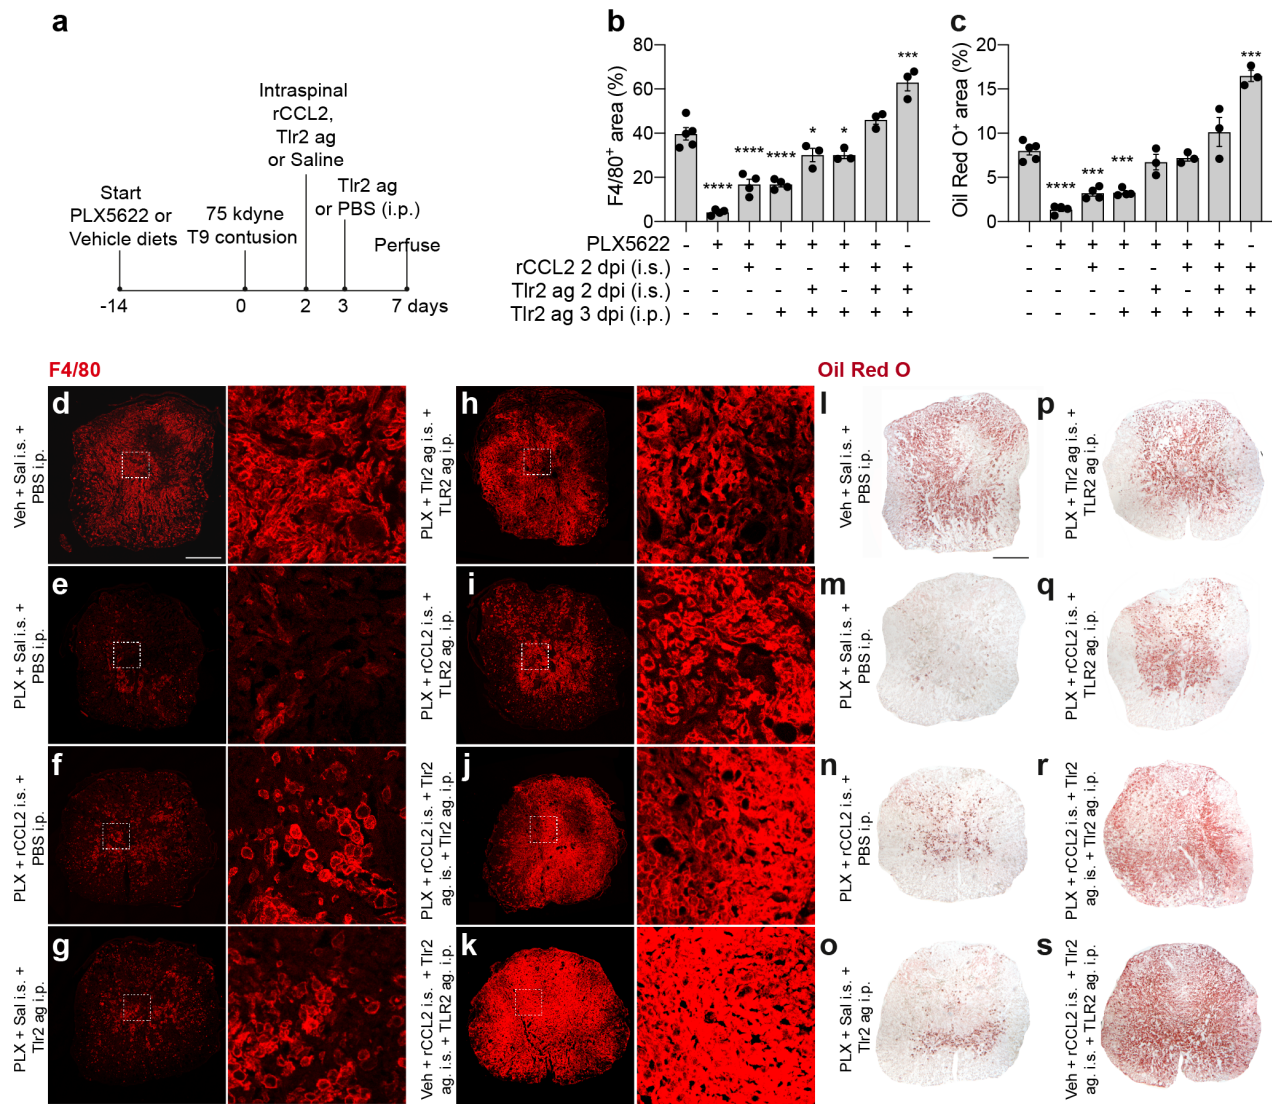

**Supplemental Figure 6: Pilot experiments to determine the optimal combination, timing, and route of administration of rCCL2 and Tlr2 agonist (PAM2CSK4, Tlr2 ag) required to elicit a robust macrophage and lipid clearance response in SCI animals without microglia.** **a:** Experimental timeline. Mice received either vehicle or PLX5622 from -14 d to 7 d after 75 kdyne T9 contusion SCI. At 2 dpi, animals were injected intraspinally with 1  $\mu$ l of rCCL2 + saline, Tlr2 ag + saline, rCCL2 + Tlr2 ag, or saline + saline. At 3 dpi, mice were injected i.p. with Tlr2 ag or PBS. Animals were perfused at 7 dpi. **b, c:** Compared to samples without microglia depletion, microglia depletion with control injections (saline/PBS) showed limited F4/80<sup>+</sup> area and Oil Red O<sup>+</sup> area in spinal lesions at 7 dpi. However, this phenotype could be partially reversed by administering either CCL2 or Tlr2 ag intraspinally. The most robust increase in an immune response in microglia-depleted spinal cords was achieved by delivering rCCL2 i.s. and Tlr2 ag i.s. at 2 dpi and TLR2 ag i.p. at 3 dpi (**b, c**, columns 7 vs. columns 1). This treatment to vehicle mice increased inflammation beyond baseline levels (**b, c**, columns 8 vs. columns 1). **d-s:** Representative images of F4/80<sup>+</sup> staining (**d-k**) and Oil Red O staining (**l-s**) in each group. Scale bar (**d-k**) = 225  $\mu$ m; scale bar (**l-s**) = 200  $\mu$ m. **b, c:** One-way ANOVA with Dunnett post-hoc tests comparing all groups to Vehicle + saline i.s. + PBS i.p. (column 1); n=3-5 mice per group; mean  $\pm$  SEM; \*p<0.05; \*\*\*p<0.001; \*\*\*\*p<0.0001. **Related to Figure 3.**

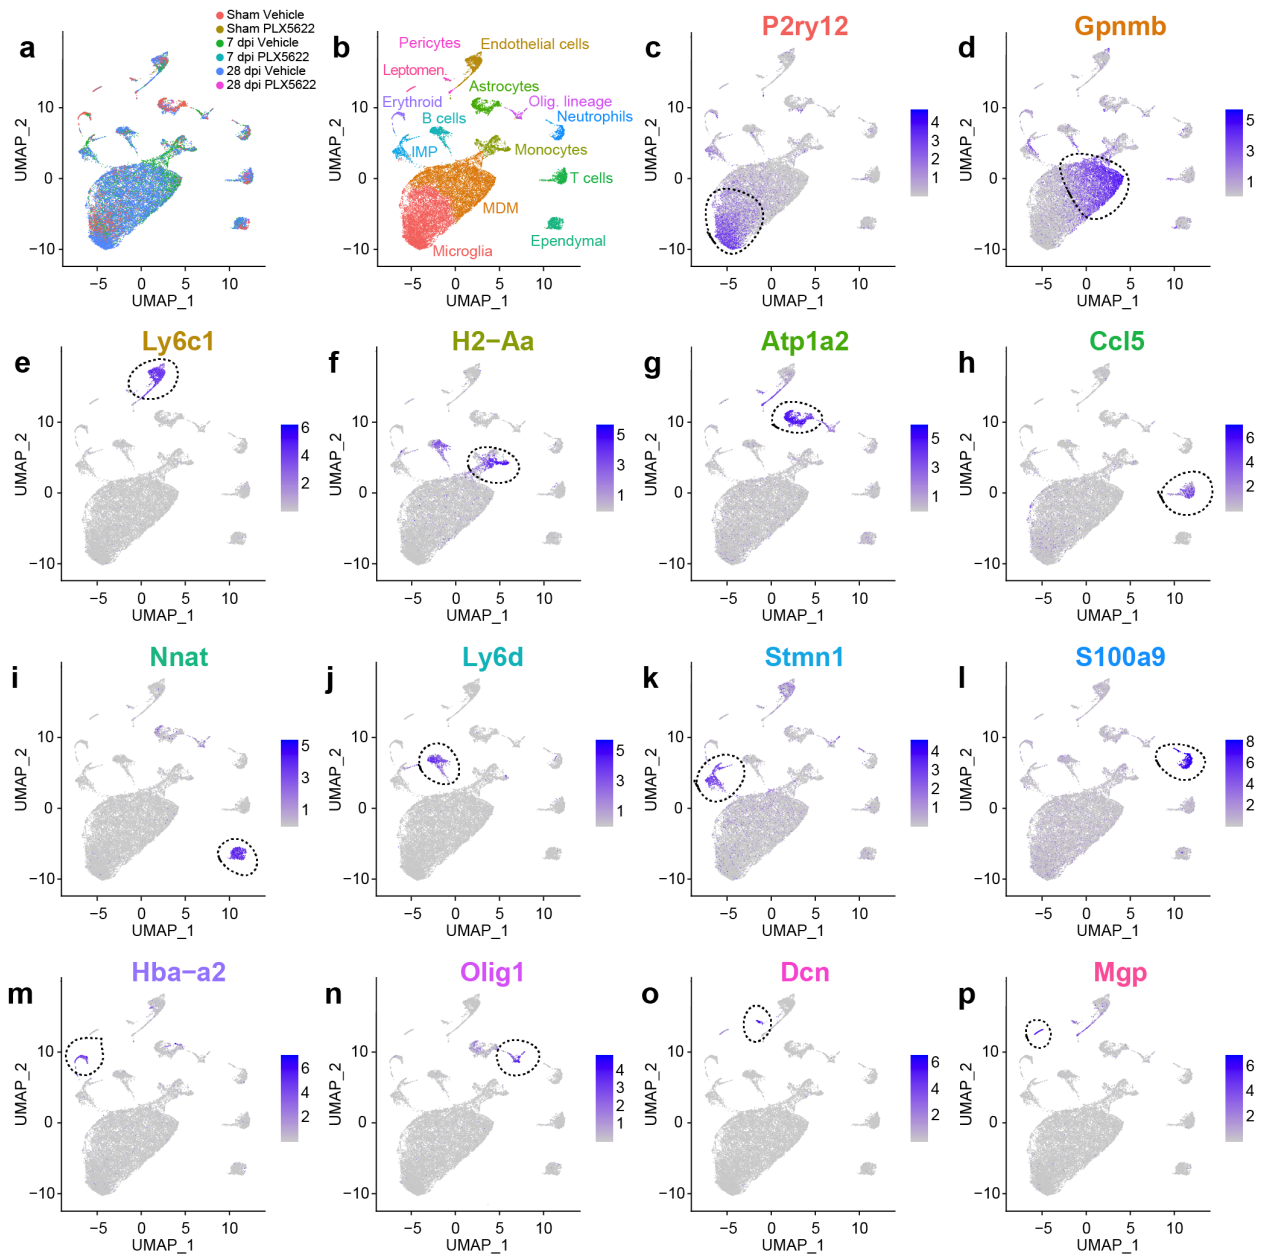

**Supplemental Figure 7: UMAP plots showing cell types captured and representative DEGs in each cluster.** Cell-type specific genes included *P2ry12* (microglia), *Gpnmb* (monocyte-derived macrophages), *Ly6c1*, (endothelial cells), *H2-Aa*, (undifferentiated monocytes), *Atp1a2* (astrocytes), *Ccl5* (T cells), *Nnat* (ependymal cells), *Ly6d* (B cells), *Stmn1* (intermediate progenitors), *S100a9* (neutrophils), *Hba-a2* (erythroid cells), *Olig1* (oligodendrocyte lineage cells), *Dcn* (pericytes), and *Mgp* (leptomeningeal cells). Related to Figure 4.

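Over all 6 libraries, *Ly6c1* was at 4691 CPM in the endothelial cluster and 787 in the next highest, *H2-Aa* at 3976 in monocytes and 1695 in the next, and *Stmn1* at 1336 in intermediate progenitors and 573 in the next. *Nnat* reached 5625 CPM in ependymal cells, *Mgp* 19703 in leptomeningeal cells and *Olig1* 2853 in oligodendrocyte lineage cells. Among blood cells, *Ccl5* was at 4560.3 in T cells, *Ly6d* at 1919.7 in B cells, *S100a9* at 162316 in neutrophils and *Hba-a2* at 33922 in erythroid cells. Genes that define a cluster are high in it by construction.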

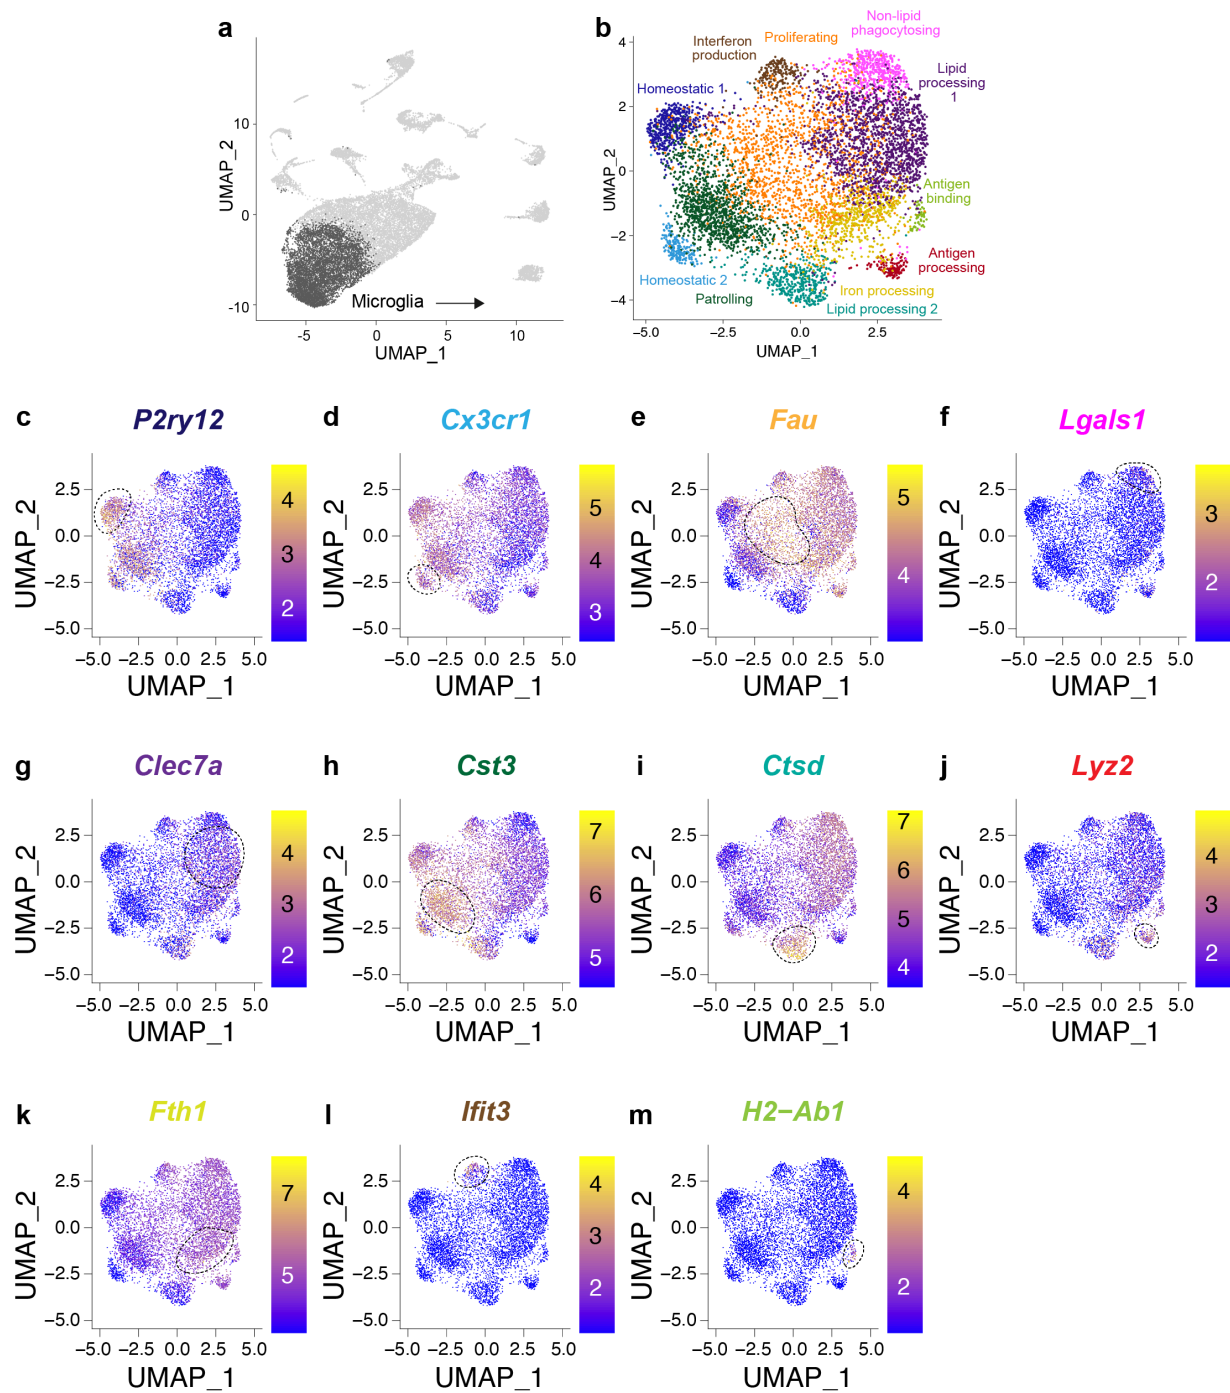

**Supplemental Figure 8: UMAP plots showing subsets of microglia and representative DEGs. Related to Figures 4 and 5.**

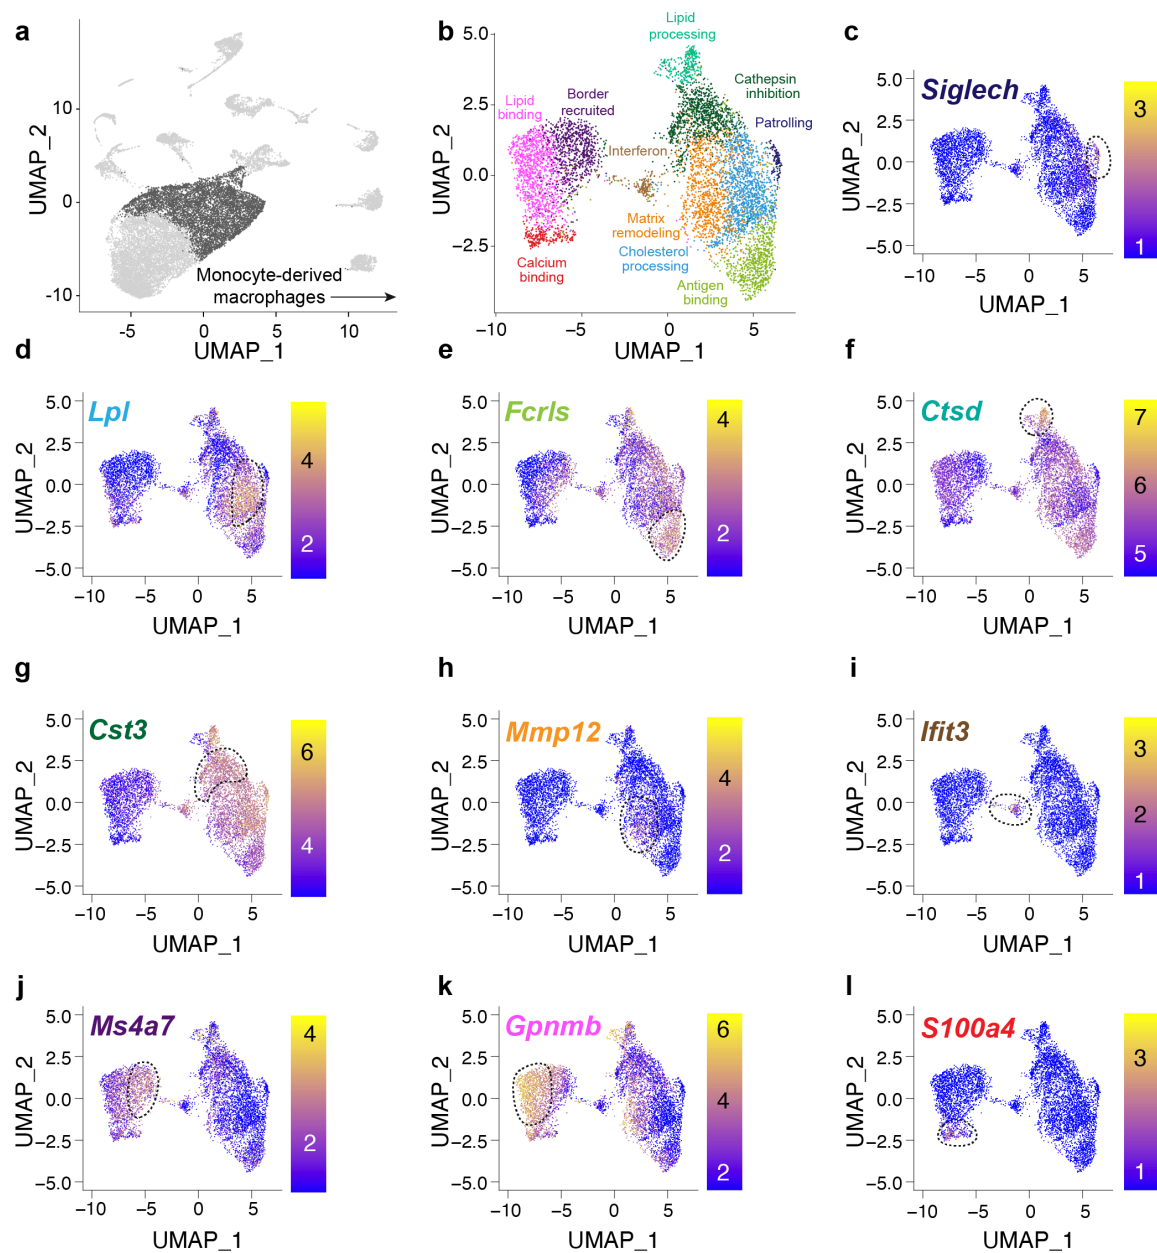

**Supplemental Figure 9: UMAP plots showing subsets of MDMs and representative DEGs. Related to Figures 4 and 6.**

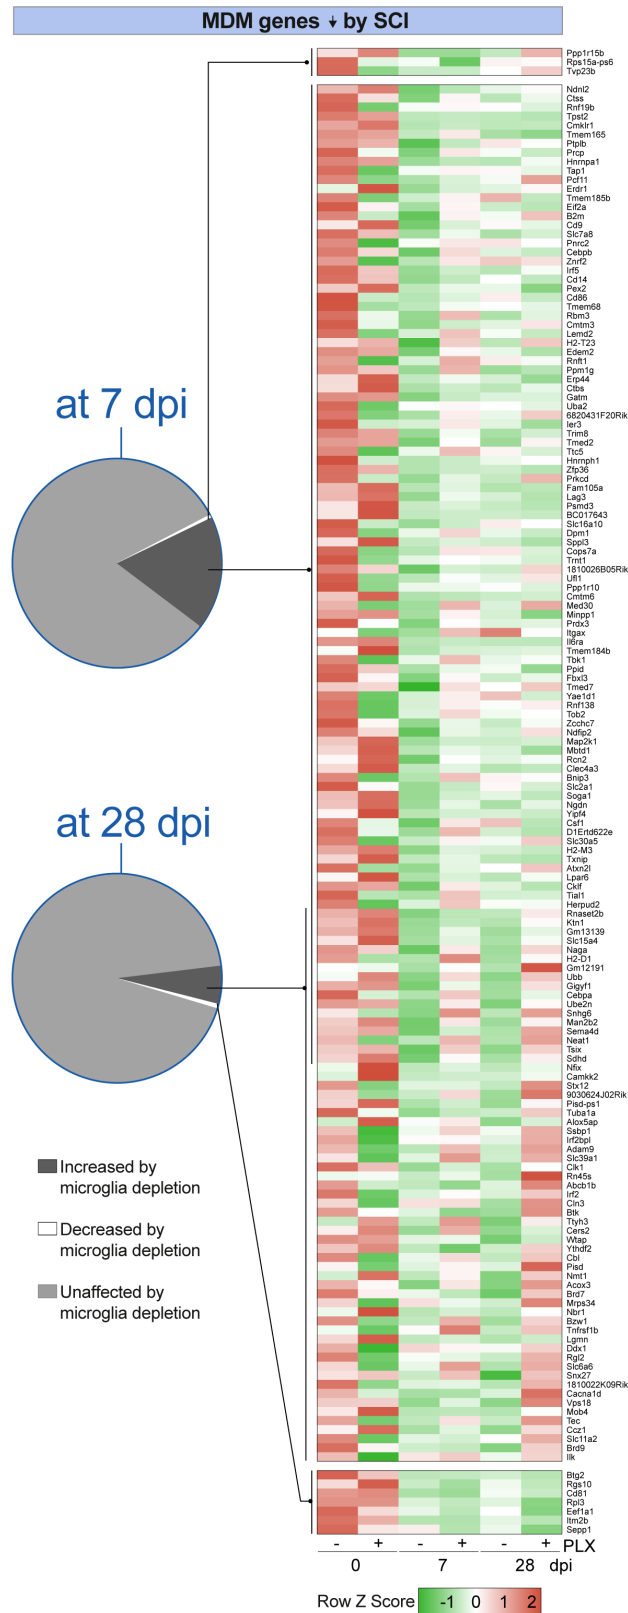

**Supplemental Figure 10: The effect of microglia depletion on MDM-specific genes that were also decreased by SCI. Related to Figure 6s.**

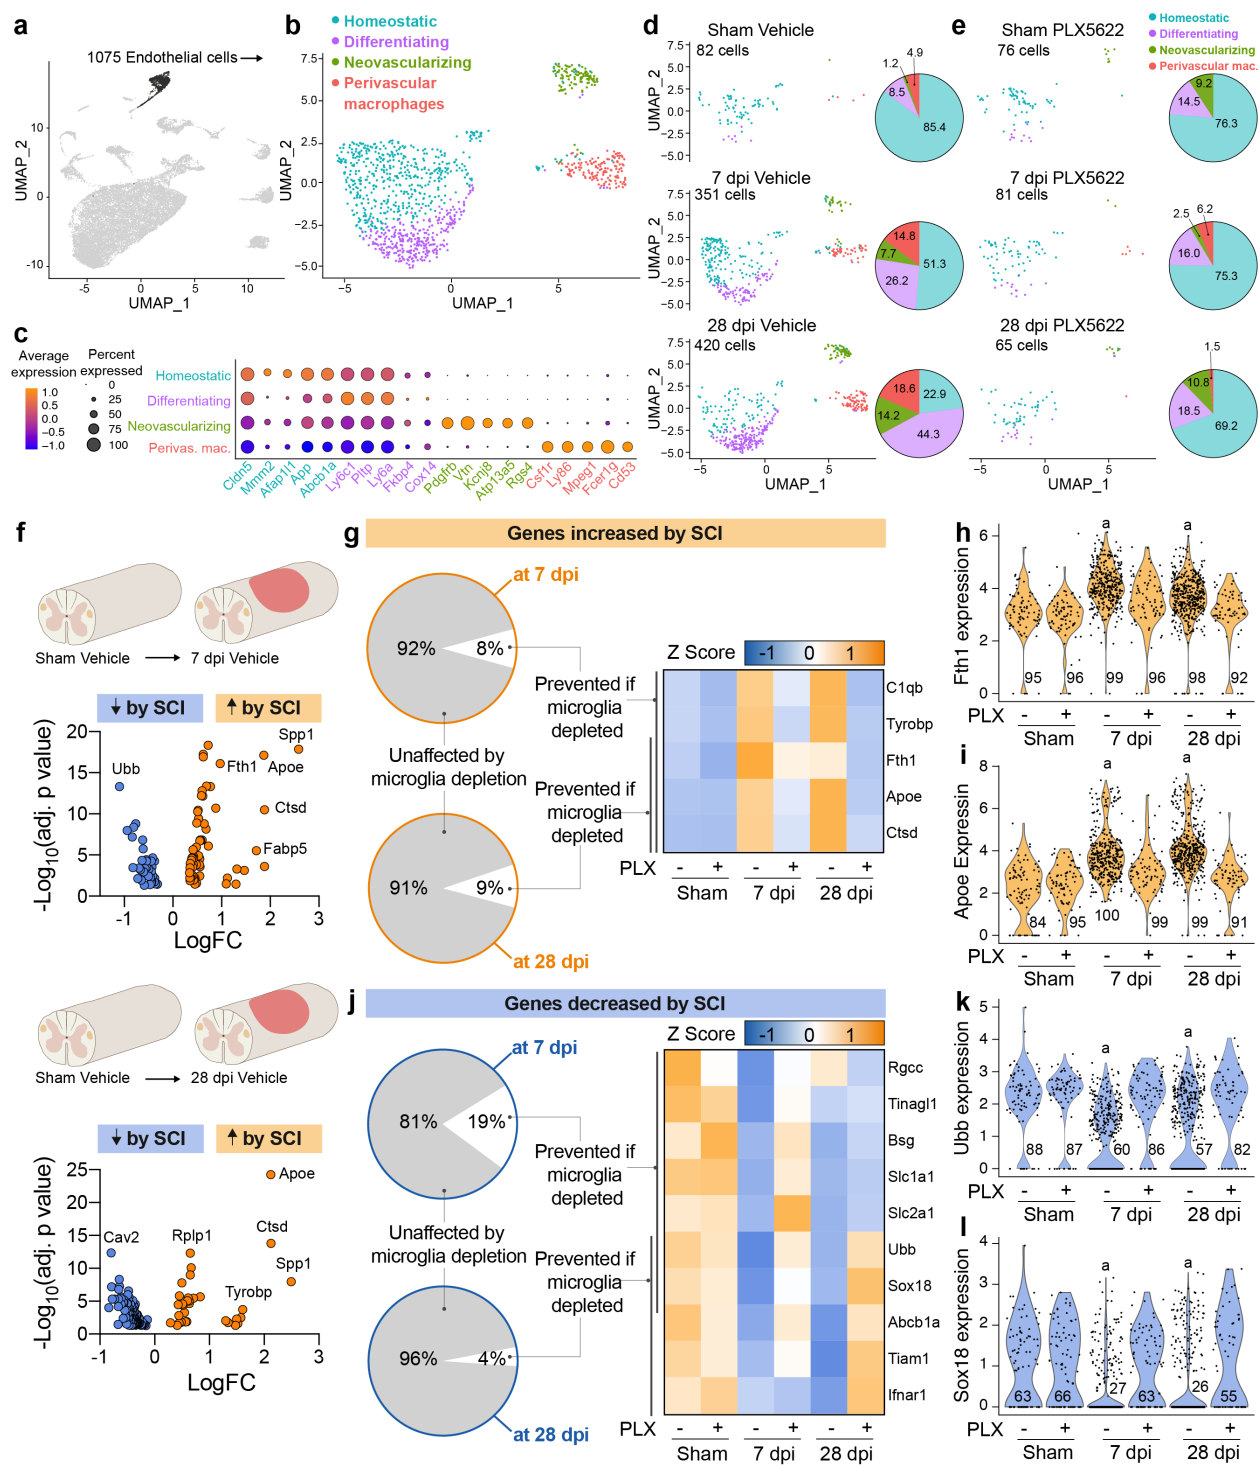

**Supplemental Figure 11: Microglia depletion impairs SCI-induced transcriptional changes in endothelia.**

**a:** The endothelial cell cluster was computationally isolated. **b:** Endothelial cells divided into four subsets based on dominant gene expression, and were characterized as: Homeostatic (cyan), Differentiating (purple), Neovascularizing (green), and Perivascular macrophages (red). **c:** Dot Plot showing the top DEGs in each cluster. **d, e:** UMAP plots showing endothelial cells in each condition. Differentiating, neovascularizing and perivascular macrophages increase as a function of time post-SCI in control endothelial cells, but this shift fails to occur without microglia. Numbers in pie charts show each subset as a percent of total endothelial cells in each group. **f:** Volcano plot showing SCI-induced gene changes in all endothelial cells at 7 dpi (top) and at 28 dpi (bottom). **g:** Most genes increased by SCI in endothelial cells at 7 or 28 dpi were not affected by microglia depletion, although *C1qb*, *Tyrobp*, *fth2*, *ApoE*, and *Ctsd* failed to increase without microglia. **h, i:** Violin plot showing expression of selected genes. The percentages under each violin indicate the percent of cells in the group that express the gene. <sup>a</sup> $p_{adj} < 0.0001$  compared to all other groups, Wilcoxon rank-sum test, n=65-420 endothelial cells per group pooled from 3-4 mice/group. **j:** Most genes decreased by SCI in endothelial cells at 7 or 28 dpi were not affected by microglia depletion, although genes related to inhibition of the cell cycle and solute transport failed to decrease when microglia were absent. **k, l:** Violin plot showing expression of selected genes. The percentages under each violin indicate the percent of cells in the group that express the gene. <sup>a</sup> $p_{adj} < 0.0001$  compared to all other groups, **h, i, k, l:** Wilcoxon rank-sum test, n=65-420 endothelial cells per group pooled from 3-4 mice/group. **Related to Figure 4.**

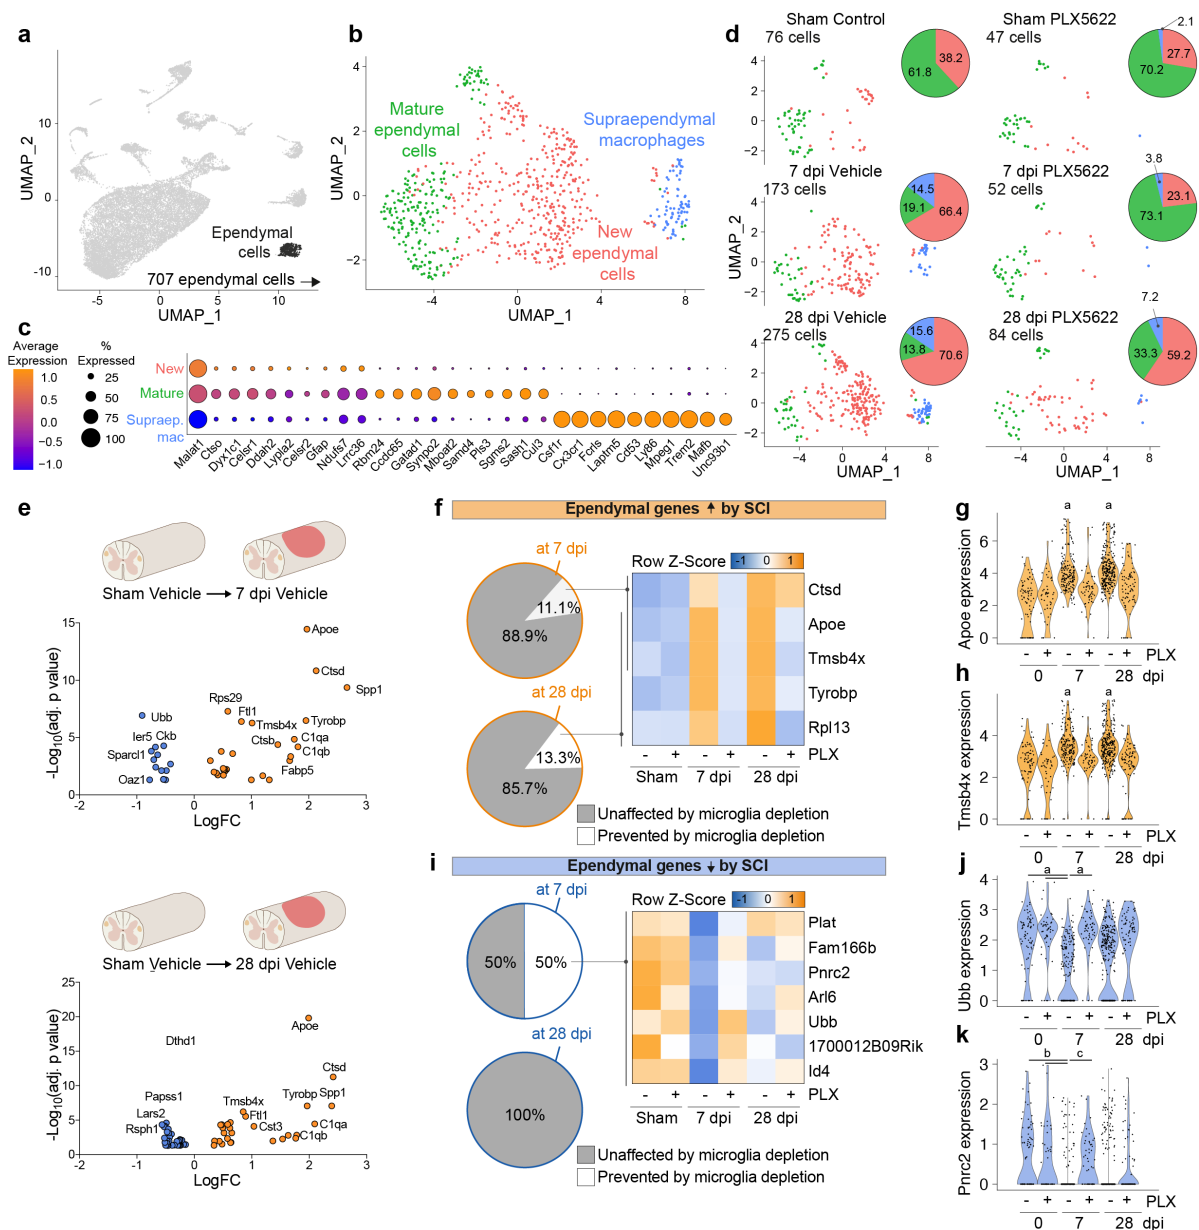

**Supplemental Figure 12: SCI increases formation of new ependymal cells.** **a:** The ependymal cell cluster was isolated for analysis between experimental conditions. **b:** Ependymal cells subdivided into three clusters based on dominant gene expression, and were characterized as: mature ependymal cells (green), new ependymal cells (red), and supraependymal macrophages (blue). **c:** Dot Plot showing the top ten DEGs in each cluster. **d:** UMAP plots showing ependymal cells in each condition. In the vehicle group, mature ependymal cells dominate in the intact spinal cord. At 7 and 28 dpi, new ependymal cells dominate, and the proportion of supraependymal macrophages also increases. This shift is delayed and impaired in mice fed PLX5622. Numbers in pie charts are percentages of ependymal cell subsets in each group. **e:** Volcano plot showing SCI-induced gene changes in all ependymal cells at 7 dpi (top) and at 28 dpi (bottom). **f:** Most genes increased by SCI in ependymal cells at 7 or 28 dpi were not affected by microglia depletion, although *Ctsd*, *Apoe*, *Tmsb4x*, *Tyrbp*, and *Rpl13* failed to increase after SCI if microglia are absent. **g, h:** Violin plot showing selected genes increased by SCI,  $a_{\text{adj}} < 0.0001$  compared to all other groups, Wilcoxon rank-sum test,  $n = 47-275$  ependymal cells per group pooled from 3-4 mice per group. **i:** Half of the genes decreased by SCI in endothelial cells at 7 dpi failed to be decreased if microglia were absent. **j, k:** Violin plot showing selected genes decreased by SCI,  $a_{\text{adj}} < 0.0001$ ,  $b_{\text{adj}} < 0.01$ ,  $c_{\text{adj}} < 0.05$ ; **g, h, j, k:** Wilcoxon rank-sum test,  $n = 47-275$  ependymal cells per group pooled from 3-4 mice per group. **Related to Figure 4.**

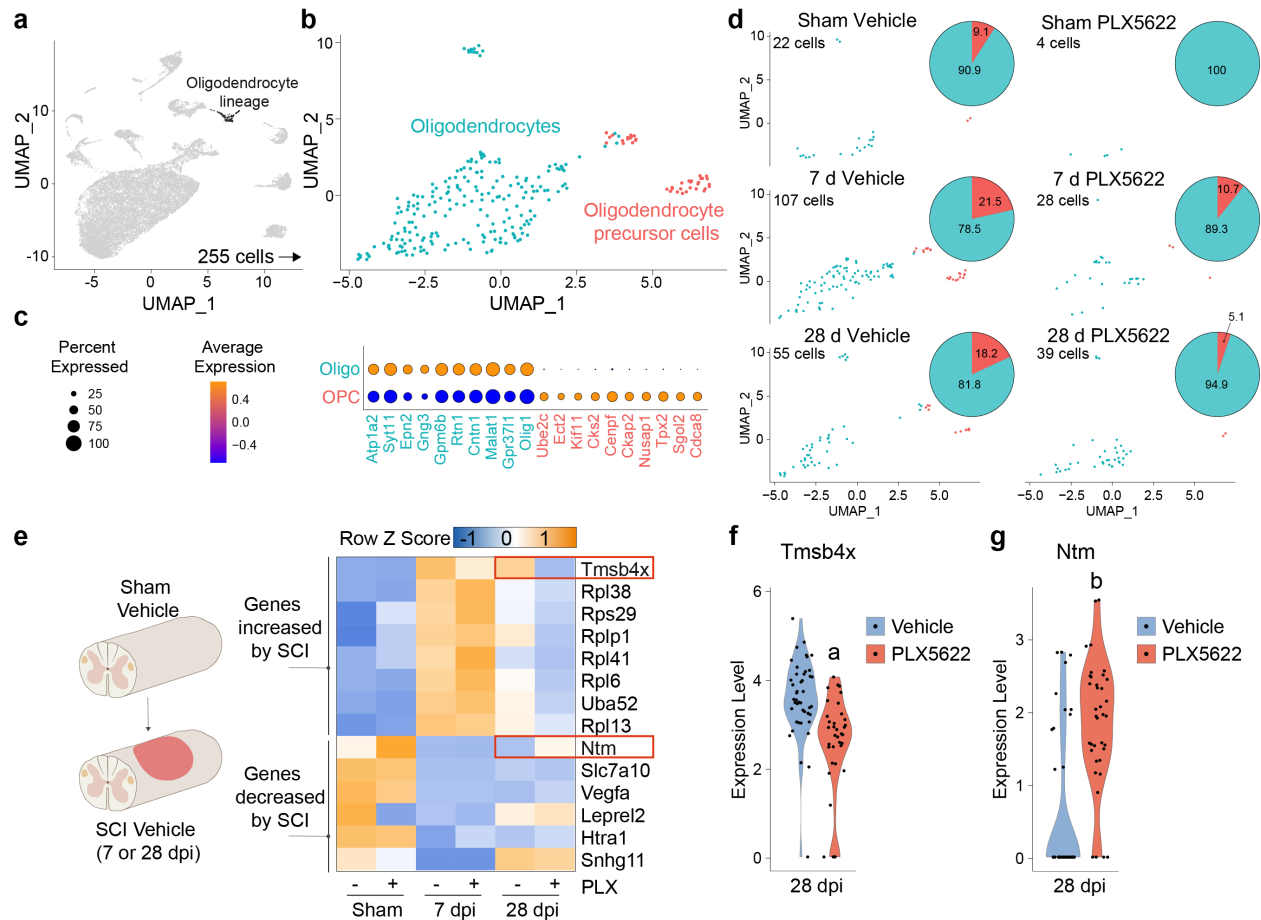

**Supplemental Figure 13: SCI increases proliferation genes in oligodendrocyte precursors.** **a:** The oligodendrocyte lineage cluster was isolated for analysis between experimental conditions. **b:** The oligodendrocyte lineage subdivided into oligodendrocyte precursor cells (OPCs, red) and oligodendrocytes (cyan). **c:** Dot Plot showing the top ten DEGs in each cluster. **d:** UMAP plots showing oligodendrocyte lineage cells in each condition. In the vehicle group, the proportion of OPCs expands after SCI. The expansion in OPCs after SCI is limited without microglia. **e:** All the genes in the oligodendrocyte lineage were compared between sham and SCI conditions. Genes that were increased by SCI included *Tmsb4x*, *Rpl38*, *Rps29*, *Rplp1*, *Rpl41*, *Rpl6*, *Uba52* and *Rpl13*. Genes that were decreased by SCI were *Ntm*, *Slc7a10*, *Vegfa*, *Leprel2*, *Htra1*, and *Snhg11*. Of these, at 28 dpi, microglia depletion reversed an SCI-induced increase in thymosin beta 4 (*Tmsb4x*), which regulates the actin cytoskeleton and promotes cell proliferation, migration and differentiation (**f**). Microglia depletion also reversed the SCI-induced decrease in the cell adhesion molecule neurotrimin (*Ntm*) (**g**). **f, g:** <sup>a</sup> $p_{adj} < 0.001$ , <sup>b</sup> $p_{adj} < 0.01$ ; Wilcoxon rank-sum test,  $n = 39-55$  oligodendrocyte lineage cells per group pooled from 3-4 mice per group. **Related to Figure 4.**

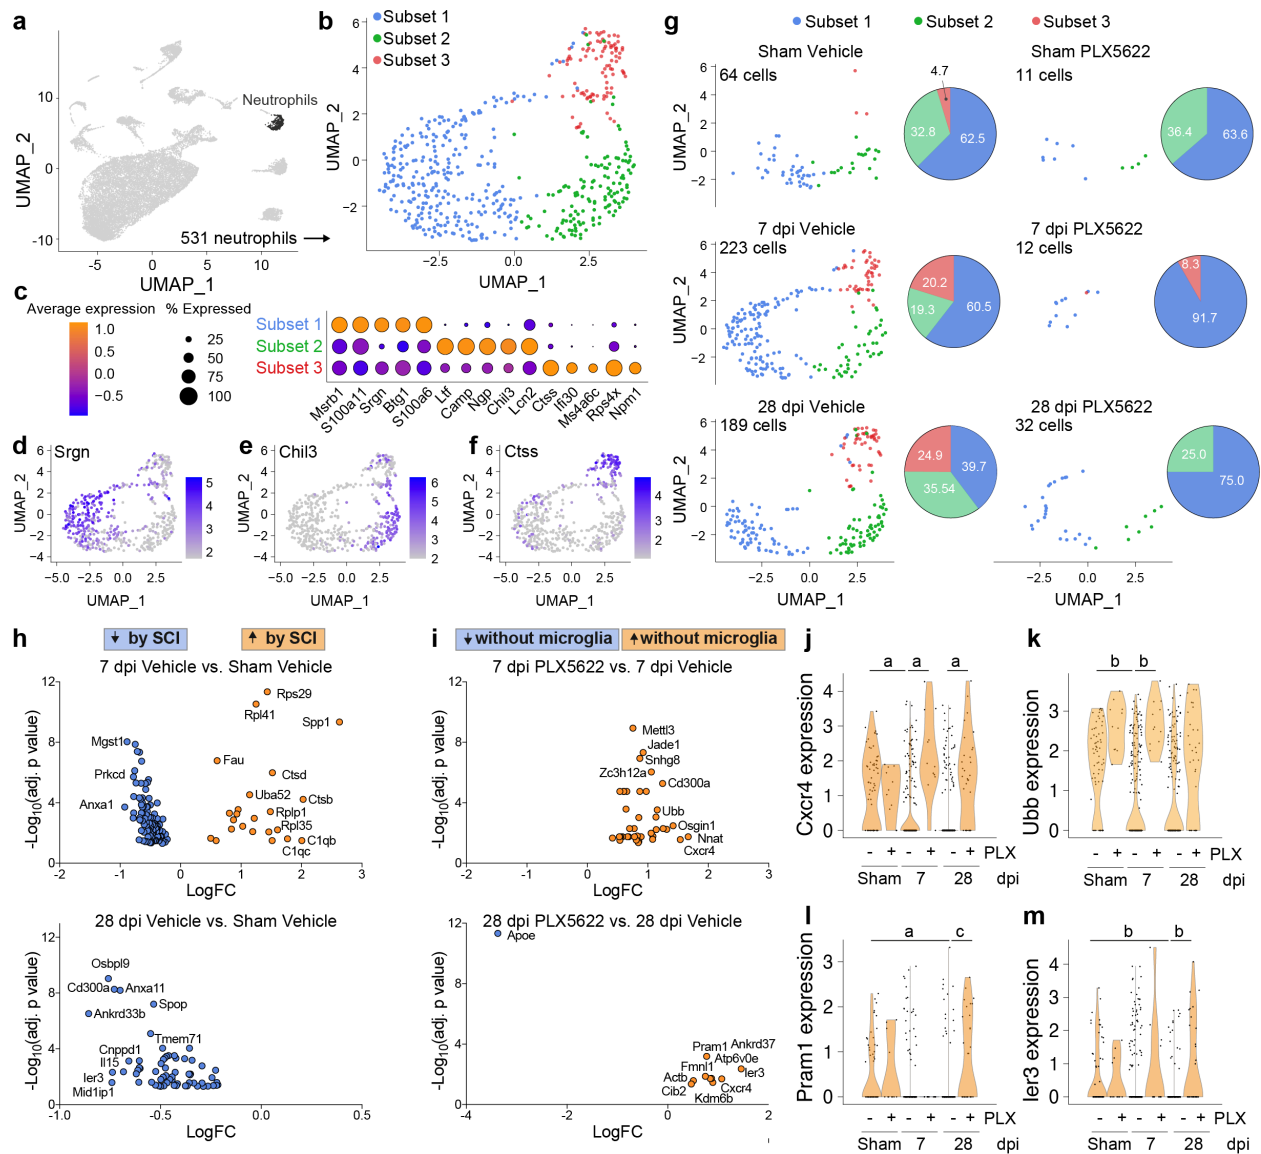

**Supplemental Figure 14: SCI and microglia control neutrophil transcriptional phenotype.** **a:** The neutrophil cluster was isolated for analysis between experimental conditions. **b:** Neutrophils subdivided into three clusters based on dominant gene expression, and were characterized as Subset 1, Subset 2 and Subset 3. **c:** Dot Plot showing the top five DEGs in each cluster. **d-f:** UMAP plots showing expression of representative genes (*Srgn* (d), *Chil3* (e), *Ctss* (f)) in each of the three clusters. **g:** UMAP plots showing neutrophils in each condition. In the vehicle group, the proportion of Subset 3 neutrophils expands after SCI, and this expansion is reversed if microglia are depleted. **h:** Neutrophil genes were compared between sham and SCI conditions. Genes that were upregulated by SCI were mostly lipid processing and inflammation genes (e.g. *Ctss*, *C1qb*, *C1qc*). SCI caused a decrease in cell death genes (e.g. *Anxa11*, *Anxa1*). **i:** The major effect of microglia depletion on neutrophil transcriptional profile was an increase in neutrophil genes at both 7 dpi (top) and 28 dpi (bottom) (e.g. *Cxcr4*, *Nat*, *Cd300a*). Microglia depletion only decreased one gene in neutrophils at 28 dpi, *Apoe*. **h, i:** Wilcox rank-sum tests. **j-m:** Violin plots showing SCI-affected genes in neutrophils that were decreased by SCI and increased by microglia depletion. **j-m:** <sup>a</sup> $p_{\text{adj}} < 0.001$ , <sup>b</sup> $p_{\text{adj}} < 0.01$ , <sup>c</sup> $p_{\text{adj}} < 0.05$ ; Wilcox rank-sum test,  $n = 11$ -223 neutrophils per group pooled from 3-4 mice per group. **Related to Figure 4.**

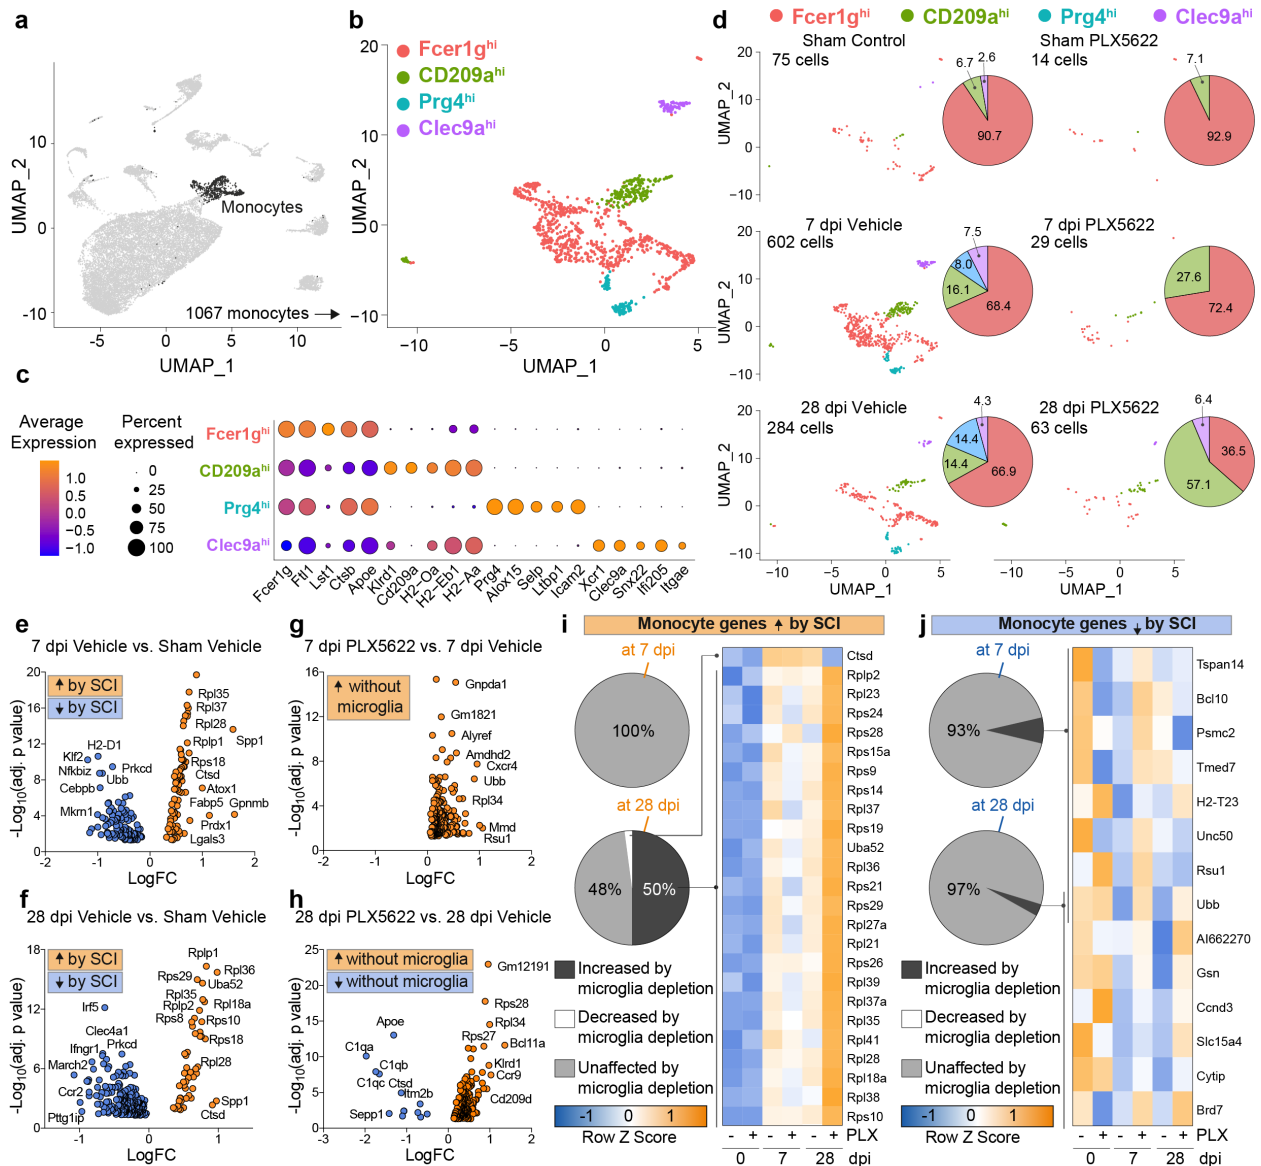

**Supplemental Figure 15: SCI and microglia change intraspinal monocyte transcriptional phenotype.** **a:** The monocyte cluster was isolated for analysis between experimental conditions. **b:** Monocytes subdivided into four clusters based on dominant gene expression, and were characterized as  $Fcer1g^{hi}$  (red),  $CD209a^{hi}$  (green),  $Prg4^{hi}$  (cyan) and  $Clec9a^{hi}$  (purple). **c:** Dot Plot showing the top five DEGs in each cluster. **d:** UMAP plots showing monocytes in each condition. **e, f:** Monocyte genes were compared between sham and SCI conditions at 7 dpi (**e**) and 28 dpi (**f**). Genes that were increased by SCI were mostly related to transcription and immune response (e.g. *Rpl*, *Rps* genes, *Spp1*, *Lgals3*). **g, h:** The major effect of microglia depletion on monocytes was to increase in monocyte genes at both 7 dpi (**g**) and 28 dpi (**h**) (e.g. *Ccr9*, *Cd209d*, *Rps* genes). **e-h:** Wilcox rank-sum tests. **i, j:** The major effect of microglia depletion on genes that were increased by SCI (**i**) or decreased by SCI (**j**) was to further increase gene expression.  $n = 14-602$  monocytes per group pooled from 3-4 mice per group. **Related to Figure 4.**

**Table 1: Genes increased by SCI that fail to increase without microglia presence (n=512), related to Fig. 2F**

**Table 2: Reactome pathways and sub-pathways increased by SCI that depend on microglia**

| Immune System                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |                                                                                                                                                                                                                         |                                                                                                                                                                                                                                                                                                                                                                                      | Signal transduction                                                                                                                                                                                                                                                                                                                                                                                                 | Metabolism                                                                                                                                                                                                                                                                                                                                                                                                                  | Cell cycle                                                                                                                                                                                                                                                                                                      | Hemostasis                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p><i>Innate Immunity</i></p> <ul style="list-style-type: none"> <li>•Toll-like receptor cascades</li> <li>•Complement cascade</li> <li>•NLR signaling</li> <li>•Cytosolic sensors of pathogen-associated DNA</li> <li>•Fc gamma receptor dependent phagocytosis</li> <li>•DAP12 interactions</li> <li>•Fc epsilon receptor signaling</li> <li>•C-type lectin receptors</li> <li>•Antimicrobial peptides</li> <li>•Neutrophil degranulation</li> <li>•ROS/RNS production in phagocytes</li> </ul> | <p><i>Cytokine signaling by:</i></p> <ul style="list-style-type: none"> <li>•Interleukins</li> <li>•Interferons</li> <li>•Growth hormone receptor</li> <li>•TNFR2 non-canonical NF-kB pathway</li> <li>•FLT3</li> </ul> | <p><i>Adaptive Immunity</i></p> <ul style="list-style-type: none"> <li>•TCR signaling</li> <li>•Co-stimulation of CD28 family</li> <li>•Signaling by B cell receptor</li> <li>•MHC class I antigen processing &amp; presentation</li> <li>•MHC class II antigen presentation</li> <li>•Lymphoid-non-lymphoid cell interactions</li> <li>•Butyrophilin family interactions</li> </ul> | <ul style="list-style-type: none"> <li>•Receptor tyrosine kinases</li> <li>•TGF-beta family</li> <li>•GPCR</li> <li>•WNT</li> <li>•Hedgehog</li> <li>•Integrins</li> <li>•Nuclear receptors</li> <li>•MAPK family</li> <li>•Intracellular signaling by second messengers</li> <li>•Rho GTPases</li> <li>•Non-receptor tyrosine kinases</li> <li>•mTOR</li> <li>•Death receptors</li> <li>•Erythropoietin</li> </ul> | <ul style="list-style-type: none"> <li>•Carbohydrate metabolism</li> <li>•Lipid metabolism</li> <li>•Inositol phosphate metabolism</li> <li>•Integration of energy metabolism</li> <li>•TCA cycle and electron transport</li> <li>•Nucleotides</li> <li>•Vitamins and cofactor metabolism</li> <li>•Amino acids and derivatives</li> <li>•Biological oxidations</li> <li>•Reversible hydration of CO<sub>2</sub></li> </ul> | <ul style="list-style-type: none"> <li>•G1/S checkpoints</li> <li>•G2/M checkpoints</li> <li>•Mitotic G1 phase and G1/S transition</li> <li>•S Phase</li> <li>•Mitotic G2-G2/M phases</li> <li>•M phase</li> <li>•Regulation of mitosis</li> <li>•Nucleosome assembly</li> <li>•Telomere maintenance</li> </ul> | <ul style="list-style-type: none"> <li>•Platelet homeostasis</li> <li>•Platelet adhesion to exposed collagens</li> <li>•Platelet activation, signaling and aggregation</li> <li>•Clotting cascade</li> <li>•Dissolution of fibrin clot</li> <li>•Cell surface interactions at vascular wall</li> <li>•Megakaryocyte development and platelet production</li> </ul> |

**Table 3: Specific Genes in the Biological Process GO Terms: Phagocytosis, Response to cytokine, Cytokine production, Endocytosis, and Protein secretion (see Fig. 2K).**

| Biological Process(es)                                                                          | (# Genes) Gene names                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Five biological processes</i>                                                                |                                                                                                                                                                                                                                                                                                                         |
| Phagocytosis<br>Response to cytokine<br>Cytokine production<br>Endocytosis<br>Protein secretion | (4) Syk, Pycard, Tnf, Tlr2                                                                                                                                                                                                                                                                                              |
| <i>Four biological processes</i>                                                                |                                                                                                                                                                                                                                                                                                                         |
| Phagocytosis<br>Response to cytokine<br>Cytokine production<br>Endocytosis                      | (6) Fcer1g, Slc11a1, Ccl2, Cyba, Irf8, Ptprc                                                                                                                                                                                                                                                                            |
| Phagocytosis<br>Response to cytokine<br>Cytokine production<br>Protein secretion                | (3) Tgfb1, Fgr, Cd36                                                                                                                                                                                                                                                                                                    |
| Response to cytokine<br>Cytokine production<br>Endocytosis<br>Protein secretion                 | (1) Cd14                                                                                                                                                                                                                                                                                                                |
| <i>Three biological processes</i>                                                               |                                                                                                                                                                                                                                                                                                                         |
| Phagocytosis<br>Cytokine production<br>Endocytosis                                              | (2) Nckap1l, Fcgr2b                                                                                                                                                                                                                                                                                                     |
| Phagocytosis<br>Response to cytokine<br>Endocytosis                                             | (5) Aif1, Cd300lf, Rab20, Trem2, Stap1                                                                                                                                                                                                                                                                                  |
| Cytokine production<br>Response to cytokine<br>Protein secretion                                | (9) Osm, Mmp12, Casp1, Il1a, Tnfrsf1b, Ccl5, Ccl3, Csf1r, Tlr4                                                                                                                                                                                                                                                          |
| Cytokine production<br>Endocytosis<br>Protein secretion                                         | (1) Htr2b                                                                                                                                                                                                                                                                                                               |
| <i>Two biological processes</i>                                                                 |                                                                                                                                                                                                                                                                                                                         |
| Phagocytosis<br>Endocytosis                                                                     | (14) P2ry6, Myo1g, Arhgap25, Fcgr1, Ncf2, Msr1, Ncf4, Unc13d, Cd300a, Vav1, Dock2, Itgb2, Pld4, Hck                                                                                                                                                                                                                     |
| Cytokine production<br>Response to cytokine<br>Cytokine production                              | (13) Ptpn6, Tmem173, Irf7, Btk, Cd4, Pf4, Il12rb2, Ccl4, Ticam2, Cx3cr1, Il1rl2, Arg1, Bst2                                                                                                                                                                                                                             |
| Endocytosis                                                                                     | (2) B2m, Plcg2                                                                                                                                                                                                                                                                                                          |
| Cytokine production<br>Protein secretion                                                        | (22) Nlrp3, Lyn, Nlrp1b, Tlr6, Gsdmd, Tlr1, Lgals9, Lcp2, Tlr9, Havcr2, Card11, Lpl, Srgn, Tnfaip3, Cd200r1, Unc93b1, Nlr4, Clec5a, Nlrp1a, Mcoln2, Tlr8, Cd84                                                                                                                                                          |
| Response to cytokine<br>Endocytosis                                                             | (2) Was, Cxcl16                                                                                                                                                                                                                                                                                                         |
| Endocytosis<br>Protein secretion                                                                | (1) Cd22                                                                                                                                                                                                                                                                                                                |
| <i>One biological process</i>                                                                   |                                                                                                                                                                                                                                                                                                                         |
| Cytokine production                                                                             | (26) Sash3, Clec2i, Ptafr, Cybb, Tlr7, Trim30a, Il27, Cd28, Hpse, Lipa, Naip5, Dhx58, Gpnmb, Adam8, Ly9, Tnfaip8, Cd300ld, C5ar1, Slamf6, Ulbp1, Inpp5d, Batf, Ccdc88b, Nfam1, C3ar1, Gpsm3                                                                                                                             |
| Response to cytokine                                                                            | (42) Parp9, Ccl6, Ccr1, Ccl8, Mndal, Gbp10, Hcls1, Tnfrsf11a, Saa3, Hk2, Ccl9, Casp8, 9930111J21Rik1, Csf3r, Iigp1, Laptm5, Ifi204, Csf2rb2, Gm12185, Ciita, Il10ra, Il2rg, Csf2rb, Dock8, Cebpa, Ccl12, Gm4841, Trpv1, Stxbp2, Ptk2b, Il7r, Gpr35, Stat6, Il21r, Gm4951, Cxcl13, Zbp1, Parp14, Kmo, Gbp8, Stat4, Cxcl9 |
| Endocytosis                                                                                     | (12) Dab2, Dennd1c, Apobr, Fcrls, Tgfb2, Cd209a, Lgals3bp, Pik3cg, Cd5l, Apoe, Apoc1, Siglec1                                                                                                                                                                                                                           |
| Protein secretion                                                                               | (6) Kcnn4, Ang, Plek, Rhbdf2, Ucp2, Igf1                                                                                                                                                                                                                                                                                |

| Key Resources Table: Immunostaining reagents |                       |             |                                   |
|----------------------------------------------|-----------------------|-------------|-----------------------------------|
| <i>Antigen</i>                               | <i>Host, dilution</i> | <i>RRID</i> | <i>Vendor, catalog number</i>     |
| <b>Primary antibodies</b>                    |                       |             |                                   |
| <b>BrdU</b>                                  | Sheep, 1:200          | AB_302944   | Abcam, ab2284                     |
| <b>CD11b</b>                                 | Rat, 1:200            | AB_321293   | Bio-Rad/AbD Serotec, MCA74G       |
| <b>CD68</b>                                  | Rat, 1:500            | AB_322219   | Bio-rad/AbD Serotec, MCA1957      |
| <b>F4/80</b>                                 | Rat, 1:500            | AB_323279   | Bio-Rad/AbD Serotec, MCA497R      |
| <b>GFAP</b>                                  | Rabbit, 1:500         | AB_10013382 | Dako, Z0334                       |
| <b>GST<math>\pi</math></b>                   | Rabbit, 1:500         | AB_10778283 | Biorbyt, orb18037                 |
| <b>Iba-1</b>                                 | Rabbit, 1:500         | AB_839504   | Wako, 019-19741                   |
| <b>MBP</b>                                   | Rabbit, 1:500         | AB_2313550  | Aves Labs, MBP                    |
| <b>NeuN</b>                                  | Rabbit, 1:400         | AB_10711153 | Abcam, ab104225                   |
| <b>NFH</b>                                   | Chicken, 1:500        | AB_2313552  | Aves Labs, NF-H                   |
| <b>NG2</b>                                   | Rabbit, 1:500         | AB_91789    | Millipore, AB5320                 |
| <b>P2RY12</b>                                | Rabbit, 1:1000        | AB_2298886  | Anaspec, AS-55043A                |
| <b>Secondary amplification</b>               |                       |             |                                   |
| <b>Biotin-chicken IgY</b>                    | Goat, 1:1000          | AB_3213506  | Aves Labs, B-1005                 |
| <b>Biotin-rabbit IgG</b>                     | Goat, 1:1000          | AB_954902   | Abcam, Ab6720                     |
| <b>Chicken IgY 488</b>                       | Goat, 1:500           | AB_2534096  | Thermo Fisher Scientific, A-11039 |
| <b>Chicken IgY 546</b>                       | Goat, 1:500           | AB_2534097  | Thermo Fisher Scientific, A-11040 |
| <b>Rabbit IgG-488</b>                        | Goat, 1:500           | AB_2576217  | Thermo Fisher Scientific, A-11034 |
| <b>Rabbit IgG-546</b>                        | Goat, 1:500           | AB_2534093  | Thermo Fisher Scientific, A-11035 |
| <b>Rabbit IgG-633</b>                        | Goat, 1:500           | AB_2535731  | Thermo Fisher Scientific, A-21070 |
| <b>Rat IgG 546</b>                           | Goat, 1:500           | AB_2534125  | Thermo Fisher Scientific, A-11081 |
| <b>Streptavidin 488</b>                      | 1:250                 | AB_2336881  | Thermo Fisher Scientific, S11223  |
| <b>Streptavidin 546</b>                      | 1:500                 | AB_2532130  | Thermo Fisher Scientific, S11225A |
| <b>Other dyes</b>                            |                       |             |                                   |
| <b>DRAQ5</b>                                 | 1:4000                |             | Abcam, ab108410                   |
| <b>Oil Red O</b>                             | In 70% EtoH           |             | Sigma, O0625                      |
| <b>Zombie Green</b>                          | 1:100                 |             | BioLegend 423111                  |
| <b>Flow cytometry</b>                        |                       |             |                                   |
| <b>CD11b-PeCy7</b>                           | Rat, 1:100            | AB_394491   | BD Bioscience, 552850             |
| <b>CD11c-BV711</b>                           | Hamster, 1:100        | AB_2734778  | BD Bioscience, 563048             |
| <b>CD16/32</b>                               | Rat, 1:200            | AB_394657   | BD Biosciences 553142             |
| <b>Ly6C-APC</b>                              | Rat, 1:100            | AB_1727554  | BD Bioscience, 560595             |
| <b>Ly6G-PE</b>                               | Rat, 1:100            | AB_394208   | BD Bioscience, 551461             |

# Supplementary material for: Microglia coordinate cellular interactions during spinal cord repair in mice
**Source:** Nat Commun. 2022 Jul 14;13:4096. doi: 10.1038/s41467-022-31797-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Bulk tissue RNA-seq was carried out by the UCLA Neuroscience Genomics Core (UNGC). Reads were aligned to the mouse GRCm38 reference genome using STAR (v.2.4.0). Read counts for RefSeq genes (mm10) were generated by HTSeq v.0.6.1. Low-count genes were filtered and fragments per kilobase per million mapped reads (FPKM) values were generated. In total, 17,939 genes were identified. Single cell RNA sequencing was conducted on HiSeq4000 (Novogene). Fastq sequence files were de-multiplexed, aligned, and annotated using the mouse ENSEMBL database and Cell Ranger software. Gene expression was counted using unique molecular identifier barcodes, and gene-cell matrices were constructed.

#### Data analysis

For bulk RNAseq, differentially expressed genes were identified using the DESeq2 (v1.14.1) and verified using Gene Network Analyst 3.0 (Zhou et al. 2019). Pathway and network analysis was performed using: Web-based Gene Set Analysis Toolkit (WebGestalt), with the Gene Ontology Reference Genome set as the reference gene list (Liao, et al., 2019), Reactome pathway database (Jassal, et al., 2020), Genemania, and the The Bioinformatics and Evolutionary Genomics server. Fastq sequence files were de-multiplexed, aligned, and annotated using the mouse ENSEMBL database and Cell Ranger v3.0 software. Data processing and visualizations were performed using Seurat package (v.3.2.0) in R (3.6.3) (Stuart et al. 2019) and Monocle 3 (v1.0.0) (Trapnell et al., 2014). The cell-cell communications were predicted using the R package CellChat (v1.0.0) (Jin, et al., 2021). FACS Diva software (v9.0) (BD) and FlowJo (v10.8.1) (BD) were used for analysis of flow cytometry data. Graph Pad Prism (v 8.0.2) was used for general data visualization and statistical analyses. Figures were prepared in Adobe Illustrator (v 25.2.3) and graphical images created with Biorender.com. Source data are provided with this paper and deposited to the Open Data Commons for Spinal Cord Injury (ODC-SCI) Accession: 695, DOI:10.34945/F5B012, [https://odc-sci.org/data/695]. Gene expression data for bulk and single cell RNA sequencing experiments are available on Gene Expression Omnibus (GEO) (GSE196928) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196928]. The R code used for data analysis is available on GitHub at <https://github.com/OSU-BMBL/Spinal-cord-scRNAseq> with the DOI code on Zenodo: 10.5281/zenodo.6590552 [https://doi.org/10.5281/ZENODO.6590552].

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper and deposited to the Open Data Commons for Spinal Cord Injury (ODC-SCI) Accession: 695, DOI:10.34945/F5B012, [<https://odc-sci.org/data/695>]. Gene expression data for bulk and single cell RNA sequencing experiments are available on Gene Expression Omnibus (GEO) (GSE196928) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196928>].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined a priori from historical data using behavioral measures as the primary outcome, with power (1-β) set to 0.8 and α = 0.05. Bulk and single cell RNA sequencing experiments used groups of mice with sample sizes determined to be sufficient by previous studies (Li et al., 2020).                                                                                                                                                                                                                                                                                       |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Data in Fig. 1 were successfully reproduced in Fig. 3 and in Sup. Fig. 5, and in two different SCI models in Sup. Fig. 4. Data in Fig. 3 (rCCL2 and TLR2 ag) were successfully reproduced in Sup. Fig. 6. Microglia depletion data in Sup. Figs. 1, 2 and 5 were successfully reproduced twice in quality control experiments for each batch of PLX5622 diet received. Data in Sup. Fig. 2 were successfully reproduced in Sup. Fig. 5. Bulk and single cell RNA sequencing experiments in Fig. 2, 4-8 and Sup. Figs. 7-15 used 3-4 mice per group and were not replicated due to cost and logistics. |
| Randomization   | For all experiments using PLX5622, animals were randomly assigned to cages then cages were randomly assigned to a diet group using QuickCalcs (GraphPad software).                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | To ensure experimenters were blinded to diet groups, mice were acclimated to diet-free cages before testing, and these cages were coded (e.g. 'A', 'B' 'C') prior to testing. Experimenters were also blinded to diet group for histology, tissue processing, image acquisition and data analysis by coding the animals and tissue.                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Please see "Key Resources Table" as a supporting document to this paper for a complete list of antibodies used.                               |
| Validation      | Please refer to the RRID identifier information for antibodies detailed in the "Key Resources Table" for validation and citation information. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

All surgical and postoperative care procedures were performed in accordance with The Ohio State University Institutional Animal Care and Use Committee. Adult female (8-10 week old) female C57BL/6J (WT) mice were purchased from Jackson Laboratories (RRID: ISMR\_JAX:000664). Mice were age and weight-matched within experiments. Animals were housed under conventional ventilation conditions on a 12 hour light-dark cycle with *ad libitum* access to food and water. Room temperature was between 20-26°C and humidity was between 30-70%.

### Wild animals

No wild animals were used in this study

### Field-collected samples

No field samples were used in this study

### Ethics oversight

All surgical and postoperative care procedures were performed in accordance with The Ohio State University Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mice were anesthetized using 1.5x the surgical dose of anesthetic.  
**Blood:** Blood was collected via cardiac puncture with a 25G syringe and transferred to blood collection tubes coated with EDTA. A 50 A 50 µl sample of whole blood per mouse was used for flow cytometry.  
**Spleen:** The spleen was rapidly dissected, weighed, and placed in a small volume of DMEM. Spleens were minced with sterile dissection scissors and mashed through a 40 µm sterile cell filter using the plunger of a 3 ml syringe and rinsed with 10 ml of IMDM.  
**Bone marrow (BM):** Both femurs from each mouse were removed, cleaned, and placed in a small volume of DMEM. Pictures of representative bones were captured using an iPhone 6s and pseudocolored in ImageJ. Bone marrow cells were isolated by flushing bones with 10 ml of DMEM through a 40 µm sterile cell filter.  
**Sample processing:** Samples were processed as described previously<sup>74</sup>. Briefly, blood, BM and spleen samples were diluted 1:5 with NH4Cl red blood cell lysis buffer (StemCell Technologies, # 7850) and incubated for 5 mins at RT. Cells were centrifuged (300 x g for 4 mins) and resuspended in 0.1M PBS. Cells were then incubated with 1:100 zombie green viability dye (BioLegend, 423112) for the exclusion of dead cells. Cells were washed then resuspended in flow buffer (0.1M PBS with 2% FBS) containing rat anti-CD16/32 (1:200; BD Bioscience) for 10 mins on ice to block Fc receptors. Cells were then incubated with flow cytometry antibodies (see Key Resources Table) for 30 mins on ice, washed and resuspended in flow buffer. 10 µl of liquid counting beads (BD Biosciences, 335925) were added to allow for quantification of absolute cell numbers. Samples were processed on a BD Fortessa flow cytometer (BD Biosciences) running FACS Diva software (v9.0) (BD) and analyzed using FlowJo (v10.8.1) (BD). OneComp ebeads (ThermoFisher, #01-1111-41) were used to set voltage intensities and compensation thresholds to remove spectral overlap. Unstained controls, isotype controls, and fluorescence minus one controls were used to identify background staining levels and determine gate placement. Doublets were excluded based on linearity of FSC-A and FSC-H. From singlets, live cells were identified as the Zombie-FITC<sup>lo</sup> population. Neutrophils were designated Ly6G+Ly6C+ cells and monocytes were designated Ly6G-Ly6C+ cells. CD11b and CD11c staining was also used to confirm cell identity.

#### Instrument

BD Fortessa flow cytometer (BD Biosciences)

#### Software

FACS Diva software (v9.0) (BD) and FlowJo (v10.8.1) (BD).

#### Cell population abundance

10 µl of liquid counting beads (BD Biosciences, 335925) were added to allow for quantification of absolute cell numbers.

#### Gating strategy

Unstained controls, isotype controls, and fluorescence minus one controls were used to identify background staining levels and determine gate placement. Doublets were excluded based on linearity of FSC-A and FSC-H. From singlets, live cells were identified as the Zombie-FITC<sup>lo</sup> population. Neutrophils were designated Ly6G+Ly6C+ cells and monocytes were designated Ly6G-Ly6C+ cells. CD11b and CD11c staining was also used to confirm cell identity.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

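Single-cell RNA-seq was made from spinal cords of sham mice and of mice at 7 and 28 dpi, each fed vehicle or PLX5622, in 6 libraries that each pooled 3 to 4 mice. The authors aligned reads and counted UMIs per gene and barcode with Cell Ranger, and filtered and clustered the cells with Seurat. The deposited values are counts of UMIs, for each library before the filter and for all filtered cells in 1 table with a cluster number per cell. The deposited count table holds 21016 cells and 16003 genes and leaves out the 254 barcodes with fewer than 200 genes. Bulk RNA-seq of the same study was not analysed here. Names of cell subsets were not used, and ligand and receptor scores and pseudotime were not recomputed.

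From these counts, cells were grouped by library and cluster, and cluster numbers were named from 82 markers of 14 cell types, with Dcn counted for 2 of them. UMIs were summed over the cells of a type in a library and given as CPM with exact Poisson 95% intervals. A log2 ratio compares 2 libraries, with the exact conditional binomial 95% interval. A gene at 0 in 1 library was set to a floor of 3 counts. Shares of cells have exact Clopper-Pearson 95% intervals. With 1 library per condition, no test, p-value or count of changed genes was made, and differences between libraries have no replicate check. Intervals cover counting error only, and those on UMIs per cell leave out the spread between cells. UMIs per library in the count table were 7185077, 35694246 and 27768968 for sham, 7 dpi and 28 dpi under vehicle, and 2606149, 4353923 and 3697581 under PLX5622.

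Quantiles over all genes used genes with at least 100 UMIs in the 2 libraries together. The genes named in the text are those the paper's text and legends name for a type or comparison, the markers, and the 5 with the highest and the 5 with the lowest log2 ratio per main comparison, among genes with at least 100 UMIs together and at least 10 in each library. A few of these genes, and a gene list that needs 1 of them, are not reported here. Medians over the gene lists of the paper have intervals from 2000 Poisson draws and a percentile among 10000 random lists, whose members came from the 101 genes around each list gene in expression level. The study chose these lists on the same libraries, so a percentile describes them and is no independent test. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, which leaves out shallower cells. The myeloid list of 12 genes and its minimum of 3 UMIs per cell were fixed, like the design, the markers and most alternatives, before the data were examined. To find droplets with a myeloid cell, 50 other abundant genes were used whose CPM in microglia and MDMs of all libraries was at least 10 times that in sham vehicle astrocytes, endothelial, ependymal, T and B cells. The rule for these 50 genes was changed after its first values were seen.

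The alternatives were edgeR's TMM factors, DESeq2's size factors, each cell weighted alike, totals without the 100 ribosomal protein genes, cells thinned to 1000 UMIs, cells with at least 500 genes (2281 cells left out), cells not called doublets (1258 left out), cells with fewer than 3 myeloid list UMIs, other denominators of cell shares, other minimums of UMIs, and equal cell numbers. Doublets were left in the main values, as in the authors' clusters. Scrublet, run per library at the rate expected of 0.8% per 1000 barcodes, called 7.88% of the 28 dpi vehicle cells and 0.745% of the 28 dpi PLX5622 cells. The rates set for these libraries were 7.88% and 0.752%, so the called shares follow the setting and do not measure a doublet rate. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, the last 2 for scaling factors only.

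The steps were tested on simulated counts. For microglia at 28 dpi against sham, with 7162 genes, all 200 changed genes had their true direction, with a median absolute error of 0.12 in log2, and the interval held the true value for 95.9% of unchanged genes. With a simulated SD of 0.3 in log2 between pools this share was 67.0%. With the 200 most abundant genes raised, unchanged genes had a median log2 ratio of -0.65 by CPM, which shows how far a shift can arise from scaling alone. For astrocytes under PLX5622 against vehicle at 28 dpi, with 771 genes, the interval held the true value for 97.5% of unchanged genes. For MDMs at 7 dpi, with the real depths and 1 composition, the mean of ln(1 + counts per 10000) was higher under PLX5622 for 78.4% of 7992 unchanged genes, and for 45.1% of 3115 after thinning, and CPM was higher for 42.0%. In that simulation 200 other genes were changed, which moves the rest by composition.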

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

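The tests of C1q transcripts in T and B cells, by cells without them, by other myeloid transcripts, by depth, by markers per cell and by random loading, were chosen only after the result was seen.

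C1qb, a gene of microglia and macrophages, was found in the T and B cell clusters after SCI, on which the paper does not report it. In cells thinned to 1000 UMIs it was detected in 43.0% (34.0 to 52.3%) of T cells at 7 dpi and 45.2% (38.8 to 51.7%) at 28 dpi in vehicle-fed mice, against 1.64% (0.0415 to 8.80%) in sham. For B cells the shares were 47.9% (39.6 to 56.4%) and 57.5% (49.4 to 65.3%), against 8.70% (1.07 to 28.0%) in 23 sham cells. Without thinning, the shares of T cells were 45.1% and 44.1%, and those of B cells 52.1% and 48.6%. Thinning left out 108 T cells and 169 B cells at 28 dpi. Under PLX5622 the shares at 28 dpi were 4.05% and 8.45%. These values stand out because T and B cells serve as a background for this gene.

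Free RNA would give all cells of a library a like level of C1qa, C1qb and C1qc. In thinned T cells at 28 dpi in vehicle-fed mice, 29.5% had none of the 3 genes, where a shared level would leave less than 1%, which argues against free RNA as the whole source. A candidate explanation is droplets that hold a lymphocyte and a myeloid cell. The 118 of 349 T cells with at least 3 UMIs of these genes carried 113 UMIs per cell of 50 other abundant myeloid genes, against 4.05 in the other T cells. They also had more UMIs outside these genes, with a median of 2166 against 1082. The minimum of 3 was set on unthinned UMIs, so it selects deeper cells whatever the source. Scrublet called 58.5% of them doublets, against 1.73%. For B cells the other myeloid genes gave 138 against 3.62 UMIs per cell, and the doublet calls 41.3% against 1.44%. T cells with at least 3 UMIs of these genes also carried fewer UMIs of T cell markers, 10.4 (9.87 to 11.0) against 12.4 (11.9 to 12.8) per cell, and 10.2 (9.31 to 11.0) against 14.4 (13.7 to 15.2) at 7 dpi, which argues against droplets with a myeloid cell and a T cell as rich in these markers as the others. For B cells the markers were at 11.2 (10.6 to 11.8) against 10.9 (10.5 to 11.4). The intervals on marker UMIs cover counting error of the sum and leave out the spread between cells. The cells concerned were 33.8% (28.9 to 39.0%) of T cells and 36.8% (31.6 to 42.2%) of B cells. Random loading at 0.8% doublets per 1000 barcodes would put another cell in at most 15.0% of droplets with a cell of a type. This argues against such loading as the source of all these cells. Cells with at least 20 UMIs of these genes were 18.9% (14.9 to 23.4%) of T cells and 22.5% (18.1 to 27.4%) of B cells at 28 dpi. The interval for T cells reaches the limit, so for such T cells random loading stays open, and that for B cells lies above it. Denser loading and a loss of single cells with few UMIs stay open. Cells that stayed together through dissociation, fragments of myeloid cells and uptake of myeloid material after injury stay open and were not tested.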

How the results depend on the processing

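For the share of MDM genes above 0, the scales of UMIs per cell and of the mean of ln(1 + counts per 10000), with and without thinning, were chosen only after the CPM values were seen. No paired analysis was possible because each condition was 1 library. Not run were the limit on mitochondrial UMIs, since no feature is mitochondrial, the alternatives for subset shares, since no names of subsets were used, and rebuilt cell types, since cluster numbers were given. TMM and DESeq2's factors compare libraries and give no CPM within 1 library.

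Of 408 values of cell type shares under other choices, 349 stayed within the interval of the share as reported and 59 moved. Microglia in sham vehicle cords were 40.2% without erythroid cells and 35.2% of all barcodes. With at least 500 genes per cell, MDMs were 12.0%, 42.9% and 36.9% in sham, 7 dpi and 28 dpi vehicle cords, and microglia 39.0% at 28 dpi. Without microglia in the denominator, which raises every other share by construction, MDMs were 16.5%, 57.2% and 56.4% under vehicle and 19.8% at 28 dpi under PLX5622, and sham vehicle astrocytes 27.7%. Without doublets, microglia were 30.1% at 7 dpi and 41.8% at 28 dpi under vehicle. The rise of MDMs from sham to 7 and 28 dpi kept its direction under each of these.

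Of 1794 values of single-gene log2 ratios under other choices, 1202 stayed within their interval, 572 moved, and 20 changed sign where the interval of the ratio as reported left out 0. Where that interval held 0, 19 of the other values changed sign too, among them those of Gpnmb in MDMs at 28 dpi over sham and of Psap in astrocytes under PLX5622 at 28 dpi. In MDMs at 28 dpi over sham, TMM and DESeq2's factors gave 0.25 and 0.25 for Cst3, 0.23 and 0.22 for Fcrls, and 0.12 and 0.11 for Vim, where the scaling itself raises all genes alike. Each cell weighted alike gave 0.61 for Vim, and in MDMs under PLX5622 at 7 dpi 0.048 for Ctsd and 0.15 for Cd72. Thinning gave 0.89 for Vim at 28 dpi, and under PLX5622 at 7 dpi 0.078 for Ctsd, 0.59 for Cd72, -0.060 for Cd28, 0.73 for Sall3 and, in monocytes, -0.18 for Ccnd3. In astrocytes of vehicle-fed mice over sham, leaving out cells with at least 3 myeloid list UMIs gave 0.023 for Adk at 7 dpi and 0.74 for Slc1a2 at 28 dpi. Slc1a2 at 28 dpi was also at 0.034 with each cell weighted alike, 0.0054 thinned and 0.12 without doublets. Other than for the scaling factors, the cause was not tested.

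Medians over gene lists depended on the scaling and on the cells that were used. TMM and DESeq2's factors put the list of microglia genes increased only at 28 dpi at 0.31 and 0.32 at 7 dpi and 0.34 and 0.33 at 28 dpi, a change of sign, with 15 of 17 genes above 0 at 7 dpi and 17 of 17 at 28 dpi under both. The inflammation and lipid list in MDMs was at 1.23 and 1.22 at 7 dpi and 0.79 and 0.79 at 28 dpi. In astrocytes, the list of increased genes was at 3.41 and 3.42 at 28 dpi over sham and -3.13 and -3.08 for PLX5622 over vehicle, and the list of 12 genes that did not decrease without microglia at -0.90 and -0.90, and 1.27 and 1.32.

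Each cell weighted alike put the list increased only at 28 dpi at 0.066 at 28 dpi (17 of 17 above 0), the inflammation and lipid list at 1.13 and 1.05 at 7 and 28 dpi, the astrocyte increased list at 2.87 and, under PLX5622, -2.11, and the 12 genes at -0.90 and 1.43. Thinning put the list increased only at 28 dpi at 0.017 at 28 dpi, the inflammation and lipid list at 1.29 and 1.08, and the astrocyte increased list at 3.37 and, under PLX5622, -2.35. Totals without ribosomal protein genes put the list increased only at 28 dpi at -0.15 at 7 dpi, the astrocyte increased list at 3.35 and the 12 genes at -0.96. With at least 500 genes per cell the astrocyte increased list was at 3.35. Without doublets it was at -2.26 under PLX5622, and the 12 genes were at -0.88 and 1.45. Leaving out cells with at least 3 myeloid list UMIs put the astrocyte increased list at 1.43 and -0.98, and the 12 genes at -0.44 (3 above 0) and 0.98. The cause was not tested, except that C1qb is on the myeloid list and falls by construction.

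The median log2 ratio over all genes changed sign with TMM and DESeq2's factors, which are built to bring it near 0, to 0.089 and 0.10 in microglia at 7 dpi and 0.058 and 0.052 at 28 dpi, and to 0.10 and 0.099 in MDMs at 7 dpi and 0.075 and 0.071 at 28 dpi. In astrocytes over sham it was 0.17 at 7 dpi with equal cell numbers and 0.019 at 28 dpi without cells with at least 3 myeloid list UMIs. For PLX5622 over vehicle in astrocytes at 28 dpi it was 0.18 as reported, -0.31 with TMM, -0.27 with DESeq2's factors, -0.065 with each cell weighted alike, -0.25 thinned, -0.045 without cells with at least 3 myeloid list UMIs and -1.47 over genes with at least 500 UMIs together. The cause was not tested.

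The share of MDM genes above 0 for PLX5622 over vehicle at 7 and 28 dpi was 42.6% and 44.4% with TMM, 43.8% and 45.0% with DESeq2's factors, 52.3% and 53.2% with each cell weighted alike, 55.4% and 55.1% over genes with at least 1 UMI in each library, and 48.8% and 50.0% over genes with at least 500 together. Without ribosomal protein genes in the totals it was 46.3% at 7 dpi, and with equal cell numbers 53.0% at 28 dpi. UMIs per cell gave 99.2% and 96.9%, the mean of ln(1 + counts per 10000) 76.2% and 72.1%, and that mean after thinning 48.7% and 50.1%.

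The share of cells with at least 3 myeloid list UMIs at 28 dpi was 41.6%, 26.0% and 26.2% in astrocytes, endothelial and ependymal cells under vehicle when thinned to 500 UMIs, where fewer UMIs per cell lower it by construction. Without thinning it was 54.3% in endothelial and 54.9% in ependymal cells under vehicle and 13.8% in endothelial cells under PLX5622. With a minimum of 1 UMI it was 87.8%, 84.2% and 73.6% under vehicle and 39.3%, 30.2% and 28.6% under PLX5622. With a minimum of 5 it was 29.0% in endothelial and 25.2% in ependymal cells under vehicle. C1qb alone was detected in 37.1% of 28 dpi vehicle astrocytes when thinned to 500 UMIs.

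Of 275 CPM values under other choices, 153 stayed within their interval and 122 moved. Depth limits the ratios of types with few cells, such as the 69 astrocytes at 7 dpi, the 185 MDMs of sham vehicle cords and the 29 microglia of sham PLX5622-fed mice, and those of genes with few UMIs, such as Lgals1 and H2-Aa in sham microglia. Counting error is the only error covered, and variation between mice could not be measured.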

Differences from the paper's values

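The scales of UMIs per cell and of the mean of ln(1 + counts per 10000) for MDMs were chosen only after the CPM values were seen. Of 25 values that the paper states and that were computed here, 22 were equal after rounding to the paper's digits, and none differed by more than 1.5 times. The paper's 3.7% of T cells and 1.3% of erythroid cells were 3.64% and 1.25% here. For cells before quality control the paper gives 23696, against 21270 barcodes here. Of 92 shares under alternatives, 14 differed from the paper's by more than 1.5 times. Of these, 12 were without microglia in the denominator, which raises every other share by construction, and 2, neutrophils at 1.58% and erythroid cells at 0.550%, were among cells with at least 500 genes.

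The other differences are of direction or of genes named. In the paper's comparison cells were replicates, and no test was made here. The paper names 17 microglia genes as increased only at 28 dpi. With CPM, 6 of 17 were above sham at 28 dpi and 5 of 17 at 7 dpi. With TMM or DESeq2's factors, 17 of 17 were above at 28 dpi and 15 of 17 at 7 dpi. The setting with each cell weighted alike, set before the data were examined, gave 17 of 17 at 28 dpi and 6 of 17 at 7 dpi. Itgax, Ccl6 and Cd74 were higher at 28 dpi than at 7 dpi, as the paper has them. The paper describes the increase of genes of non-lipid phagocytosing microglia as transient at 7 dpi. Lgals1 was lower at 28 than at 7 dpi, and at 28 dpi still had a log2 ratio of 5.41 over sham.

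The paper states that microglia depletion increased overall gene expression in MDMs. With CPM, 50.4% of genes at 7 dpi and 51.5% at 28 dpi were higher under PLX5622. CPM brings totals to the same level, so these shares cannot show whether overall expression rose. The mean of ln(1 + counts per 10000), the scaling the methods state, was chosen after seeing the CPM values and gave 76.2% and 72.1%. UMIs per cell, chosen likewise, gave 99.2% and 96.9%.

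For MDM subsets the paper gives shares of cells, and the values here are of genes over all MDMs, a wider group. The paper has more Lipid processing MDMs without microglia at 7 and 28 dpi, and Ctsd was at -0.075 and -0.10 for PLX5622 over vehicle. It was at 0.048 at 7 dpi with each cell weighted alike and 0.078 with thinned cells. The paper has more Matrix remodeling MDMs at 28 dpi, and Mmp12 was at -0.57. The paper has Antigen binding MDMs appear at 7 dpi and Cathepsin inhibition MDMs at 28 dpi. Fcrls was at -0.42 over sham at 7 dpi and Cst3 at -0.069 at 28 dpi, or 0.25 with TMM and 0.25 with DESeq2's factors. Gpnmb, S100a4, Ms4a7, Siglech and Lpl went in the paper's direction in the comparisons it names, other than Gpnmb at 28 dpi over sham, which was at -0.017. It was at 1.22 there with each cell weighted alike, 1.08 with thinned cells, 0.30 with TMM, 0.30 with DESeq2's factors, 0.046 without doublets and 0.0049 without ribosomal protein genes in the totals.

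The paper names astrocyte genes that failed to increase at 28 dpi without microglia. Fau, Apoe, Ctsz, Ctsd and B2m rose less under PLX5622 than under vehicle, and their log2 ratios over sham stayed above 0, from 0.55 for Apoe to 1.50 for Ctsd. The paper's rule for an increased gene had a minimum fold change and an adjusted p-value. A ratio above 0 here thus need not go against the paper. Leaving out cells with at least 3 myeloid list UMIs under both diets narrowed the gap, with 1.43 under vehicle and 0.82 under PLX5622 for Ctsd, and 1.06 and 0.99 for B2m. The list of 12 genes that did not decrease without microglia went as the paper has it. The paper describes interaction of Psap and Gpr37l1 among astrocytes as disrupted without microglia, and Gpr37l1 was at 1.15 and Psap at 0.084 for PLX5622 over vehicle at 28 dpi. Gpr37l1 was at 0.19 without cells with at least 3 myeloid list UMIs. Psap was at -0.41 with TMM, -0.37 with DESeq2's factors and -0.040 without ribosomal protein genes in the totals. Interaction scores were not recomputed. In MDMs at 7 dpi the paper adds an interaction of Sema4d and Cd72 under PLX5622. Sema4d was higher there, and Cd72 was at -0.84, or 0.15 with each cell weighted alike and 0.59 with thinned cells. The methods give an upper limit of 3000 genes per cell, and 718 cells of the count table were above it.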

Other observations

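The tests by cells without list transcripts, by cell types under PLX5622, by markers per cell, by random loading, by the ln scale in MDMs and by simulated MDMs were chosen only after the result was seen, and the rule for the 50 other myeloid genes was changed after its first values were seen.

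After SCI, many cells of the astrocyte cluster carried transcripts of the myeloid list. The planned comparison with T and B cells did not decide the source, since their clusters carried the list too. Whether T and B cells make some of the list genes themselves was not tested. A level of free RNA shared by all cells would leave less than 1% of thinned cells without a list UMI, and 12.2% of 28 dpi vehicle astrocytes had none, which argues against free RNA as the whole source. A candidate explanation is droplets that hold myeloid cells or parts of them. The 130 astrocytes with at least 3 list UMIs at 28 dpi carried 100.2 UMIs per cell of 50 other abundant myeloid genes, against 4.19 in the other 115. Their ratio of other to list UMIs, 1.36, lay between those of microglia and MDMs. The median UMIs outside these genes were 1475 against 978, where a minimum on unthinned UMIs selects deeper cells whatever the source. Scrublet called 38.5% of the 130 cells doublets against 4.35% of the others. The 130 cells also carried fewer UMIs of astrocyte markers, 24.2 (23.4 to 25.1) against 40.3 (39.1 to 41.5) per cell. This argues against droplets with a myeloid cell and an astrocyte as rich in these markers as the others. At 7 dpi the values were 48.0 (46.0 to 50.1) and 45.1 (42.4 to 47.9). Among cells with at least 20 list UMIs they were 30.2 (28.0 to 32.5) at 7 dpi and 17.5 (16.6 to 18.4) at 28 dpi. Both are below those of the cells with fewer than 3. These intervals leave out the spread between cells. The Scrublet calls at 7 dpi went the other way, at 13.0% of 46 cells with at least 3 list UMIs and 17.4% of the 23 others. At 28 dpi the share concerned was 53.1% (46.6 to 59.4%) of the cluster. Random loading at 0.8% doublets per 1000 barcodes would put another cell in at most 15.0% of droplets. The share is above that, which argues against such loading as the whole source. Denser loading, a loss of single cells with few UMIs, parts of astrocytes on or in myeloid cells, clumps, fragments, and astrocytes that make myeloid transcripts and fewer marker transcripts after injury stay open.

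The endothelial and ependymal clusters also held cells with list transcripts. Of thinned 28 dpi vehicle ependymal cells, 26.4% had no list UMI, against less than 1% under a shared level, which argues against free RNA as the whole source. Endothelial cells with at least 3 list UMIs carried 58.3 UMIs of the 50 other myeloid genes against 4.04, and ependymal cells 57.4 against 4.30. Median UMIs outside these genes were 1745 against 1112 and 2627 against 1497. Here the cells with list UMIs had more UMIs of their own markers, 32.8 (32.1 to 33.6) against 26.4 (25.7 to 27.2) in endothelial and 88.6 (87.1 to 90.1) against 63.0 (61.6 to 64.4) in ependymal cells. With at least 20 list UMIs the excess was smaller, at 28.8 (27.6 to 30.0) and 69.4 (67.1 to 71.7). The minimum was set on unthinned UMIs, so it selects deeper cells whatever the source. As a share of all UMIs, own markers were lower, at 1.23% against 1.80% in endothelial and 2.47% against 3.42% in ependymal cells. The excess of marker UMIs and of other UMIs thus does not decide the source. A candidate explanation is droplets that hold a cell of the type and a myeloid cell. Scrublet called 25% and 24.5% of the cells with at least 3 list UMIs doublets, against 1.04% and 0.806%. These cells were 54.3% (49.4 to 59.1%) of the endothelial and 54.9% (48.8 to 60.9%) of the ependymal cluster. Random loading would give at most 15.0%, which argues against such loading as the source of all these cells. Cells with at least 20 list UMIs were 17.9% (14.3 to 21.9%) and 18.2% (13.8 to 23.3%). These intervals hold 15.0%, so for such cells random loading stays open. Denser loading and a loss of single cells with few UMIs stay open. The paper describes perivascular macrophages in the endothelial cluster and supraependymal macrophages in the ependymal one, both more frequent after SCI, and such cells would bring myeloid transcripts without a mixed droplet. This stays open too. An effect of injury on these cells stays open and was not tested.

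Under PLX5622 at 28 dpi, fewer astrocytes carried the list. The paper states from its own subsets that Inflammation astrocytes were few without microglia. The 12.2% of vehicle astrocytes without a list UMI argues against free RNA as the whole source of that share. Free RNA as a part of it stays open. The share also fell in T cells, from 71.0% under vehicle to 32.4% under PLX5622, and in B cells, from 71.9% to 21.1%. Less free RNA would lower these shares too. Under PLX5622 at 28 dpi, at least 3 UMIs of C1qa, C1qb and C1qc were in 1.99% of T cells and 4.23% of B cells, without thinning. Most of the cells with the list there thus lacked C1q at that level. The list shares of T and B cells can mix their own transcripts with those of myeloid cells. A candidate explanation is that fewer droplets with an astrocyte and a myeloid cell form where fewer myeloid cells are present. Fewer such droplets would lower the share in every type, and it was lower in 7 of 8 types that are neither myeloid nor erythroid, with intervals apart in 6. The erythroid cluster was left out because its vehicle cells carried the list at a high level. In the oligodendrocyte lineage it was 41.9% under vehicle and 2.86% under PLX5622. The exception was the leptomeningeal cluster, with 26.2% and 28.6% of 7 cells. The values above go against such droplets as the whole source, with a share of 53.1% (46.6 to 59.4%) against at most 15.0% from random loading, and markers at 24.2 (23.4 to 25.1) against 40.3 (39.1 to 41.5) UMIs per cell if the astrocytes are as rich in them as the others. A control of astrocytes by microglia, as the paper concludes, stays open, since the diet changes both. Genes off the list, such as Gfap, still differed between the diets without cells carrying the list, at 2.06.

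For MDMs under PLX5622 at 7 dpi, UMIs per cell were higher for 99.2% of genes, the mean of ln(1 + counts per 10000) for 76.2% and CPM for 50.4%. In counts simulated at the real depths with 1 composition and no gene changed, the share was 81.2% on the ln scale, 47.6% on it after thinning to 1000 UMIs, and 49.0% by CPM. The measured share on the ln scale went from 76.2% to 48.7% after thinning, which is consistent with depth per cell as the source of the shift on that scale. Higher depth under PLX5622 at 7 dpi was not confined to MDMs and was found in most other types. Median UMIs per cell were 9405 against 2990 in monocytes, 7093 against 2281 in ependymal cells and 3617 against 1510 in T cells. They were lower under PLX5622 in astrocytes (1395 against 2057), oligodendrocyte lineage cells (2098.5 against 2301) and erythroid cells (707 against 4107). Whether MDMs without microglia hold more RNA per cell, or the library was sequenced more deeply per cell, was not tested.

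The erythroid cluster differed between the libraries. Its cells in vehicle-fed mice carried 14.4 and 10.3 UMIs of hemoglobin genes per cell at 7 and 28 dpi, against 141 in sham, and 182 and 94.4 UMIs of the myeloid list, against 20.1 in sham. Under PLX5622 they carried 148 and 129 UMIs of hemoglobin genes and 1.32 and 0.800 of the myeloid list. P2ry12 and Gpnmb were second highest in this cluster. No explanation was tested.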
